# Gut epithelium modifies enteric behaviors during nutritional adversity via distinct peptidergic signaling axes

**DOI:** 10.1126/sciadv.adw1270

**Published:** 2025-09-24

**Authors:** Surojit Sural, Zion Walker, Oliver Hobert

## Abstract

Interorgan signaling events are emerging as key regulators of behavioral plasticity. The foregut and hindgut circuits of the *C. elegans* enteric nervous system (ENS) control feeding and defecation behavior, respectively. Here, we show that epithelial cells in the midgut integrate feeding state information to control these behavioral outputs by releasing distinct neuropeptidergic signals. In favorable conditions, insulin and noninsulin peptides released from midgut epithelia activate foregut and hindgut enteric neurons, respectively, to sustain normal feeding and defecation behavior. During food scarcity, altered insulin signaling from sensory neurons activates the transcription factor DAF-16/FoxO in midgut epithelia, which blocks both peptidergic signaling axes to the ENS by transcriptionally shutting down the intestinal neuropeptide secretion machinery. Our findings demonstrate that midgut epithelial cells act as integrators relaying internal state information to distinct parts of the ENS to control animal behavior.

## INTRODUCTION

The enteric nervous system (ENS), also referred to as the “second brain,” is an autonomously acting neuronal network present in the digestive tract of all bilaterians, whose primary function is to regulate motility in the alimentary tract (*1*–*4*). The mammalian ENS consists of millions of neurons that fall into at least 20 neuron types that regulate gut peristalsis required for digestion, absorption, and egestion of food contents (*5*–*8*). Although enteric circuits are able to generate peristaltic behavior independent of central nervous system (CNS) input (*4*), factors such as nutritional, reproductive, or psychological status of the animal have been shown to influence motility in the gut (*9*–*11*). Understanding how internal and external factors are sensed and integrated to coordinate the output from enteric circuits will provide novel insights on gastrointestinal physiology and disease.

The ENS in *Caenorhabditis elegans* has been extensively studied in terms of its anatomy, development, molecular topology, and behavioral output (*12*–*20*), which makes it an attractive model for investigating how ENS function is regulated in metazoans. The *C. elegans* ENS consists of 22 neurons, 20 that are present in the foregut (the pharynx), from here on termed as pharyngeal enteric neurons (PENs), and two that innervate the hindgut, from here on termed as hindgut enteric neurons (HENs) (Fig. 1A). The 20 PENs are further classified into 14 anatomically and molecularly distinct classes forming a densely interconnected network that controls rhythmic pharyngeal pumping (*14*–*16*). The two HENs, termed AVL and DVB, are GABAergic neurons that are activated by the neuropeptide NLP-40 released from the intestine, which generates all-or-none action potentials in these neurons to control the rate of defecation (*12*, *18*, *20*, *21*). The rhythmic activation of the HENs, which form an electrically coupled circuit, results in γ-aminobutyric acid–dependent contraction of enteric muscles leading to expulsion of contents of the gut, a behavior termed as the defecation motor program (*12*, *22*, *23*).

**Fig. 1.**
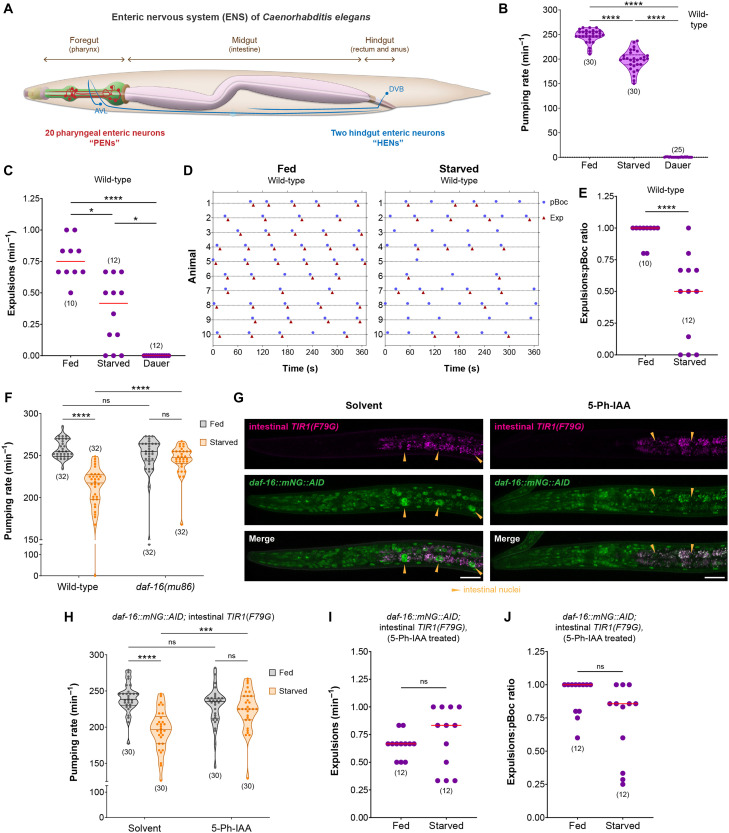
Starvation inhibits ENS function via cell nonautonomous activity of DAF-16/FoxO in the intestine. (**A**) Schematic showing the anatomical locations of PENs and HENs in the alimentary tract of *C. elegans*; adapted from WormBook (*117*). (**B** and **C**) Pharyngeal pumping rate and frequncy of expulsion on food in fed versus starved (4 hours) wild-type adults and in starvation-induced dauer stage animals. (**D** and **E**) Timing of pBoc and Exp events, and expulsion:pBoc ratio on food in fed vs starved (4 hours) wild-type adults. (**F**) Pharyngeal pumping rate on food in fed versus starved (4 hours) wild-type and *daf-16(mu86)* adults. (**G**) Intestine-specific DAF-16 depletion in *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]; daf-2(e1370)* dauer stage animals. Animals were treated with either solvent (ethanol) or 100 μM 5-Ph-IAA. DAF-16 was not detected in the midgut epithelial cells after 5-Ph-IAA treatment in 15 of 15 animals. Scale bars, 20 μm. (**H**) Pharyngeal pumping rate on food after intestine-specific DAF-16 depletion in fed versus starved (4 hours) *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]* adults. Animals were treated with either solvent (ethanol) or 100 μM 5-Ph-IAA. (**I** and **J**) Frequency of expulsion and expulsion:pBoc ratio on food after intestine-specific DAF-16 depletion in fed versus starved (4 hours) *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]* adults treated with 100 μM 5-Ph-IAA. Horizontal line in the middle of data points represents median value of biological replicates in (B), (C), (E), (F), and (H) to (J). Additional horizontal lines represent 25th and 75th percentiles in (B), (F), and (H). *P < 0.05, ***P < 0.001, ****P < 0.0001; ns, not significant. (B and C) Dunn’s multiple comparison test after Kruskal-Wallis test. (E, I and J) Mann-Whitney test. (F and H) Sidak’s multiple comparisons test after two-way analysis of variance (ANOVA).

After completion of postembryonic development, *C. elegans* continuously feeds and defecates, and the rates of both of these behaviors remain highly consistent both within and across individuals (*23*–*26*). When an animal is transiently moved away from its food source, there is an immediate reduction in the frequency of foregut and hindgut contractions, which become highly irregular because the animal is no longer actively consuming food (*23*–*25*). ENS output in the presence of abundant food can also be altered if an animal has experienced starvation in the recent past (*25*, *27*, *28*), and this effect is more pronounced in the dauer diapause stage, which the animal enters after experiencing acute nutrient deprivation during early larval development (*29*–*31*). It remains little understood how different neuronal types in the ENS sense the internal state of an animal to coordinate gut contractility at the systemic level during periods of altered nutritional requirement (*10*, *32*, *33*).

Here, we show how distinct neuropeptidergic signals are transmitted from midgut epithelial cells to communicate the internal state of the animal to the foregut and hindgut enteric circuits and show that this interorgan signaling is required to maintain normal ENS output in favorable conditions. Previous work has shown that the neuropeptide NLP-40 released from gut epithelia activates the HENs via G protein–coupled receptor signaling to generate normal defecation behavior (*20*, *21*). We find that two neuropeptides of the insulin family, INS-7 and INS-35, are also continuously secreted from midgut epithelial cells, and these peptides are sensed by the insulin receptor on neuromodulatory NSM neurons in the foregut to induce rapid foregut contractions in nutrient replete conditions. When an animal undergoes acute starvation, the absence of insulin signaling from sensory neurons activates the stress-responsive transcription factor DAF-16/FoxO in the midgut epithelial cells (*34*, *35*). Using transcriptomic profiling, cell type–specific genetic manipulations and CRISPR-Cas9–generated endogenous reporters, we show that DAF-16/FoxO activation in the midgut epithelia reduces the secretion of neuropeptides from the midgut by transcriptionally silencing not only insulin genes but also genes that constitute the neuropeptide secretion machinery of the midgut epithelial cells. Because of the absence of a neuropeptide relay signaling via the intestine to the two enteric circuits, ENS output is greatly reduced both in terms of foregut and hindgut contractions even after the animal returns to a favorable environment after experiencing starvation. Our findings highlight the role of the intestinal epithelia as an integrator of the metabolic status of the animal and unveil the mechanisms of how the non–cell autonomous activity of a stress-responsive transcription factor modifies enteric behaviors by disrupting gut-to-ENS signaling during periods of nutritional adversity.

## RESULTS

### Starvation inhibits output from the ENS via non–cell autonomous activity of DAF-16/FoxO in gut epithelial cells

To study how the nutritional state of an organism alters output from the ENS, we measured how the two enteric behaviors in *C. elegans*, feeding and defecation, are affected by starvation. The rate of feeding, controlled by PENs, is measured as the frequency of foregut contractions, while the rate of defecation, controlled by HENs, is measured as the frequency of expulsion events from the hindgut. The defecation motor program consists of three steps: contraction of posterior body muscles (pBoc), contraction of anterior body muscles (aBoc), and expulsion (Exp) (*23*). The pBoc step is initiated by a pacemaker in the intestinal epithelial cells (*36*), which acts upstream of HENs, while the Exp step requires activation of the two HENs that constrict hindgut enteric muscles to release the contents of the gut through the anal opening (*20*, *21*). We measured how feeding and defecation behaviors were affected by starvation after the animal was transferred back to food and allowed an acclimation period of 5 min. We used two different starvation paradigms: (i) a 4-hour period of total food deprivation during adulthood that is sufficient to induce risk-taking behavior during food search (*37*) and (ii) food deprivation combined with animal crowding during early development that induces remodeling into the dauer stage of diapause (*29*, *30*).

We found that starvation during adulthood reduces the rate of feeding even after the animal is returned to food (Fig. 1B and fig. S1A). In contrast, animals in the dauer stage display no foregut (pharynx) contractions on food, except for a few sporadic pharyngeal pumps, as described previously (Fig. 1B) (*29*, *31*). We observe a similar effect of starvation on the rate of defecation. The frequency of pBoc events was unaffected after starvation (fig. S1B), but the rate of expulsions was significantly reduced (Fig. 1, C and D). Half of the pBoc events in starved adults did not result in any expulsion of gut contents (Fig. 1, C and D), which indicates altered communication between the intestinal pacemaker and the HENs. Although these animals underwent a period of food deprivation before the measurement of defecation behavior, their gut is filled with food contents in the 5 min of acclimation before behavioral recordings, which can be observed during the expulsion events. In contrast, dauer stage animals do not initiate any pBoc or Exp events when returned to food (Fig. 1C and fig. S1B), which is likely attributable to the fact that these animals are not actively feeding because their buccal cavity is sealed (*38*).

Starvation during adulthood or in dauer-inducing conditions during postembryonic development both involve activation of the stress-responsive protein DAF-16 (*30*, *39*, *40*), which is the sole *C. elegans* homolog of mammalian FoxO transcription factors. In nutrient replete conditions, agonist insulin peptides signal via DAF-2, the sole member of the insulin/insulin-like growth factor 1 (IGF-1) receptor (InsR) family in *C. elegans*, to trigger a phosphorylation cascade that retains DAF-16/FoxO in the cytoplasm in an inactive state (fig. S1C) (*35*, *41*–*43*). When the environment becomes unfavorable, the absence of agonist insulins and presence of antagonistic insulins inhibit signaling via the DAF-2/InsR receptor, and this results in nuclear translocation of unphosphorylated DAF-16/FoxO, where it activates the transcription of stress-responsive genes (fig. S1C) (*35*, *42*, *43*). We tested whether starvation affects enteric functions in animals that lack the DAF-16/FoxO transcription factor. We found that *daf-16* null adults do not reduce their rate of feeding when placed on food after the same period of starvation that reduces foregut contractions in wild-type animals (Fig. 1F). Similarly, in contrast to wild-type adults (Fig. 1, C to E), a 4-hour starvation period did not significantly alter the rate of defecation in adults that lack *daf-16* (fig. S1, D to F).

A previous study has shown that in the dauer diapause stage, the removal of DAF-16/FoxO from the midgut epithelial cells can initiate foregut contractions in conditions that completely silence ENS output (*40*), which suggests a non–cell autonomous role of this transcription factor in regulating ENS function. By visualizing an endogenously green fluorescent protein (GFP)–tagged DAF-16/FoxO protein, we found that this transcription factor localizes to the nuclei of midgut epithelial cells in starvation conditions that reduce the rates of feeding and defecation during adulthood (fig. S1G). To test whether removing DAF-16/FoxO only from the midgut epithelial cells can suppress the effects of starvation on enteric behaviors in adults, we performed spatially controlled depletion of DAF-16/FoxO protein using the AID2 technology, an improved version of the auxin-inducible degron (AID) system (*44*–*46*). These experiments were performed in a genetic background where *daf-16* is endogenously tagged with AID* (*40*), and tissue-specific heterologous expression of *TIR1(F79G)* was used for spatially controlled depletion of DAF-16/FoxO in the presence of 5-phenyl-indole-3-acetic acid (5-Ph-IAA), the synthetic auxin ligand for TIR1(F79G) (*44*–*46*). We find that AID2-mediated depletion of DAF-16/FoxO from all tissues using a ubiquitously expressed *TIR1(F79G)* transgene results in 99.8% of animals with the dauer-constitutive *daf-2(e1370)* mutation failing to arrest in the dauer diapause stage at 25°C, thus reconstituting the dauer-defective phenotype of *daf-16* null alleles (fig. S1H) (*35*, *42*, *43*). In contrast, if DAF-16/FoxO is depleted from only the midgut epithelial cells using a *TIR1(F79G)* transgene driven by the midgut-specific *ges-1* promoter, then 98% of *daf-2(e1370)* animals arrest as SDS-resistant dauers at 25°C (Fig. 1G and fig. S1I), which supports previous evidence that animals can attain dauer morphology even after depletion of endogenous DAF-16/FoxO protein from their intestine (*40*). Using this intestine-specific AID2 system, we found that the effect of starvation on feeding rate can be completely suppressed if DAF-16/FoxO is selectively depleted from midgut epithelia of adult stage animals (Fig. 1H and fig. S2A). Similarly, starvation does not affect defecation behavior in animals that have DAF-16/FoxO depleted only from their midgut epithelial cells (Fig. 1, I and J, and fig. S2B). Unlike the effect of starvation on defecation behavior in wild-type animals (Fig. 1, D and E), DAF-16/FoxO removal specifically from midgut epithelia resulted in the expulsion of gut contents immediately after most pBoc events even in starved animals (Fig. 1J and fig. S2B). This establishes a non–cell autonomous role of DAF-16/FoxO to modify output from PENs and HENs to regulate the rates of feeding and defecation, respectively, after a period of nutrient deprivation during adulthood.

### Evidence for two signaling axes from midgut epithelial cells to the ENS

Our previous work has shown that DAF-16/FoxO also functions cell autonomously in the PENs to silence foregut contractions during acute starvation (*40*). This suggests that when food is abundant, insulin peptides released from midgut epithelial cells might act on the PENs via interorgan signaling to prevent DAF-16/FoxO activation and generate normal feeding behavior, while during food deprivation, DAF-16/FoxO activity in the midgut likely alters the release of these gut-derived insulin peptides to activate DAF-16/FoxO in PENs via “FoxO-to-FoxO” signaling (*47*). To test whether enteric neurons actively need insulin signaling to maintain normal ENS output in well-fed conditions, we inhibited DAF-2/InsR specifically in all enteric neurons by expressing a dominant negative form of the DAF-2 receptor using a driver that is expressed in both PENs and HENs (fig. S3A) (*40*, *48*). This dominant negative form of the protein, termed DAF-2(DN), has the intracellular kinase domain replaced by a fluorescent protein (fig. S3A), which allows DAF-2(DN) to bind insulin peptides on the extracellular side but does not allow the signal to be transmitted to its intracellular downstream effectors. Insulin/IGF-1 receptors need to be phosphorylated by their dimerization partner to achieve activation (*49*), but the lack of a kinase domain in DAF-2(DN) results in inactivation of the wild-type DAF-2/InsR molecule it dimerizes with and thus producing a dominant negative effect.

We found that expression of DAF-2(DN) in all neurons of the ENS (HENs and PENs) is sufficient to reduce the animal’s rate of feeding even in nutrient-rich conditions, but it has no effect on defecation behavior (Fig. 2A and fig. S3, B to E). In terms of change in the rate of feeding, the effect of inhibiting DAF-2/InsR signaling in PENs of well-fed animals is identical to the effect of starvation on wild-type animals (Fig. 2A). When animals expressing DAF-2(DN) in PENs were subjected to starvation, it does not further reduce their rate of feeding (Fig. 2A), which indicates that starvation in wild-type animals reduces feeding rate likely via inhibition of DAF-2/InsR signaling in PENs. In contrast, each pBoc event is almost always followed by an expulsion of gut contents in animals that express DAF-2(DN) in HENs (fig. S3, D and E), which suggests that the communication between the intestinal defecation pacemaker and the HENs does not require active insulin signaling in the hindgut-innervating neurons. Hence, we conclude that the control of PENs and HENs by DAF-16/FoxO activation in the midgut involves independent signaling axes.

**Fig. 2.**
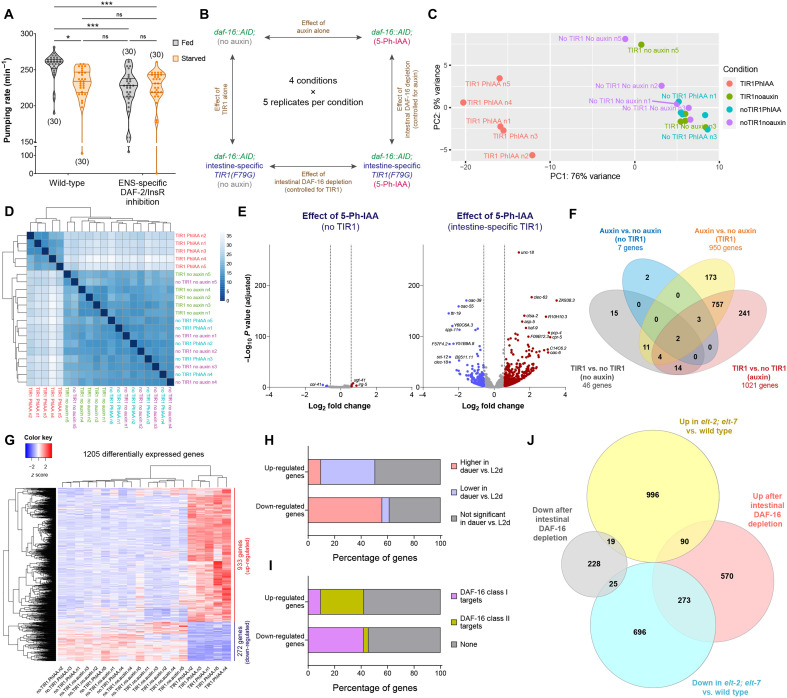
DAF-16/FoxO silences transcription of several metabolic pathway genes in the gut upon acute starvation. (**A**) Pharyngeal pumping rate on food in fed versus starved (4 hours) wild-type and *otIs913[pha-4prom2::daf-2(DN)]* adults. Horizontal line in the middle of data points and additional horizontal lines represent median of biological replicates, and 25th and 75th percentiles, respectively. *P < 0.05, ***P < 0.001; ns, not significant. Sidak’s multiple comparisons test after two-way ANOVA. (**B**) Schematic of RNA-seq strategy to determine gene expression changes mediated by intestinal DAF-16 in dauer stage animals. (**C** and **D**) Principal components analysis (PCA) plot and heatmap of sample-to-sample distance matrix for all samples used in RNA-seq analysis. (**E**) Volcano plots for expression changes due to auxin alone or auxin in the presence of intestinal TIR1(F79G). Dashed vertical lines indicate the fold change cutoff of 1.5-fold. (**F**) Venn diagram for the number of differentially expressed genes for each of the four comparisons. (**G**) Heatmap of 1205 genes that are differentially expressed after depletion of intestinal DAF-16 in dauers. (**H**) Overlap of genes regulated by intestinal DAF-16 in dauers (this study) with all genes that undergo transcriptional changes during dauer formation as previously reported (*50*). (**I**) Overlap of genes regulated by intestinal DAF-16 in dauers (this study) with known class I and class II transcriptional targets of DAF-16 as previously reported (*52*). (**J**) Venn diagram showing overlap of genes regulated by intestinal DAF-16 in dauers (this study) with all genes that are differentially expressed in *elt-2; elt-7* double mutant animals as previously reported (*53*).

### Identification of DAF-16/FoxO–induced gene expression changes in the intestine during acute starvation

We sought to identify these gut-to-ENS interorgan signaling axes by profiling DAF-16/FoxO–dependent gene expression changes in the intestine during nutrient deprivation. For this comparison, we chose animals arrested in the dauer diapause stage because: (i) the dauer stage is a more robust and stable state of nutritional stress response compared to starvation during adulthood (*39*); (ii) the reduction in feeding rate is much stronger in the dauer stage, i.e., a complete silencing of feeding behavior (Fig. 1B); and (iii) DAF-16/FoxO removal selectively from the dauer intestine using AID2 results in a strong reversal of the silenced state of the pharynx without affecting dauer morphology (Fig. 1G, figs. S1I and S3, F and G). Because the AID2 system requires two components to achieve degradation of AID*-tagged DAF-16/FoxO, TIR1(F79G), and its synthetic auxin ligand 5-Ph-IAA, we included three controls in our analysis: only TIR1(F79G) but no auxin, only auxin but no TIR1(F79G), and neither TIR1(F79G) nor auxin (Fig. 2B). 

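RNA was sequenced from whole animals arrested in the dauer stage, the arrested larval stage that worms enter in adverse conditions. All animals carried *daf-16* tagged at its endogenous locus with mNG and AID and the *daf-2(e1370)* mutation, a temperature-sensitive allele of the insulin receptor gene under which larvae arrest as dauers. One strain also carried *ges-1p::TIR1(F79G)*, which expresses the TIR1(F79G) F-box protein in the intestine. The ligand 5-Ph-IAA, which brings AID-tagged proteins to TIR1(F79G) for degradation, was given at 100 μM, and 0.2% ethanol was the solvent control. Animals grew at 25°C for 3 days, and each sample held about 24000 animals. The methods state that animals not arrested as dauers were picked from the plates and removed. The 4 conditions were neither TIR1 nor auxin, 5-Ph-IAA without TIR1 (the no TIR1 control), TIR1 without 5-Ph-IAA (the no auxin control) and both together (the experimental condition), with 5 biological replicates each and 20 libraries in all. Ribosomal RNA was depleted during library preparation, and the libraries were sequenced as single-end reads in 1 pool. The authors trimmed the reads with Trimmomatic, aligned them with STAR, counted them on genes with featureCounts and normalized the counts with DESeq2.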

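The deposited table holds these normalized counts, the reads on each gene divided by the size factor of the library. Dividing each value by what 1 read is worth in its library gave whole numbers of reads for 100% of the values. Between 6249223 and 12323401 reads were on genes in the libraries with neither component (median 8303396). The no TIR1 control libraries had 10230512 to 12680810 reads (median 11168993), and the no auxin control libraries had 7401425 to 10209257 reads (median 9790072). The experimental libraries had 3989669 to 15585703 reads (median 13972723). Replicate 5 was the shallowest experimental library, with 21.4% of its reads on ribosomal RNA genes against 1.78% to 5.52% in the other 4. Of the 46925 genes in the table, 17335 were at 0 in every library, and the 17090 genes with a mean normalized count of at least 2 were tested. The test was limma's moderated test with a mean-variance trend on log2(normalized count + 1), with one mean per condition fitted over the 20 libraries and Benjamini-Hochberg adjustment. Log2 fold changes are on that scale, which understates the change of genes with few reads. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 1.5, the cutoff drawn in Fig. 2E. Gene positions are from the WBcel235 annotation, in which 1204 of the 1205 genes listed in data S1 have the coordinates given there. The paper's text does not name the strand setting of the counting, so the counts of genes that overlap a gene on the opposite strand are uncertain. The targeted gene, *daf-16* (WBGene00000912), lies on chromosome I from 10750498 to 10776703. AID2 degrades the protein and not the transcript, and the *daf-16* transcript was present at similar levels in each condition. Its normalized count was 8330 ± 492 (SD, n = 5) in the experimental condition, 8680 ± 281 (SD, n = 5) in the no TIR1 control and 8760 ± 217 (SD, n = 5) in the no auxin control. In the experimental condition its log2 fold change was −0.06 against the no TIR1 control (standard error 0.04, adjusted p = 0.302 from limma) and −0.07 against the no auxin control (standard error 0.04, adjusted p = 0.184).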

Since the AID2 system has not yet been extensively used for whole transcriptome level comparisons in animals, the use of these controls allows to estimate the gene expression changes due to TIR1(F79G) alone or auxin alone (Fig. 2B).

We find that at the whole transcriptome level, TIR1(F79G) alone or auxin alone do not produce noticeable gene expression changes (Fig. 2, C and D). 

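Distances between libraries were computed over the 500 genes with the most variable log2(normalized count + 1). The mean distance between the libraries with 5-Ph-IAA alone and those with neither component was 35.3, against 33.7 between replicates within these conditions (exact permutation test, one-sided, p = 0.119). Between the libraries with TIR1 alone and those with neither component it was 38.1, against 37.8 within (exact permutation test, one-sided, p = 0.262). Neither difference was larger than the spread between replicates. The experimental libraries lay at a mean distance of 64.4 from the no TIR1 control, against 29.1 within these conditions, and at 61.1 from the no auxin control, against 33.2 within. In both comparisons the exact one-sided p was 0.00794, the smallest this test can give for 5 libraries against 5.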

All five biological replicates of the experimental condition cluster separately from all the replicates of the three control conditions (Fig. 2, C and D). 

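Over the 20 libraries, an experimental and a control library lay at a mean distance of 60.7, 2 control libraries at 36 and 2 experimental libraries at 27.9. The first of these means exceeded the second by 24.8, more than for any other choice of 5 of the 20 libraries (exact permutation test, one-sided, p = 6.45e-05, the smallest that 15504 choices can give). Single distances overlapped, since the closest experimental and control libraries were 37.9 apart and the farthest pair of control libraries 58.3. The first principal component took 61.2% of the variance, and 27.7% when all tested genes were used in place of the 500. The experimental libraries lay between 27.1 and 49.8 on it, above the control libraries, which lay between −29.4 and 15. The control libraries closest to the experimental condition on this component were replicate 5 of the libraries with neither component, at 15, and replicate 5 of the no auxin control, at 14.2. These libraries also had the highest summed counts of oocyte marker genes among the controls, 4274 and 3914. In the experimental libraries this sum was highest in replicate 4 (8131), at 49.8, and lowest in replicate 2 (3949), at 27.1. Experimental replicate 2 nevertheless lay above the control library at 15, which had the higher sum. This component and the distances therefore do not by themselves tell depletion and a higher content of oocyte transcripts apart. With each library left out in turn, the excess distance stayed between 22.2 and 27.8.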

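In the comparison of 5-Ph-IAA alone with neither component, 5 of the tested genes were called, 4 higher and 1 lower, while 835 had an unadjusted p under 0.05. The lower gene was *col-41*, with a log2 fold change of −1.68 (standard error 0.27, adjusted p = 0.00591 from limma). Of the higher genes, *ugt-41* had a log2 fold change of 0.75 (standard error 0.1, adjusted p = 0.00194) and *irg-5* of 1.43 (standard error 0.21, adjusted p = 0.00458). The other two, *cyp-35A1* and *cyp-35C1*, which are named here after their values were seen, had log2 fold changes of 1.8 (adjusted p = 0.0402) and 0.67 (adjusted p = 0.00548). When only the compared conditions were fitted, 11 genes were called in place of 5, and 18 with the replicate number as a block. In the presence of TIR1, the same ligand changed *irg-5* by 3.05 on the log2 scale (standard error 0.21, adjusted p = 4.61e-11), from 188 ± 80.4 to 1520 ± 521 normalized counts (SD, n = 5). The difference between the effects of 5-Ph-IAA with and without TIR1 was tested directly as an interaction, which passed the same thresholds for 1151 genes, 892 with a more positive and 259 with a more negative effect in the presence of TIR1.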

The synthetic auxin ligand, 5-Ph-IAA, alters gene expression only when acting together with TIR1(F79G), but not alone (Fig. 2E). 

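Against the no TIR1 control, 1568 of the tested genes were called differentially expressed in the experimental condition, 1159 higher and 409 lower. The no auxin control gave 1517 genes, 1130 higher and 387 lower. TIR1 alone changed 42 genes, 14 higher and 28 lower, and this count was 24 without replicate 4 of the libraries with neither component and 24 without replicate 2 of the no auxin control. It was 55 without replicate 4 and 55 without replicate 5 of the no auxin control. It was 59 with DESeq2's Wald test, 107 with the replicate number as a block and 103 without the fold change cutoff. Leaving out this cutoff gave 3369 genes for the no TIR1 control and 3237 for the no auxin control. The log2 of the summed count of 10 oocyte marker genes as a covariate, chosen after the data were seen, gave 611 and 643. This covariate overlaps with the conditions, so the fit can also remove effects of DAF-16 depletion. DESeq2's Wald test with the normal prior on fold changes, run on the recovered reads, called 1021 and 950 genes. The no TIR1 control differs from the experimental condition in the strain as well as in DAF-16 depletion. Of the genes called against this control, 17 were also called in the same direction for TIR1 alone, and 1 of these was called against the no auxin control. Among the genes labelled in Fig. 2E, *unc-18* had a log2 fold change of 1.41 against the no TIR1 control (standard error 0.04, adjusted p = 1.33e-17 from limma) and of 1.36 for TIR1 alone (adjusted p = 2.92e-17). Its log2 fold change against the no auxin control was 0.05 (adjusted p = 0.449). *ZK938.3* had a log2 fold change of 4.28 against the no TIR1 control (adjusted p = 1.28e-12) and 4.89 for TIR1 alone (adjusted p = 1.39e-12), and −0.22 (adjusted p = 0.611) against the no auxin control.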

On estimation of the number of differentially expressed genes for each comparison, we found that auxin alone or TIR1(F79G) alone altered the expression of less than 50 genes, while when both of the AID2 components were acting together, the expression of ~1000 genes was affected (Fig. 2F). To find the genes that are affected by the removal of DAF-16/FoxO from the intestine, we selected the 1205 transcripts that were differentially expressed in the experimental condition in comparison to either the no TIR1(F79G) control or the no auxin control (Fig. 2, F and G). Among these 1205 genes, 933 were up-regulated and 272 were down-regulated (Fig. 2G and data S1).

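With either control, 1926 genes were called. Of these, 1159 were called against both controls, 409 only against the no TIR1 control and 358 only against the no auxin control, and no gene was called in opposite directions. Both comparisons use the same experimental libraries, so their fold changes share chance values. Across the tested genes, the log2 fold changes of the comparisons had a Pearson correlation of 0.87 and the same sign for 78.7% of genes. In 20 simulations of unchanged conditions, the mean correlation was 0.5 (largest 0.52) and the mean share with the same sign was 66.7%, and no gene was called in both. Genes are not independent replicates, and these values describe the libraries. The interaction of TIR1 and 5-Ph-IAA was also called for 1066 of the 1926 genes and for 898 of the 1159.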

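The genes called against either control comprised 1389 higher and 537 lower. Of those called against both, 900 were higher and 259 lower. Among the genes called against the no TIR1 control, 73.9% were higher, and after quantile normalization 63.4% were higher (1059 higher and 611 lower). After rescaling to equal totals, 73.6% were higher. Of the genes called against both controls, 625 had no overlap between their 5 experimental and 15 control values, 471 higher and 154 lower. For an unchanged gene, 1 of the 15504 choices of 5 libraries places all 5 above the others and 1 places them below. Among these, the largest fitted rise against the no TIR1 control was for *cpr-2* (WBGene00000782; chromosome V, 16532936 to 16534100), which increased from 77.9 ± 44.7 to 1580 ± 388 normalized counts (SD, n = 5), a log2 fold change of 4.5 (standard error 0.31, adjusted p = 4.02e-11 from limma). Its log2 fold change against the no auxin control was 5.45 (standard error 0.31, adjusted p = 1.10e-12), and for TIR1 alone it was −1.61 (adjusted p = 0.0114). The genes *oac-6* and *C14C6.2* had log2 fold changes of 4.29 (adjusted p = 6.45e-09) and 4.04 (adjusted p = 2.12e-11), and *C14C6.2* overlaps *sri-73* on the opposite strand. *K10D11.2* and *dod-23* had at most 3 reads in each library of both single-component controls. They were at least 16.8-fold and at least 6.72-fold higher than the no TIR1 control, and at least 13.9-fold and at least 5.55-fold higher than the no auxin control. The largest fall was for *D1086.9* (WBGene00008396; chromosome V, 14104270 to 14106330), which decreased from 303 ± 46 to 15.7 ± 8.33 normalized counts (SD, n = 5), a log2 fold change of −4.31 (standard error 0.32, adjusted p = 1.02e-10). The next were *clec-18* at −4.22, *F35E8.7* at −3.81, *scl-13* at −3.81 and *scl-12* at −3.44. Transcripts of oocytes were also higher in the experimental libraries. With the log2 of their summed count as a covariate, a setting chosen after the data were seen, 508 genes were called higher and 273 lower with either control. That fit can also remove effects of DAF-16 depletion, since the covariate overlaps with the conditions. The paper selects the genes that differ from either control as those affected by removal of DAF-16/FoxO from the intestine.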

We compared the genes identified in our transcriptomic analysis to another study that has profiled the transcriptomes of the dauer and predauer L2D stages (*50*). In the L2D stage, the animal is uncommitted to dauer formation and can resume reproductive growth if conditions become favorable (*51*). We found that genes that are up-regulated during dauer formation are significantly enriched among genes that are down-regulated after DAF-16/FoxO removal from the dauer intestine (152 of 272, *P* = 2.53 × 10^−69^) (Fig. 2H). Similarly, genes that are down-regulated during dauer formation are significantly enriched among genes that are up-regulated after the intestine-specific removal of DAF-16/FoxO (382 of 933, *P* = 5.46 × 10^−110^) (Fig. 2H), which suggests that depleting DAF-16/FoxO only from the intestine can reverse several of the gene expression changes associated with dauer formation.

The transcriptional targets of DAF-16/FoxO are classified into class I and class II, with class I targets being up-regulated by this transcription factor, and class II targets being down-regulated (*52*). We found that genes up-regulated after DAF-16/FoxO removal from the dauer intestine have a significant enrichment of class II DAF-16 targets (304 of 933, *P* = 4.53 × 10^−96^) (Fig. 2I). Similarly, genes that were down-regulated after DAF-16/FoxO removal from the dauer intestine have a significant enrichment of class I DAF-16 targets (114 of 272 = 8.86 × 10^−50^) (Fig. 2I), which demonstrates that a large proportion of the genes identified in our study are direct transcriptional targets of DAF-16/FoxO.

We performed pathway enrichment analysis on genes that are up-regulated after gut-specific DAF-16/FoxO removal in dauers and found that these genes are involved in several metabolic functions of the gut, such as synthesis and processing of fatty acids and vitamins, and function of organelles such as lysosomes and peroxisomes (fig. S3H). To identify if DAF-16/FoxO cooperates with other transcription factors in the gut to alter the expression of genes related to intestinal function, we scanned the upstream promoter regions of these genes for enrichment of any known transcription factor binding sites. Genes that are up-regulated after DAF-16/FoxO depletion from the dauer intestine show an enrichment for the binding sites of GATA and nuclear hormone receptor (NHR) family transcription factors in their upstream sequences (data S2). Because the GATA transcription factors ELT-2 and ELT-7 and several members of the NHR family of transcription factors are required for the expression of metabolism-related genes in intestinal epithelial cells (*53*–*56*), we speculated that DAF-16/FoxO shuts down several functional processes of the gut during acute nutritional deprivation by antagonizing the ability of these gut-specific transcription factors to activate specific target genes. To test this, we compared the genes that we identified to be affected by intestine-specific DAF-16/FoxO depletion with genes that are differentially expressed in animals that lack ELT-2 and ELT-7, GATA transcription factors that contribute to the differentiation program of the *C. elegans* intestine (Fig. 2J) (*53*). We found that ~30% of genes (273 of 933, *P* = 8.23 × 10^−136^) that are up-regulated after DAF-16/FoxO depletion from the dauer intestine are down-regulated in animals that lack both ELT-2 and ELT-7 (Fig. 2J), suggesting that DAF-16/FoxO induces global down-regulation of several intestinal differentiation genes by antagonizing the activity of gut-specific GATA transcription factors during acute starvation.

For genes that are down-regulated after DAF-16/FoxO depletion from the dauer intestine, their upstream sequences show the expected enrichment of the DAF-16 binding element (DBE) “GTAAACA,” which is similar to the binding sites of other forkhead box (FOX) family of transcription factors (data S2) (*52*, *57*). In addition, we see enrichment of “TGCACTT,” the binding site for DAF-12/VDR, which is an NHR family transcription factor that cooperates with DAF-16/FoxO to remodel tissues during dauer formation (data S2) (*40*, *58*). We also found enrichment of binding sites for GATA transcription factors in the upstream sequences of genes that are down-regulated after gut-specific DAF-16/FoxO depletion (data S2). 

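The stress response genes *mtl-1*, *ftn-1*, *gst-38*, *hsp-12.3* and *hsp-12.6* were each lower in the experimental condition than in both controls. Adjusted over the list alone, all 5 passed an adjusted p-value of 0.05 against each control, as they did over all genes tested, and the first is not independent evidence, since the paper named these genes from its calls on the same libraries. Adjusted over the list alone, *ftn-1* and *hsp-12.6* also passed for TIR1 alone (adjusted p = 0.0024 and 0.0122) and *mtl-1* for 5-Ph-IAA alone (adjusted p = 0.0191), and none of these passed over all genes tested. The normalized count of *mtl-1* (WBGene00003473; chromosome V, 6691371 to 6691863) was 2040 ± 190 (SD, n = 5), compared with 3970 ± 423 (SD, n = 5) in the no TIR1 control and 3080 ± 199 (SD, n = 5) in the no auxin control. Its log2 fold changes were −0.96 (standard error 0.07, adjusted p = 1.66e-10 from limma) and −0.59 (standard error 0.07, adjusted p = 7.62e-07). For *ftn-1* (WBGene00001500; chromosome V, 7546468 to 7547579) the normalized count was 206 ± 24.2 (SD, n = 5), compared with 380 ± 15.6 and 335 ± 29.8 (SD, n = 5). Its log2 fold changes were −0.88 (adjusted p = 1.05e-08) and −0.70 (adjusted p = 6.15e-07). Over the control libraries *ftn-1* fell as the summed oocyte markers rose, and this slope predicts a fall of 155 normalized counts (standard error 65.9) against the no TIR1 control, where the observed fall was 173. The experimental mean of these sums was 6160, while the control libraries reached at most 4270. Replicate 5 had the highest sum in both no auxin conditions. Its *ftn-1* was the lowest with neither component (368.3), and in the no auxin control (341.1) it lay between 298.9 and 368.5. The slope therefore does not settle whether adult animals account for the fall of *ftn-1*. For the other 4 genes the predicted share of the fall was −71.9% to 17.8%. The fall of *gst-38* (WBGene00001786; chromosome V, 15915162 to 15916070) was close to the 1.5-fold cutoff, with log2 fold changes of −0.61 (adjusted p = 1.91e-04) and −0.59 (adjusted p = 3.03e-04). The neighbouring genes *hsp-12.3* (WBGene00002012; chromosome IV, 9444791 to 9445507) and *hsp-12.6* (WBGene00002013; chromosome IV, 9446229 to 9447228) had log2 fold changes of −0.92 and −0.65 against the no TIR1 control (adjusted p = 1.33e-06 and 3.56e-04). For the no auxin control these were −0.82 and −0.81 (adjusted p = 8.20e-06 and 2.80e-05). With each library left out in turn, the log2 fold changes of these 5 genes against the no TIR1 control kept their direction and stayed past the adjusted p-value.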

A small but statistically significant proportion of these genes (25 of 272, *P* = 0.0045) are also down-regulated in animals that lack ELT-2 and ELT-7, and many of these genes (e.g., *mtl-1*, *ftn-1*, *gst-38*, *hsp-12.3* and *hsp-12.6*) are involved in responding to stressful conditions (Fig. 2J). This suggests that DAF-16/FoxO cooperates not only with another dauer-associated transcription factor DAF-12/VDR but possibly also with GATA transcription factors such as ELT-2 to up-regulate stress responsive genes in the intestine during acute nutritional deprivation, as previously shown in the context of life span regulation for some of the same genes (*mtl-1* and *hsp-12.6*) (*59*).

### DAF-16/FoxO shuts down the expression of the gut-derived insulin peptide INS-7 to silence foregut contractions during acute starvation

Because the primary goal of our transcriptomic analysis was to identify changes in expression of secreted factors from the gut that act via the DAF-2/InsR receptor in PENs, we focused on the expression change of insulin family of genes after intestine-specific DAF-16/FoxO removal during starvation. The *C. elegans* genome encodes 39 members of the insulin family of peptides that show a complex and dynamic pattern of expression (*41*, *60*–*62*). We found that the gut-specific removal of DAF-16/FoxO during acute starvation up-regulates transcript levels of *ins-7* and *ins-33* and down-regulates the transcript levels of *ins-1*, *ins-18*, and *ins-24* (Fig. 3A). 

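The normalized count of *ins-7* (WBGene00002090; chromosome IV, 9682011 to 9682845) was 9.35 ± 3.7 (SD, n = 5) in the experimental condition, compared with 2.76 ± 2.41 (SD, n = 5) in the no TIR1 control and 1.17 ± 1.98 (SD, n = 5) in the no auxin control. Its log2 fold changes were 1.62 (standard error 0.55, adjusted p = 0.0369 from limma) and 2.52 (standard error 0.55, adjusted p = 0.00142). These values rest on 1 to 20 reads per experimental library and 0 to 8 reads per library of these controls. The adjusted p against the no TIR1 control was 0.0607 with a pseudocount of 0.5 and 0.0669 with no filter on low values, with a range of 0.00333 to 0.0669 over its alternatives. It was 0.073 without replicate 1 and 0.126 without replicate 2 of the no TIR1 control. Without experimental replicate 1, 2, 3 or 4 it was 0.0787, 0.0808, 0.0701 or 0.075. The single read of *ins-7* in the shallow experimental replicate 5 corresponds to 2.9 normalized counts, and without this library the adjusted p was 0.0129. For *ins-33* (WBGene00002116; chromosome I, 13637845 to 13639311) the normalized count was 34.9 ± 16 (SD, n = 5), compared with 19.3 ± 7.31 and 15.1 ± 4.18 (SD, n = 5). Its change of 0.77 on the log2 scale against the no TIR1 control did not pass the adjusted p-value (standard error 0.31, adjusted p = 0.0887), and that of 1.07 against the no auxin control passed (standard error 0.31, adjusted p = 0.0162). The second of these had an adjusted p of 0.0581 without experimental replicate 1 and 0.0599 without experimental replicate 4, and the first had 0.0268 without experimental replicate 5 and 0.0462 without replicate 1 of the no TIR1 control.
The normalized count of *ins-1* (WBGene00002084; chromosome IV, 10436701 to 10438412) was 65.3 ± 15.7 (SD, n = 5), compared with 105 ± 8.32 in the no TIR1 control and 91.6 ± 9.83 in the no auxin control (SD, n = 5). Its log2 fold changes were −0.72 (standard error 0.15, adjusted p = 8.55e-04) and −0.52 (standard error 0.15, adjusted p = 0.0148), and the latter had an adjusted p of 0.0527 when only the compared conditions were fitted (range over its alternatives 0.00369 to 0.0527). Experimental replicate 5, with 13 reads of *ins-1*, was the lowest, and without it the log2 fold changes were −0.54 (adjusted p = 0.00108) and −0.34 (adjusted p = 0.04). Over the control libraries the slope of *ins-1* on the summed oocyte markers predicts a fall of 36.7 normalized counts (standard error 20.2) against the no TIR1 control, where the observed fall was 39.9. As for *ftn-1*, this slope is extended beyond the sums of the control libraries and does not settle whether adult animals account for the fall. The predicted share of the change was 31% for *ins-18* and 23% for *ins-7*. It was −127% for *ins-33*, −211% for *ins-24* and −253% for *ins-35*, where a negative share is a predicted change in the opposite direction. For *ins-18* (WBGene00002101; chromosome I, 8147427 to 8149651) the normalized count was 54.4 ± 15.1 (SD, n = 5), compared with 82.3 ± 1.88 and 70.1 ± 11 (SD, n = 5). The log2 fold change was −0.64 against the no TIR1 control (standard error 0.18, adjusted p = 0.00907) and −0.40 against the no auxin control, which did not pass the adjusted p-value (standard error 0.18, adjusted p = 0.119). Without experimental replicate 5, with 10 reads of *ins-18*, these were −0.44 (adjusted p = 0.0247) and −0.19 (adjusted p = 0.385). For *ins-24* (WBGene00002107; chromosome I, 14031147 to 14031667) the normalized count was 156 ± 14 (SD, n = 5), compared with 202 ± 13.8 and 166 ± 33.5 (SD, n = 5). A log2 fold change of −0.38 was found against the no TIR1 control (standard error 0.1, adjusted p = 0.00928). It was −0.07 against the no auxin control (standard error 0.1, adjusted p = 0.71), and 0.03 without replicate 5 of that control. The intestinal insulin *ins-35* had log2 fold changes of −0.23 (adjusted p = 0.365) and −0.48 (adjusted p = 0.0319). The latter rose past 0.05 in 6 of the fits that left out 1 library, with adjusted p-values of 0.0872, 0.0522 and 0.0603 without replicates 2, 4 and 5 of the no auxin control and of 0.0667, 0.0643 and 0.094 without experimental replicates 2, 3 and 5. With the log2 of the summed oocyte markers as a covariate, the log2 fold changes of *ins-1* were −0.27 and −0.12 and those of *ins-18* were −0.16 and 0.03, and those of *ins-7* were 2.04 and 2.9. This covariate overlaps with the conditions, and the median standard error grew 1.81-fold with it. The fit therefore cannot tell adult animals and depletion apart for *ins-1*, *ins-18* and *ins-7*. Adjusted over the list alone, 5 of these 6 genes passed 0.05 against each control, compared with 4 over all genes tested, and the first count is not independent evidence for the 5 genes that the study named from these libraries. It took *ins-35* from another dataset. The effect of 5-Ph-IAA differed with and without TIR1 for *ins-1* (interaction −0.83, adjusted p = 0.0101) and *ins-7* (interaction 2.86, adjusted p = 0.0152). The interaction did not pass for *ins-18* (−0.67, adjusted p = 0.0876), *ins-33* (1.04, adjusted p = 0.153), *ins-24* (−0.17, adjusted p = 0.564) or *ins-35* (−0.27, adjusted p = 0.534).

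**Figure D1:**
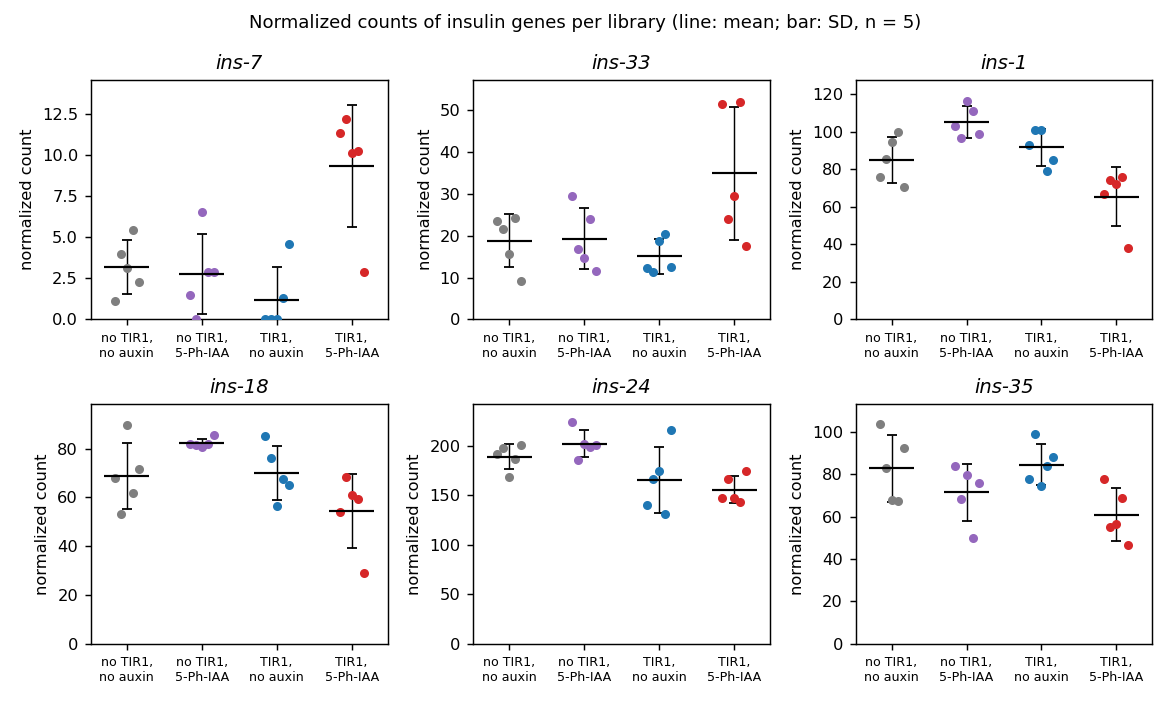
Normalized counts (linear axes from 0) of 6 insulin genes in each of the 20 libraries, by condition, with the mean as a horizontal line and the SD as a bar (n = 5). The experimental *ins-7* values are 2.9 in replicate 5 and 10.1 to 12.2 in the other 4 libraries, and the experimental *ins-1* values are 37.8 in replicate 5 and 66.7 to 75.8 in the other 4.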

Compared to the reported changes of insulin gene expression during dauer formation in the presence of DAF-16/FoxO (*50*), we found that they are affected in the opposite direction, i.e., *ins-1*, *ins-18*, and *ins-24* are up-regulated, while *ins-7* and *ins-33* are down-regulated in dauers vs predauer L2d (Fig. 3B), which demonstrates that the expression change of these insulins during acute starvation is mediated via DAF-16/FoxO activity in the intestine.

**Fig. 3.**
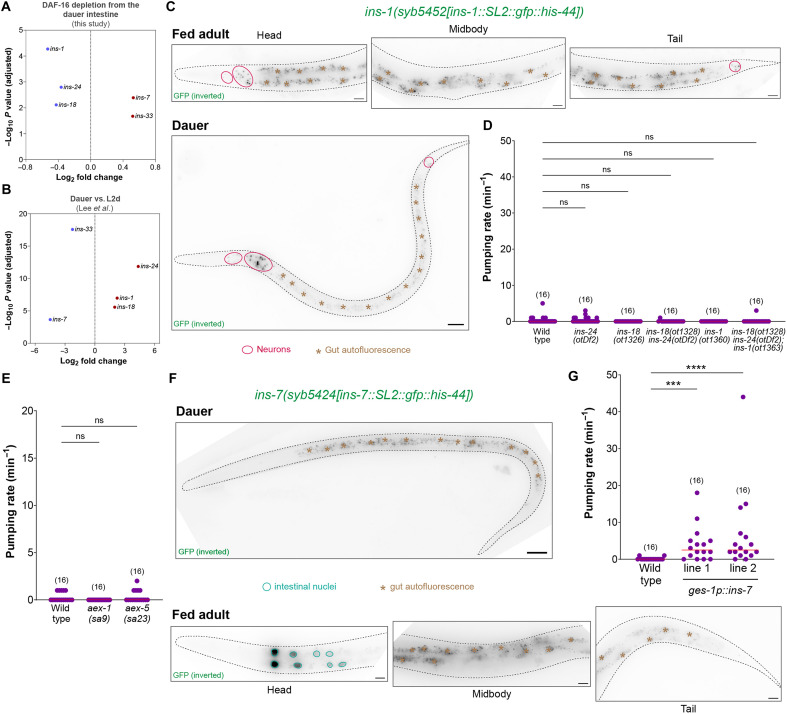
Reversing the intestinal DAF-16/FoxO–induced changes in the expression of insulin peptide genes mildly reverses the silenced state of the dauer pharynx. (**A**) Change in expression levels of insulin family genes that are differentially expressed after intestine-specific DAF-16 depletion in dauers. (**B**) Change in expression levels of insulin family genes shown in (A) from the previously reported dauer versus L2d dataset (*50*). (**C**) Expression of the endogenously tagged *ins-1* reporter allele *syb5452[ins-1::SL2::gfp::his-44]* in fed adult and starvation-induced dauer stage animals. (**D**) Pharyngeal pumping rate on food in starvation-induced dauer stage animals with single or combination of null mutations in *ins-1, ins-18*, and *ins-24* genes. (**E**) Pharyngeal pumping rate on food in starvation-induced dauer stage animals with defective neuropeptide secretion from the intestine, i.e., *aex-1(sa9)* and *aex-5(sa23)* mutants. (**F**) Expression of the endogenously tagged *ins-7* reporter allele *syb5424[ins-7::SL2::gfp::his-44]* in fed adult and starvation-induced dauer stage animals. (**G**) Pharyngeal pumping rate on food in starvation-induced dauer stage animals that constitutively express *ins-7* in the intestine (*otEx8240* and *otEx8241* lines). Horizontal line in the middle of data points represents median value of biological replicates in (D), (E), and (G). ***P < 0.001, ****P < 0.0001; ns, not significant. (D, E, and G) Dunn’s multiple comparison test after Kruskal-Wallis test. Scale bars, 20 μm (C and F).

Because members of the insulin peptide family can act as agonists or antagonists of DAF-2/InsR receptor to produce a combinatorial effect on insulin/IGF-1 signaling at the systemic level (*35*, *62*–*64*), there are two possible scenarios for how insulin peptides made in the gut can affect ENS output: (i) agonist insulins are released from the gut in favorable conditions that act on DAF-2/InsR in the PENs to prevent DAF-16/FoxO activation and generate normal feeding behavior in the presence of abundant food, and (ii) antagonist insulins are released from the gut in unfavorable conditions that inhibit DAF-2/InsR signaling in the PENs resulting in DAF-16/FoxO activation, which inhibits ENS output during periods of nutritional adversity (fig. S4A). DAF-16/FoxO activation in the intestine during starvation conditions is expected to shut down the expression of the agonist insulins and increase the expression of the antagonist insulins (fig. S4A). Because the expression of *ins-1*, *ins-18*, and *ins-24* are up-regulated by intestinal DAF-16 during acute starvation (Fig. 3, A and B), we speculated that active release of these insulins in the dauer stage might be required to completely silence foregut contractions. We generated CRISPR-based endogenous expression reporters for these three insulin genes, and unexpectedly, none of these are expressed in the intestine in well-fed or starved conditions (Fig. 3C and fig. S4, B and C). All of these insulins are expressed in head neurons, while *ins-1* and *ins-18* are also expressed in tail neurons (Fig. 3C and fig. S4, B and C), which suggests that intestinal DAF-16/FoxO activation in the gut epithelia non–cell autonomously increases the expression of *ins-1*, *ins-18*, and *ins-24* in the nervous system during acute starvation. We generated CRISPR-based null alleles for all of these insulin genes and found that the deletion of *ins-1*, *ins-18*, and *ins-24*, either individually or in combination, do not reverse the silenced state of the dauer pharynx (Fig. 3D), suggesting that up-regulation of these insulin peptides is not required to silence foregut contractions during acute starvation.

We found that a large number of noninsulin neuropeptide genes are transcriptionally down-regulated when DAF-16/FoxO is depleted from the dauer intestine (fig. S4D). This is consistent with a previous study that showed that the entire family of FMRFamide-like neuropeptide (*flp*) genes is transcriptionally up-regulated during dauer formation (*50*), which suggests that some of these neuropeptides might be involved in silencing ENS output during starvation. 

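Among the tested genes were 102 noninsulin neuropeptide genes, taken by the symbols *flp*, *nlp*, *pdf*, *snet* and *ntc*. Against the no TIR1 control, 86 of them were lower in the experimental condition, 36 were lower at an adjusted p-value under 0.05 over all genes tested and 3 were higher. Adjusted over the list alone, 39 were lower and 3 higher. Against the no auxin control, 78 were lower, 24 of them past the adjusted p-value, and 2 were higher past it, while the counts adjusted over the list alone were 27 and 2. Across both controls, 19 genes were lower and 2 higher past the adjusted p-value. The changes were small. The median log2 fold changes of the 102 genes were −0.21 and −0.16, and none of the genes against the no TIR1 control and 1 against the no auxin control was called lower with both the 1.5-fold cutoff and the adjusted p-value. The falls of *flp-23* and *nlp-63*, which have few reads and are named after their values were seen, exceeded 1.5-fold against the no TIR1 control (log2 fold changes −1.15 and −1.05) without passing the adjusted p-value (0.159 and 0.209). A stricter adjusted p-value of 0.01 left 25 neuropeptide genes, insulins included, against the no TIR1 control in place of 43, and 18 in place of 31 against the no auxin control. The summed oocyte markers as a covariate, chosen after the data were seen, left far fewer than this against either control. This covariate overlaps with the conditions. Of the 31 *flp* genes, 29 were lower than in the no TIR1 control (median log2 fold change −0.27) and 30 lower than in the no auxin control (median −0.23). As a set they shifted down by limma's camera test at the preset correlation of 0.01 between genes (adjusted p = 6.87e-10 and 3.80e-08). Both calls held under fry. With the estimated correlation of 0.109 they held more weakly (camera, adjusted p = 0.0157 and 0.0189). The 67 *nlp* genes also shifted down (median −0.19, adjusted p = 2.49e-04, and median −0.12, adjusted p = 0.0379). The calls for the *nlp* set held under fry and not with an estimated correlation (adjusted p = 0.104 and 0.286). With the oocyte markers as a covariate, the call of this set against the no auxin control was lost. Against the no auxin control, the adjusted p of the *nlp* set was 0.0711, 0.0537 and 0.0999 without replicates 2, 3 and 5 of that control, and 0.0577 and 0.104 without experimental replicates 1 and 4. Camera did not call the set of 28 *ins* genes (adjusted p = 0.129 and 0.653), while fry called it lower against the no TIR1 control (adjusted p = 0.00616) and not against the no auxin control (adjusted p = 0.488). The *flp* and *nlp* medians kept their direction after quantile normalization and after rescaling to equal totals.
Of the genes labelled as lower in fig. S4D, *nlp-11* (WBGene00003749; chromosome II, 9689664 to 9691939) had the smallest adjusted p against the no TIR1 control. Its normalized count was 544 ± 26.4 (SD, n = 5) in the experimental condition and 701 ± 43 (SD, n = 5) in that control, a log2 fold change of −0.37 (standard error 0.05, adjusted p = 3.42e-06 from limma). For *flp-18* (WBGene00001461; chromosome X, 3012182 to 3018555) it was 609 ± 61 compared with 799 ± 35.1 (SD, n = 5), a log2 fold change of −0.40 (standard error 0.06, adjusted p = 9.08e-06). These genes had, against the no auxin control, log2 fold changes of −0.25 (adjusted p = 4.34e-04) and −0.33 (adjusted p = 1.04e-04). All 32 genes labelled as lower were lower against both controls, 31 of them past the adjusted p-value against the no TIR1 control and 17 against the no auxin control. Several of them, among them *flp-1*, *flp-3*, *flp-28* and *nlp-2*, lie within or across a gene on the opposite strand. Of the 5 labelled as higher, all were higher against both controls, 4 past the adjusted p-value in each. Genes of the synaptic machinery, which are expressed across the nervous system, were also lower, with a median log2 fold change of −0.12 over 12 genes against the no TIR1 control.

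**Figure D2:**
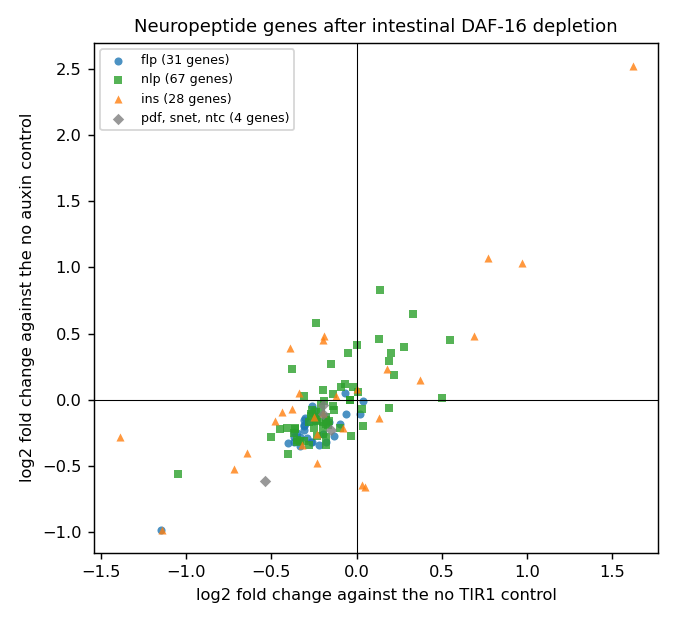
Log2 fold changes of 130 neuropeptide genes in the experimental condition, against the no TIR1 control on the horizontal axis and against the no auxin control on the vertical axis, with 1 symbol per gene and family. Most of the 31 *flp* genes lie below 0 on both axes, and the highest symbol is *ins-7*, at 1.62 and 2.52.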

We tested whether blocking pathways related to neuropeptide processing or release affects the silenced state of the dauer pharynx. We found that disruption of *unc-31/CAPS*, a calcium-dependent activator protein required for the release of neuropeptides in dense-core vesicles (*65*, *66*), *sbt-1/SCG5*, a chaperone for proprotein convertases that cleave propeptides (*67*), or *trap-1/SSR1*, an ER membrane protein required for biogenesis of antagonistic insulin peptides (*68*), did not induce foregut contractions in dauer stage animals (fig. S4E). Because *unc-31/CAPS*, *sbt-1/SCG5*, and *trap-1/SSR1* are involved in the processing and release of neuropeptides from the nervous system but the signal that silences ENS output is regulated by DAF-16/FoxO in the gut, we also manipulated the genes that are involved in secretion of neuropeptides from the intestinal epithelial cells. Disrupting the functions of *aex-1/UNC13D* or *aex-5/PCSK5*, constituents of the neuropeptide secretion machinery of the gut (*21*, *69*), did not generate contractions in the silenced dauer pharynx (Fig. 3E), which indicates that active secretion of neuropeptides from the gut epithelial cells is likely not required to silence PEN activity during acute starvation.

Next, we focused on *ins-7* and *ins-33*, insulin genes that are down-regulated by intestinal DAF-16/FoxO in dauer stage animals (Fig. 3, A and B). We generated CRISPR-based endogenous expression reporters for both these genes and found that *ins-7* is only expressed in the anterior region of the midgut of well-fed adults, while *ins-33* is expressed in hypodermal cells, but not in the gut (Fig. 3F and fig. S4F). During acute starvation, the expression of both *ins-7* and *ins-33* are reduced in the respective tissues (Fig. 3F and fig. S4F). We found that constitutive expression of *ins-7* from gut epithelia produces a mild but significant reversal of the silenced dauer pharynx, while the constitutive expression of *ins-33* produces no effect (Fig. 3G and fig. S4G). This indicates that release of the INS-7 peptide from gut epithelia can induce foregut contractions in starvation conditions that completely silence ENS output. The role of INS-7 in regulating foregut contractions in nutrient replete conditions is described in a subsequent section.

### DAF-16/FoxO shuts down the neuropeptide secretion machinery of the gut during acute starvation

In addition to altering the expression of neuropeptides, we found that the depletion of DAF-16/FoxO from the dauer intestine also up-regulates the expression of several genes that encode for components of the neuropeptide secretion machinery of the gut (Fig. 4A). Among these genes, the strongest up-regulation is observed for *aex-1/UNC13D*, a SNARE regulator (*21*, *69*), while modest up-regulation is found for *aex-4/SNAP25*, a t-SNARE protein (*21*), and *aex-5/PCSK5*, a proprotein convertase (Fig. 4A) (*21*, *69*). All of these *aex* genes are significantly down-regulated during dauer formation (Fig. 4B) (*50*). 

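Of the secretion genes *aex-1*, *aex-4*, *aex-5* and *nlp-40*, the last of which encodes a neuropeptide, 4 were higher past an adjusted p-value of 0.05 against the no TIR1 control and 3 against the no auxin control, both adjusted over the list alone and over all genes tested. The study named the *aex* genes from the same libraries, so for them the counts adjusted over the list alone are not independent evidence. For TIR1 alone, *aex-5* and *nlp-40* passed over the list alone (both adjusted p = 0.00343), with log2 fold changes of 0.35 and −0.19, and not over all genes tested (adjusted p = 0.114 and 0.0927). The no TIR1 control differs from the experimental condition in strain, and the rise of *aex-5* against it, 0.30, was no larger than this strain difference. The normalized count of *nlp-40* (WBGene00022276; chromosome I, 11495 to 16837) was 868 ± 44.9 (SD, n = 5) in the experimental condition, compared with 755 ± 40.1 in the no TIR1 control and 679 ± 39.3 in the no auxin control (SD, n = 5). These are log2 fold changes of 0.20 (standard error 0.05, adjusted p = 0.00562 from limma) and 0.35 (standard error 0.05, adjusted p = 1.20e-05), both under the 1.5-fold cutoff. The effect of 5-Ph-IAA on *nlp-40* differed with and without TIR1 (interaction 0.39, adjusted p = 5.03e-04).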

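The normalized count of *aex-1* (WBGene00000084; chromosome I, 7602307 to 7608245) was 128 ± 20.4 (SD, n = 5) in the experimental condition, compared with 32 ± 4.91 in the no TIR1 control and 40 ± 13.7 in the no auxin control (SD, n = 5). Its log2 fold changes were 1.97 (standard error 0.19, adjusted p = 1.03e-08 from limma) and 1.71 (standard error 0.19, adjusted p = 1.24e-07), and the experimental values did not overlap those of the 15 control libraries. With each library left out in turn, these log2 fold changes stayed between 1.9 and 2.06 and between 1.53 and 1.87. For *aex-4* (WBGene00006454; chromosome X, 3729281 to 3731961) the normalized count was 21.2 ± 7.2, compared with 8.66 ± 3.5 and 5.12 ± 2.25 (SD, n = 5), from 4 to 44 reads per experimental library. The log2 fold changes of *aex-4* were 1.22 (standard error 0.33, adjusted p = 0.00824) and 1.88 (standard error 0.33, adjusted p = 1.26e-04). The end of *aex-4* overlaps *tag-18* on the opposite strand. On this scale the rise of *aex-4* against the no auxin control was as large as that of *aex-1*. For *aex-5* (WBGene00000088; chromosome I, 14850052 to 14855827), which overlaps *maph-1.1* and *str-245* on the opposite strand, the normalized count was 160 ± 19, compared with 130 ± 15 and 149 ± 13.8 (SD, n = 5). The log2 fold change was 0.30 against the no TIR1 control (standard error 0.1, adjusted p = 0.0328), and this adjusted p lay between 0.00623 and 0.0919 over its alternatives. It was 0.0637, 0.0826 and 0.0973 without replicates 1, 3 and 4 of the no TIR1 control, and 0.112 and 0.0531 without experimental replicates 3 and 4. Against the no auxin control it was 0.10, within the replicate error (standard error 0.1, adjusted p = 0.538). With the log2 of the summed oocyte markers as a covariate, which overlaps with the conditions, the log2 fold changes of *aex-4* were 0.98 and 1.67. The effect of 5-Ph-IAA differed with and without TIR1 for *aex-1* (interaction 2.17, adjusted p = 1.45e-06) and *aex-4* (interaction 1.6, adjusted p = 0.0239), and not detectably for *aex-5* (interaction −0.05, adjusted p = 0.892).

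**Figure D3:**
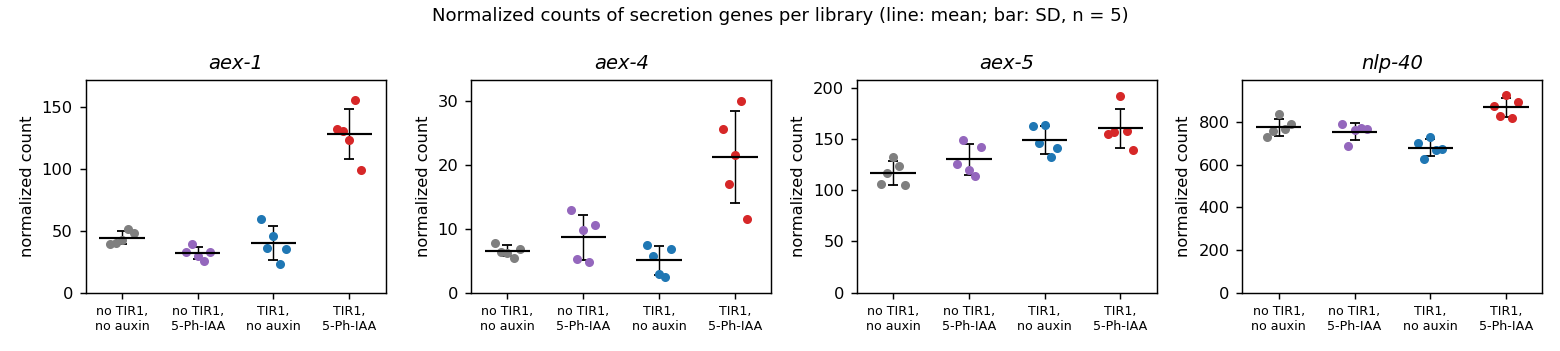
Normalized counts (linear axes from 0) of *aex-1*, *aex-4*, *aex-5* and *nlp-40* in each of the 20 libraries, by condition, with the mean as a horizontal line and the SD as a bar (n = 5). The mean of *aex-1* is 128 in the experimental condition and 32 to 44.4 in the control conditions.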

We generated CRISPR-based endogenous reporters for these *aex* genes to profile their expression pattern in well-fed adults, starvation-induced dauers, and during the L3 larval stage, which is the developmental equivalent of the dauer stage in the reproductive phase of growth. For *aex-1/UNC13D*, we observe strong expression in all intestinal epithelial cells in adults and L3 larvae grown in nutrient replete conditions (Fig. 4C). In well-fed adults, we also observe *aex-1/UNC13D* expression in uterine cells and dim expression in the hypodermis (Fig. 4C). In dauers, we observe a strong reduction in *aex-1/UNC13D* expression in the intestinal epithelium (Fig. 4, C and D). For both *aex-4/SNAP25* and *aex-5/PCSK5*, we observe strong expression in the epithelial cells of the midgut during adulthood and L3 larval stage (Fig. 4E and fig. S5A). In well-fed adults, *aex-4/SNAP25* is also expressed in uterine cells, while *aex-5/PCSK5* is also expressed in the body wall muscles of animals (Fig. 4E and fig. S5A). In the dauer stage, both *aex-4/SNAP25* and *aex-5/PCSK5* undergo a strong reduction in expression in the intestinal epithelial cells (Fig. 4, E and F, and fig. S5, A and B). To determine whether the reduction in expression of *aex* genes during starvation is mediated by DAF-16/FoxO, we quantified the expression of these genes in a *daf-16* null background in both fed and starved conditions. We found that the expression of neuropeptide secretion machinery genes *aex-1* and *aex-4* and the gut-derived insulin peptide *ins-7* is strongly down-regulated in midgut epithelial cells when adult animals were subjected to prolonged starvation, and this reduction in expression was suppressed in the absence of DAF-16/FoxO (Fig. 4, G and H, and fig. S5C). In summary, acute starvation strongly down-regulates the expression of components of the intestinal neuropeptide secretion machinery in a DAF-16/FoxO–dependent manner.

**Fig. 4.**
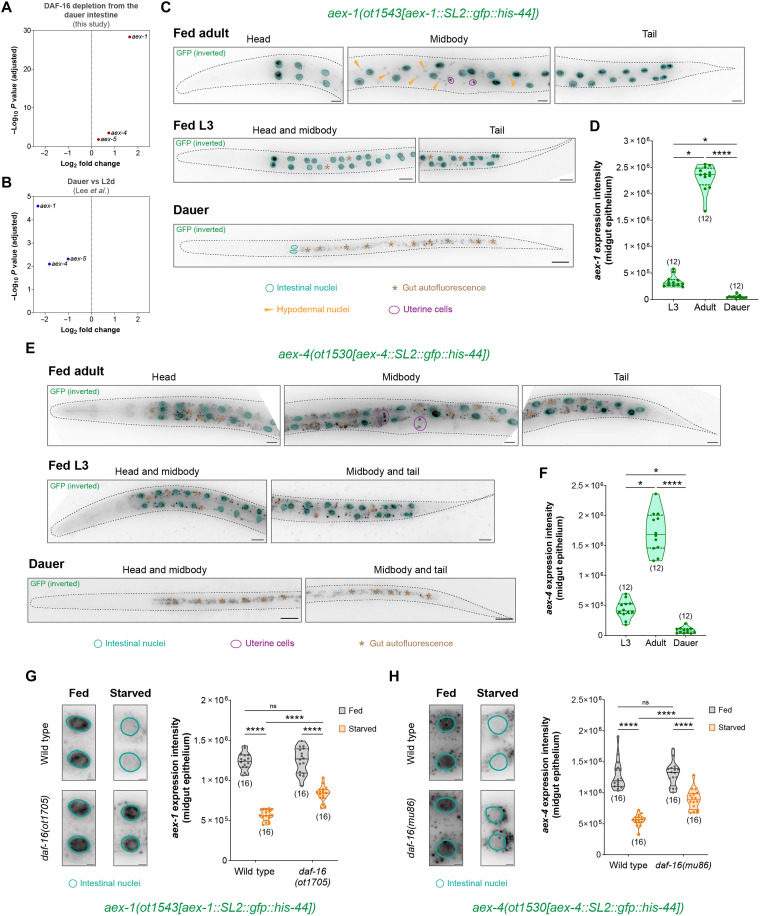
DAF-16/FoxO shuts down the intestinal neuropeptide secretion machinery genes during prolonged starvation. (**A**) Change in expression levels of *aex-1*, *aex-4*, and *aex-5* genes after intestine-specific DAF-16 depletion in dauers. (**B**) Change in expression levels of *aex-1*, *aex-4*, and *aex-5* genes from the previously reported dauer versus L2d dataset (*50*). (**C** and **D**) Expression of the endogenously tagged *aex-1* reporter allele *aex-1(ot1543[aex-1::SL2::gfp::his-44])* in fed adult and L3 larva and in starvation-induced dauer stage animals. Quantification of *aex-1* expression in midgut epithelial cells is shown in (D). (**E** and **F**) Expression of the endogenously tagged *aex-4* reporter allele *aex-4(ot1530[aex-4::SL2::gfp::his-44])* in fed adult and L3 larva and in starvation-induced dauer stage animals. Quantification of *aex-4* expression in midgut epithelial cells is shown in (F). (**G**) Expression of the endogenously tagged *aex-1* reporter allele *aex-1(ot1543[aex-1::SL2::gfp::his-44])* in the midgut epithelial cells of fed versus starved (24 hours) adults. (**H**) Expression of the endogenously tagged *aex-4* reporter allele *aex-4(ot1530[aex-4::SL2::gfp::his-44])* in the midgut epithelial cells of fed versus starved (24 hours) adults. Horizontal line in the middle of data points and additional horizontal lines represent median of biological replicates and 25th and 75th percentiles, respectively, in (D) and (F) to (H). *P < 0.05, ****P < 0.0001; ns, not significant. (D and F) Dunn’s multiple comparison test after Kruskal-Wallis test. (G and H) Sidak’s multiple comparisons test after two-way ANOVA. Scale bars, 20 μm (C and E) and 5 μm (G and H).

From existing chromatin immunoprecipitation sequencing (ChIP-seq) datasets, we found that the upstream genomic regions of *aex-1/4/5* genes contain DAF-16/FoxO binding peaks (fig. S6, A to C). These regions also contain binding peaks for ELT-2, a GATA transcription factor that is the master regulator of intestinal differentiation (fig. S6, A to C) (*54*). This suggests that ELT-2 might be required for the expression of *aex-1/4/5* genes for normal secretory functions of the intestinal epithelia in favorable conditions, while DAF-16/FoxO activation antagonizes the activity of this gut-specific GATA transcription factor to silence the expression of *aex-1/4/5* genes during nutritional adversity.

Because multiple components of the neuropeptide secretion machinery of the intestine are transcriptionally silenced during starvation, we generated a secretion reporter to directly test whether the release of neuropeptides from gut epithelia is hindered in adverse conditions. We generated a transgene with the insulin peptide INS-1 translationally fused to a TagRFP fluorescent protein and expressed it specifically in intestinal epithelial cells (Fig. 5A). From the same construct, a GFP-tagged histone H2B protein is synthesized after an SL2 trans-splicing event, which reports whether transcription of the transgene is affected in any condition (Fig. 5A). In well-fed adults and L3 larvae, the INS-1::TagRFP peptide is synthesized only in gut epithelia, but most of this protein is secreted from the basolateral side of these cells, and the tagged INS-1 peptide accumulates in the coelomocytes, macrophage-like scavenger cells in the body coelom (Fig. 5A). In the dauer diapause stage, we observe that instead of being released from the basolateral side of gut epithelia, the INS-1::TagRFP peptide is now released into the lumen of the gut from the apical side of intestinal cells (Fig. 5, A and B), a phenomenon that has been reported previously, but whose physiological relevance was unknown (*70*). In addition, we observe strong accumulation of the tagged INS-1 peptide in the cytoplasm of gut epithelial cells in dauers (Fig. 5, A and B), suggesting that the secretion of this neuropeptide is severely reduced during acute starvation conditions. We tested whether this neuropeptide secretion block in the dauer intestine is a direct consequence of DAF-16/FoxO activation. After gut-specific depletion of DAF-16/FoxO in dauers, we observe a robust increase in the secretion of INS-1::TagRFP from the basolateral side of intestinal cells with reliably stronger accumulation in the coelomocytes of the animal (Fig. 5, C and D). These findings suggest that DAF-16/FoxO cell autonomously silences the secretion of neuropeptides from the intestine into the body coelom during acute starvation.

**Fig. 5.**
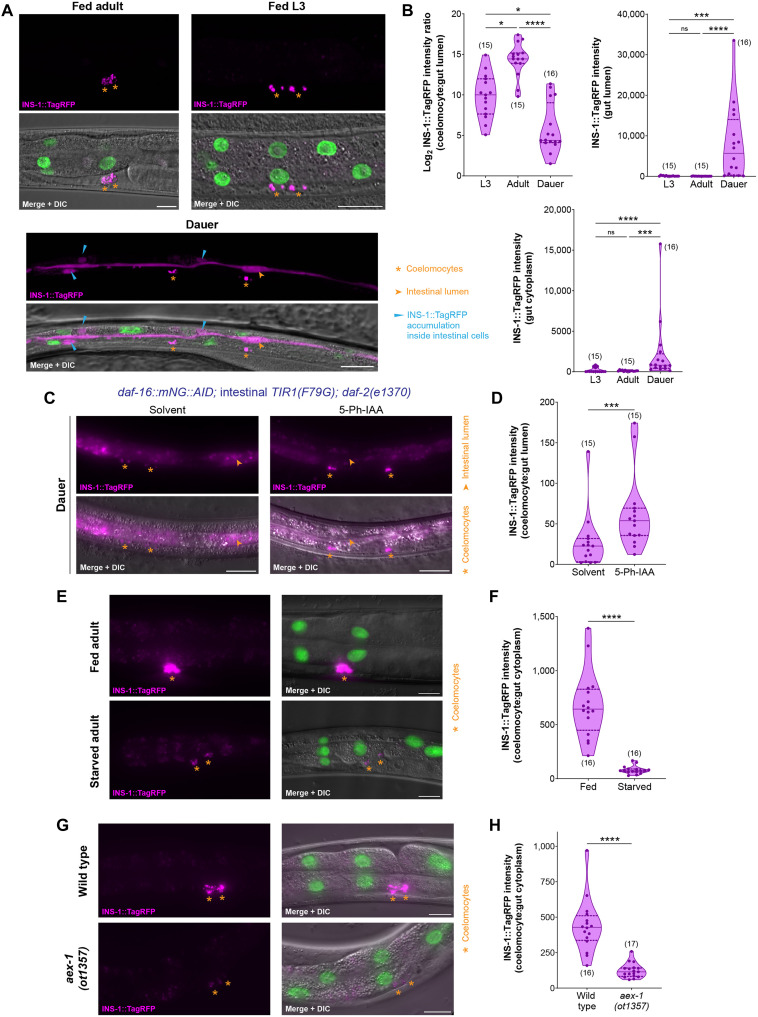
DAF-16/FoxO shuts down the release of insulin peptides from the midgut epithelium during prolonged starvation. (**A** and **B**) Secretion of INS-1::TagRFP from the intestine into coelomocytes in fed adult and L3 larva and in starvation-induced dauer stage animals expressing *otEx8059[ges-1p::ins-1::tagRFP::SL2::gfp::his-44]*. Quantification of INS-1::TagRFP intensity in gut lumen and gut cytoplasm and the ratio of INS-1::TagRFP intensity in coelomocytes: Gut cytoplasm is shown in (B). (**C** and **D**) Secretion of INS-1::TagRFP from the intestine into coelomocytes in *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]; daf-2(e1370); otEx8220[ges-1p::ins-1::tagRFP]* dauer stage animals after intestine-specific DAF-16 depletion. Animals were treated with either solvent (ethanol) or 100 μM 5-Ph-IAA. Ratio of INS-1::TagRFP intensity in coelomocytes: Gut lumen is shown in (D). (**E** and **F**) Secretion of INS-1::TagRFP from the intestine into coelomocytes in fed versus starved (24 hours) adults expressing *otIs904[ges-1p::ins-1::tagRFP::SL2::gfp::his-44]*. Ratio of INS-1::TagRFP intensity in coelomocytes: Gut cytoplasm is shown in (F). (**G** and **H**) Secretion of INS-1::TagRFP from the intestine into coelomocytes in fed wild-type or *aex-1(ot1357)* adults expressing *otIs904[ges-1p::ins-1::tagRFP::SL2::gfp::his-44]*. Ratio of INS-1::TagRFP intensity in coelomocytes: Gut cytoplasm is shown in (H). Horizontal line in the middle of data points and additional horizontal lines represent median of biological replicates and 25th and 75th percentiles, respectively in (B), (D), (F), and (H). *P < 0.05, ***P < 0.001, ****P < 0.0001; ns, not significant. (B) Dunn’s multiple comparison test after Kruskal-Wallis test. (D, F, and H) Mann-Whitney test. Scale bars, 20 μm (A, C, E, and G).

Next, we tested whether neuropeptide secretion from gut epithelial cells is blocked only during the dauer diapause state or also when adult animals are subjected to acute starvation. We found that extended food deprivation in adults strongly reduces the basolateral secretion of the tagged INS-1 peptide from the gut, which is apparent from a much reduced INS-1::TagRFP accumulation in the coelomocytes (Fig. 5, E and F). The lower insulin signal in the coelomocytes of starved adults is not due to reduced expression of this construct in the gut because the intensity of GFP-tagged H2B in the intestinal nuclei remains unchanged during starvation (fig. S7A). Since *aex-1/UNC13D* shows a strong DAF-16/FoxO–induced silencing during prolonged starvation (Fig. 4G), which is associated with a neuropeptide secretion block from the intestine (Fig. 5, E and F), we asked whether *aex-1/UNC13D* depletion also inhibits neuropeptide release from the gut of adults. We generated a CRISPR-based deletion of the entire *aex-1/UNC13D* protein coding region and found much reduced secretion of the tagged INS-1 peptide from the intestinal epithelial cells into the coelomocytes in *aex-1/UNC13D* null animals even in nutrient rich conditions (Fig. 5, G and H). These results collectively demonstrate a role of *aex-1/UNC13D* in neuropeptide release from gut epithelia in well-fed conditions, and DAF-16/FoxO–mediated silencing of *aex-1/UNC13D* strongly reduces the secretion of neuropeptides from the gut during acute starvation conditions.

### Active secretion of INS-7 and INS-35 from gut epithelia is essential for normal foregut contractility in favorable conditions

Because starvation-induced DAF-16/FoxO activity in the gut reduces intestinal neuropeptide secretion and the output from PENs in terms of foregut contractions, we speculated that active neuropeptide release from the gut is required to generate normal feeding behavior in favorable conditions. We found that animals with previously described loss-of-function mutations in the intestinal secretion machinery genes (*21*, *69*), *aex-1/UNC13D* and *aex-5/PCSK5*, have a significantly reduced rate of foregut contractions compared to wild type even in nutrient replete conditions (Fig. 6A). This phenotype was also observed in animals with the CRISPR-generated null allele of *aex-1/UNC13D* (Fig. 6B). Because *aex-1/UNC13D* and *aex-5/PCSK5* mutants were initially identified in a genetic screen for animals with defective defecation behavior (*23*), it can be postulated that these animals are feeding less because of their lower rate of expulsion from the hindgut. Although previous studies have observed no correlation between the rates of foregut and hindgut contractions (*71*), we tested whether a defecation defective strain that does not affect neuropeptide secretion from the midgut can affect the rate of feeding. For this assay, we used a loss-of-function allele of *nlp-40*, a neuropeptide that is rhythmically released from the intestinal epithelia to activate the HENs and initiate expulsion of gut contents (*20*). Unlike the *aex-1/UNC13D* null mutant, the depletion of *nlp-40* does not affect the release of other neuropeptides from the intestinal cells, although both of these strains have similarly strong defects in expulsion behavior (fig. S7, B and C). We found that animals lacking NLP-40 show the same frequency of foregut contractions as wild-type animals (fig. S7D), indicating that inhibiting defecation behavior without disrupting the neuropeptide secretion machinery of the gut does not affect the output from PENs.

**Fig. 6.**
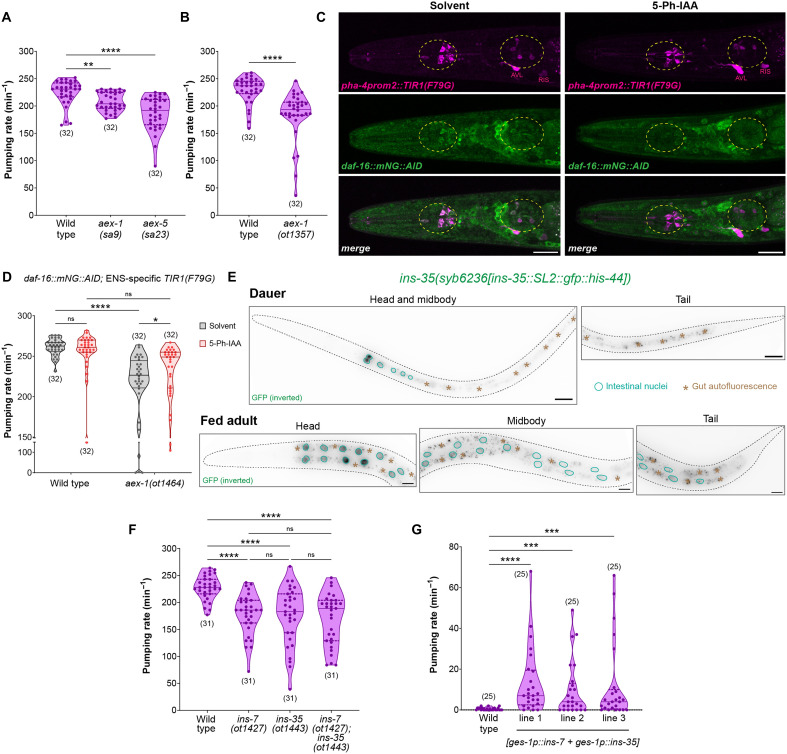
Active intestinal secretion of INS-7 and INS-35 is essential for normal pharyngeal pumping behavior in favorable conditions. (**A**) Pharyngeal pumping rate on food in fed wild-type, *aex-1(sa9)*, and *aex-5(sa23)* adults. (**B**) Pharyngeal pumping rate on food in fed wild-type and *aex-1(ot1357)* adults. (**C**) DAF-16 depletion from enteric neurons of the foregut in *daf-16(ot853); otIs908[pha-4prom2::TIR1(F79G)]* adults. Animals were treated with either solvent (ethanol) or 100 μM 5-Ph-IAA. The anterior and posterior bulbs of the pharynx are shown. Nonpharyngeal neurons where *otIs908* is expressed are labeled. (**D**) Pharyngeal pumping rate on food after DAF-16 depletion from enteric neurons of the foregut in fed *daf-16(ot853); otIs908[pha-4prom2::TIR1(F79G)]* adults in wild-type or *aex-1(ot1464)* background. Animals were treated with either solvent (ethanol) or 100 μM 5-Ph-IAA. (**E**) Expression of the endogenously tagged *ins-35* reporter allele *syb6236[ins-35::SL2::gfp::his-44]* in fed adult and starvation-induced dauer stage animals. (**F**) Pharyngeal pumping rate on food in fed wild-type, *ins-7(ot1427)*, *ins-35(ot1443)*, and *ins-7(ot1427); ins-35(ot1443)* adults. (**G**) Pharyngeal pumping rate on food in starvation-induced dauer stage animals that constitutively coexpress *ins-7* and *ins-35* in the intestine (*otEx8222*, *otEx8223*, and *otEx8224*). Horizontal line in the middle of data points and additional horizontal lines represent median of biological replicates and 25th and 75th percentiles, respectively in (A), (B), (D), (F), and (G). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; ns, not significant. (A, F and G) Dunn’s multiple comparison test after Kruskal-Wallis test. (B) Mann-Whitney test. (D) Sidak’s multiple comparisons test after two-way ANOVA. Scale bars, 20 μm (C and E).

Because the intestine-to-pharynx interorgan signal is likely an insulin peptide that acts via the DAF-2/InsR receptor to maintain DAF-16/FoxO in an inactive state in PENs to generate normal foregut contractions in nutrient-rich conditions (Fig. 2A), we hypothesized that removing DAF-16/FoxO specifically from the ENS should reverse the reduced feeding rate in animals that have defective neuropeptide secretion from the midgut. To experimentally test this hypothesis, we expressed *TIR1(F79G)* specifically in the ENS of an animal that has its endogenous *daf-16/FoxO* locus tagged with AID* (Fig. 6C). In the presence of the auxin ligand, AID*-tagged endogenous DAF-16/FoxO protein is specifically depleted from the ENS of the animal (Fig. 6C). We found that ENS-specific DAF-16/FoxO depletion does not affect the rate of feeding in wild-type animals, but it significantly increases the rate of foregut contractions in the intestinal neuropeptide secretion defective *aex-1/UNC13D* null animals (Fig. 6D). After depleting DAF-16/FoxO specifically from the ENS of *aex-1/UNC13D* null animals, their feeding rates become similar to that of wild-type animals grown in the abundance of food (Fig. 6D). This increase in the rate of foregut contractions is not observed in *aex-1/UNC13D* null animals that are treated with the same dose of auxin in the absence of TIR1(F79G) (fig. S7E), ruling out the possibility that suppression of this phenotype is due to treatment with the synthetic auxin ligand. This suggests that a feeding defect due to the absence of neuropeptide secretion from midgut epithelial cells can be completely suppressed by the removal of a transcription factor from the PENs, indicating the presence of a midgut-to-ENS communication that is modulated during nutritional adversity.

To identify the molecular nature of the interorgan signal from the gut, we interrogated a recent single-cell RNA sequencing (RNA-seq) dataset that captured gene expression from all major cell types in *C. elegans* (*72*). We found that only two insulin genes, *ins-7* and *ins-35*, are specifically enriched in the intestinal cluster (fig. S8A). We confirmed using a CRISPR-based endogenous expression reporter that *ins-7* is only expressed in the anterior region of the midgut of well-fed adults, and its expression is strongly reduced during acute starvation (Fig. 3F). We also generated a CRISPR-based reporter for *ins-35* and found that this insulin peptide is only expressed in all of the midgut epithelial cells of the animal in well-fed conditions and in no other tissue type (Fig. 6E). In the dauer diapause stage, *ins-35* expression is restricted to the anterior cells of intestinal epithelia (Fig. 6E), but at the functional level, INS-35 secretion from the basolateral side will be much reduced due to the neuropeptide secretion block in acute starvation conditions (Fig. 5, A and B).

To determine whether these intestinally produced insulin peptides constitute the gut-to-pharynx interorgan signal, we measured the rate of feeding in animals with loss-of-function mutations in the *ins-7* and *ins-35* genes. We found that the rate of foregut contractions in the abundance of food was significantly lower in both the *ins-7* and *ins-35* mutant strains in comparison to wild-type animals (fig. S8, B and C). However, because the *ins-7* loss-of-function allele *ok1573* also removes a part of the neighboring gene *htas-1*, and the *ins-35* loss-of-function allele *ok3297* only removes the last exon of *ins-35*, we generated CRISPR-based null alleles for both *ins-7* and *ins-35* by precisely deleting the entire coding region of these insulin peptide genes. We found that the rate of foregut contractions in nutrient replete conditions is significantly reduced in animals with a full locus deletion of either *ins-7* or *ins-*35 (Fig. 6F). If both these insulin peptides are removed simultaneously, then we do not observe an additive effect (Fig. 6F). These results indicate that INS-7 and INS-35 released from the gut epithelial cells are required for normal feeding behavior in favorable conditions.

We found that similar to *ins-7* (Fig. 3G), the constitutive expression of *ins-35* in midgut epithelial cells results in a mild but significant reversal of the silenced state of the dauer pharynx (fig. S8D). However, the constitutive expression of *ins-7* and *ins-35* simultaneously in the intestine of dauers generates a much stronger output from the PENs, and we observe higher than 20 contractions per minute in the top quartile of these animals, which are still arrested in the dauer diapause stage (Fig. 6G). Because the feeding behavior was recorded 5 min after these dauer stage animals were transferred to food, it could be argued that ectopic expression of *ins-7* and *ins-35* triggers a faster exit from the dauer stage when these animals encounter food. We consider this unlikely because: (i) these insulin peptides do not affect the dauer exit process (*63*), and (ii) molecular and behavioral changes associated with dauer exit are observed at least an hour after the dauer stage animals encounter food (*73*, *74*). To rule out the possibility of a faster dauer exit in animals coexpressing *ins-7* and *ins-35* from the gut, we measured their feeding behavior in the *daf-7(e1372)* dauer-constitutive genetic background. In the presence of the *daf-7(e1372)* mutation, animals constitutively arrest in the dauer stage at 25°C independent of the presence of food (*75*). We found that in *daf-7(e1372)* dauers, the constitutive coexpression of *ins-7* and *ins-35* from the intestine is sufficient to induce rapid foregut contractions (fig. S8E). These findings indicate that the gut-derived insulin peptides, INS-7 and INS-35, not only are required for normal feeding behavior in favorable environments but also are sufficient to induce foregut contractions in harsh environmental conditions that completely silence output from the PENs.

### The serotonergic NSM neurons sense insulin signals from the gut to generate normal feeding behavior

We sought to identify the site of action of the gut-derived insulin peptides in the pharyngeal ENS. Previous studies have found that the bilaterally symmetric MC neuron pair is the pacemaker of the pharynx because their ablation strongly reduces the rate of foregut contractions (*24*, *26*). To test whether pacemaker activity of the MC neurons requires active DAF-2/InsR signaling, we generated a strain that expresses DAF-2(DN) only in the MC neurons in the entire ENS (Fig. 7A). The inhibition of DAF-2/InsR in MC neurons did not affect the rate of foregut contractions (Fig. 7B), suggesting that the MC neuron pair does not require insulin signals to generate normal feeding output in favorable conditions.

**Fig. 7.**
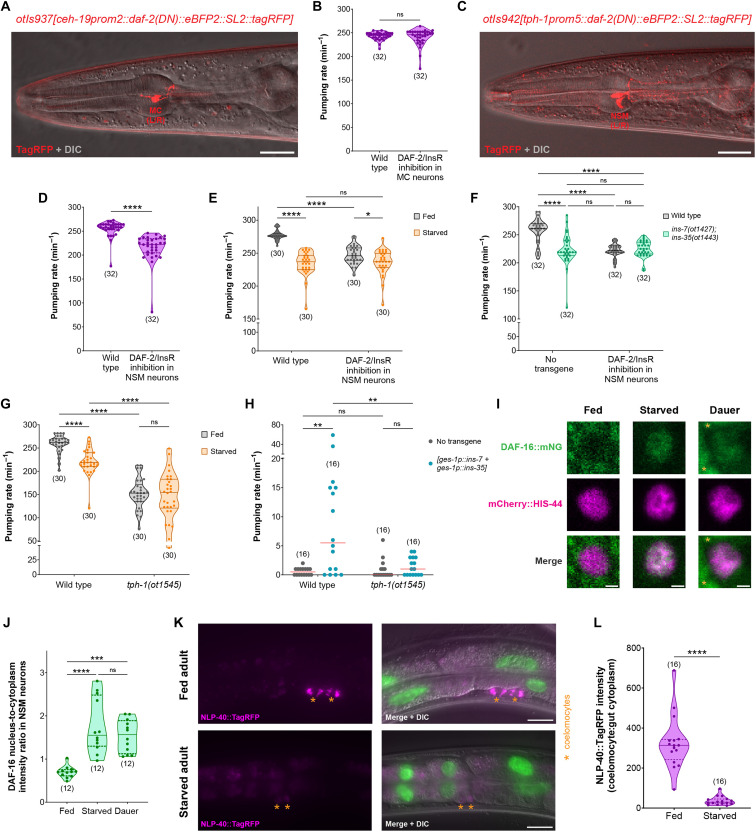
NSM senses INS-7 and INS-35 from the gut to enhance pharyngeal nervous system output during the fed state. (**A**) Expression of *otIs937[ceh-19prom2::daf-2(DN)::eBFP2::SL2::tagRFP]* in MC(L/R) neurons. (**B**) Pharyngeal pumping rate on food in fed wild-type and *otIs937[ceh-19prom2::daf-2(DN)::eBFP2::SL2::tagRFP]* adults. (**C**) Expression of *otIs942[tph-1prom5::daf-2(DN)::eBFP2::SL2::tagRFP]* in NSM(L/R) neurons. (**D**) Pharyngeal pumping rate on food in fed wild-type and *otIs942[tph-1prom5::daf-2(DN)::eBFP2::SL2::tagRFP]* adults. (**E**) Pharyngeal pumping rate on food in fed versus starved (4 hours) wild-type and *otIs942[tph-1prom5::daf-2(DN)::eBFP2::SL2::tagRFP]* adults. (**F**) Pharyngeal pumping rate on food in fed *otIs942[tph-1prom5::daf-2(DN)::eBFP2::SL2::tagRFP]* expressing adults in wild-type or *ins-7(ot1427); ins-35(ot1443)* background. (**G**) Pharyngeal pumping rate on food in fed versus starved (4 hours) wild-type and *tph-1(ot1545)* adults. (**H**) Pharyngeal pumping rate on food in starvation-induced dauer animals that constitutively coexpress *ins-7* and *ins-35* in the intestine (*otEx8222*) in wild-type or *tph-1(ot1545)* background. (**I** and **J**) DAF-16 protein in NSM neuron of fed versus starved (4 hours) adults and in starvation-induced dauer *daf-16(ot853); otIs625[cat-1::SL2::mCherry::his-44]* animals. Yellow asterisks show the nuclei of neighboring cells in (I). Nucleus-to-cytoplasm ratio of DAF-16 protein is shown in (J). (**K** and **L**) Secretion of NLP-40::TagRFP from the intestine into coelomocytes in fed versus starved (8 hours) adults expressing *otIs927[ges-1p::nlp-40::tagRFP::SL2::gfp::his-44]*. Horizontal line in the middle of data points represents median value of biological replicates in (B), (D to H), (J), and (L). Additional horizontal lines represent 25th and 75th percentiles in (B), (D to G), (J), and (L). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant. (B, D and L) Mann-Whitney test. (E to H) Sidak’s multiple comparisons test after two-way ANOVA. (J) Dunn’s multiple comparison test after Kruskal-Wallis test. Scale bar, 20 μm (A, C, and K) and 1 μm (I).

Next, we targeted the serotonergic NSM neuron pair in the ENS, which has a known neuromodulatory role in increasing the rate of feeding in the presence of food (*76*). To inhibit DAF-2/InsR signaling in the NSM neurons, we expressed DAF-2(DN) using a cis-regulatory element of the *tph-1/TPH* gene that drives expression exclusively in the NSM neurons in the entire nervous system (Fig. 7C) (*77*). We found that inhibition of DAF-2/InsR signaling only in the NSM neurons is sufficient to reduce the rate of feeding in nutrient replete conditions (Fig. 7D). NSM-specific DAF-2(DN) expression also strongly suppresses the effect of starvation on the rate of feeding (Fig. 7E), suggesting a role of insulin signaling in NSM neurons to mediate an internal state-dependent change in feeding behavior. Compared to wild-type animals, the reduction in feeding rate due to NSM-specific DAF-2/InsR inhibition is similar to that in animals that lack INS-7 and INS-35 (Fig. 7F). To confirm that the gut derived insulins, INS-7 and INS-35, act via DAF-2/InsR in NSM to regulate the rate of foregut contractions in favorable environments, we performed an epistasis experiment. We found that inhibiting DAF-2/InsR in the NSM neurons of animals that lack INS-7 and INS-35 results in no further decrease in their rate of feeding in nutrient rich conditions (Fig. 7F). These results indicate that the neuromodulatory NSM neurons in the ENS sense the insulin peptides released from the midgut epithelial cells to generate rapid foregut contractions when food is abundant.

Since the NSM neurons increase the rate of foregut contractions in a serotonin (5-HT)–dependent manner (*78*), we asked whether 5-HT plays a role in altering the rate of feeding in starved animals. Previous studies have shown that animals lacking *tph-1/TPH*, the tryptophan hydroxylase enzyme essential for neuronal 5-HT biosynthesis, are unable to increase foregut contractions when they encounter food (*79*). Using a CRISPR-generated null allele of *tph-1/TPH*, we show that animals lacking the ability to synthesize 5-HT in neurons have a much lower rate of feeding than wild-type animals (Fig. 7G). Unlike wild-type animals, starvation does not reduce the rate of foregut contractions in *tph-1/TPH* null animals (Fig. 7G), which supports the role of serotonergic signaling in modulating feeding behavior in the context of nutritional status of the animal. We also found that constitutive coexpression of the insulin peptides *ins-7* and *ins-35* from the intestine cannot reverse the silenced state of the dauer pharynx in a *tph-1/TPH* null background (Fig. 7H), which indicates that the gut-derived insulin peptides require neuronal serotonergic signaling to induce foregut contractions.

Since inhibiting DAF-2/InsR signaling in the serotonergic NSM neurons mimics the effect of starvation on feeding behavior (Fig. 7E), we asked whether reduced DAF-2/InsR signaling during starvation results in nuclear translocation of DAF-16/FoxO in the NSM neurons (fig. S1C). Using a strain where mCherry-tagged histone H2B marks the nuclei of all monoaminergic neurons, we show that endogenous DAF-16/FoxO protein translationally fused to mNeonGreen predominantly localizes to the cytoplasm of NSM neurons in well-fed adults (Fig. 7, I and J). In contrast, DAF-16/FoxO translocates to the nucleus of NSM neurons in starved adults or in animals arrested in the dauer diapause state (Fig. 7, I and J). These results collectively indicate that reduced insulin signaling during nutrient deprivation triggers DAF-16/FoxO activation in the serotonergic NSM neurons of the foregut enteric circuit to inhibit feeding behavior.

### Intestinal DAF-16/FoxO controls the second neuropeptidergic signaling axis to HENs

Previous analysis has shown that the intestinally expressed AEX-1/4/5 peptidergic release machinery acts in the same pathway as NLP-40 to activate AEX-2, the NLP-40 receptor in HENs to control defecation behavior (*20*, *21*). The DAF-16/FoxO–dependent down-regulation of *aex-1/4/5* under starvation conditions, described above, would therefore be expected to affect NLP-40 release from intestinal cells. To test this prediction, we generated a strain that expresses the NLP-40 neuropeptide fused with TagRFP specifically in the midgut epithelial cells. In well-fed adults, NLP-40::TagRFP synthesized in the intestine is secreted from the basolateral side of these cells into the body coelom, which is visualized by the accumulation of this neuropeptide in the coelomocytes (Fig. 7K). The secretion of NLP-40 from the midgut epithelium is indeed strongly reduced after prolonged starvation in adults (Fig. 7, K and L). Our findings collectively show that DAF-16/FoxO shuts down the release of both insulin and noninsulin peptidergic signals from the midgut epithelial cells to enteric neurons in the foregut and hindgut circuits during periods of nutrient scarcity.

## DISCUSSION

How the internal state of an animal affects CNS functions has received extensive attention (*32*, *80*), but how internal states affect the ENS remains much less studied (*81*). Here, we have shown that the epithelial cells in the *C. elegans* midgut coordinate the function of two branches of the ENS by controlling the release of distinct peptidergic signals (Fig. 8). These two distinct signaling axes—insulins from the midgut to the PENs and NLP-40 from the midgut to HENs—are coordinated via DAF-16/FoxO transcriptionally regulating key nodes of the peptidergic secretion machinery (Fig. 8). On the basis of available ChIP-seq data for DAF-16/FoxO and the master regulator of intestinal differentiation, ELT-2 (fig. S6, A to C), we propose that ELT-2 normally activates *aex-1/4/5* and that this activation is antagonized by DAF-16/FoxO under food-deprived conditions.

**Fig. 8.**
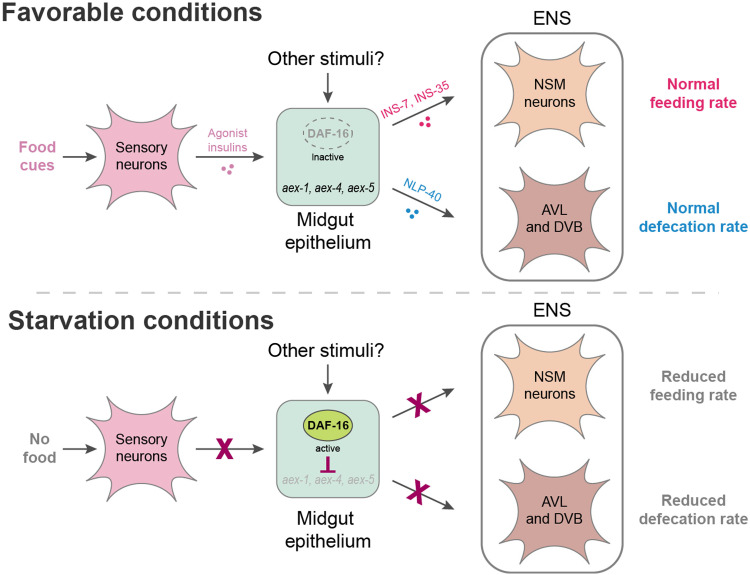
Model for regulation of both feeding and defecation behavior by neuropeptides released from midgut epithelial cells in favorable or starved conditions.

On sensing food-related cues in the environment, *C. elegans* chemosensory neurons release insulin peptides to modulate DAF-16/FoxO activity in the intestine (*35*), which, as we have shown here, regulates the release of other insulins to control pharyngeal pumping and of a noninsulin neuropeptide to control enteric muscle contractions. We hypothesize that the relay of insulin signals from sensory neurons to midgut back to enteric neurons permits midgut epithelia cells to serve as an integrator of various types of nutritional signals both from the external environment and from internal nutritional signals from digested food within the alimentary tract. The nutrient sensing target of rapamycin complex 1 (TORC1) and TORC2 pathways have been shown to regulate DAF-16/FoxO activity specifically in the intestine (*82*–*84*), and the AAK-2/AMPK kinase directly phosphorylates DAF-16/FoxO to increase its activity during periods of extended starvation (*85*). Reduced TORC2 signaling in the gut in adverse environments inhibits the expression of insulin peptides in chemosensory neurons, which suggests a role of the intestine as an amplifier of a starvation signal since it can further reduce the release of agonist insulin peptides from the nervous system via a feed-forward loop (*86*). Hence, intestinal DAF-16/FoxO may integrate signals from multiple stress response pathways to modify nervous system function during periods of extended nutritional adversity.

It has been well documented that peptides of the insulin family can cross the blood-brain barrier to affect CNS function in mammals (*87*). Research in invertebrate models has shed light on the mechanistic bases by which the release of specific insulin peptides is actively regulated from non-neuronal tissues in the gut to modulate behaviors during different internal states of the animal. Neuropeptides released from intestinal epithelia have been shown to affect sensory behaviors such as thermotaxis and chemotaxis during prolonged starvation (*37*, *88*). Altered insulin signaling from the gut during periods of food scarcity can also modify secretion of neuropeptides from specific sensory neurons (*89*). Our findings show that in addition to the transcriptional regulation of individual insulin genes during starvation conditions, a remodeling of the entire secretion machinery of the gut occurs during acute nutritional deprivation, indicating a broader role of the gut epithelia as a secretory organ that controls animal behavior. This expands on the previously described “FoxO-to-FoxO” signaling mechanism by demonstrating that intestinal DAF-16/FoxO modifies the function of other organs not only by orchestrating insulin-mediated cross-tissue FoxO activation (*47*) but also via coordinating other interorgan signaling axes that do not directly involve insulin signaling. An internal state-induced global block of all gut-to-brain signaling during adverse environments would affect the release not only of neuropeptides but also of yolk proteins, metabolites, and other signaling molecules that are released from the gut in secretory vesicles to modulate several aspects of the animal’s physiology (*90*).

We found that the pacemaker neurons in the ENS of the *C. elegans* foregut are not receptive to the gut-to-brain insulin signaling axis, which agrees with the previously proposed autonomous nature of the MC neurons (*24*, *26*). Instead, the neuromodulatory NSM neurons receive insulin cues from the midgut epithelial cells to modify the output from the foregut ENS circuit depending on the nutritional status of the animal. We hypothesize that activation of DAF-16/FoxO in NSM during starvation conditions alters 5-HT release from these neurons. This is supported by a previous study that found an altered response of the NSM neurons to food stimuli in animals that have experienced extended food deprivation (*91*). Altered 5-HT release from NSM neurons may modulate the rate of foregut contractions by acting on known serotonergic receptors that are expressed in both neurons and muscles of the foregut, as described previously (*76*, *78*, *92*). For the noninsulin peptidergic signal NLP-40 from the midgut that regulates defecation behavior by activating HENs (*20*), our results demonstrate a physiological regulation of the release of this neuropeptide during nutrient scarcity. A reduced rate of expulsion from the hindgut of a starved animal would increase the residence time of food in its intestinal lumen, which will likely support increased nutrient absorption, a phenomenon that has been observed when *Drosophila* is exposed to low nutrient conditions (*9*).

We observe different feeding responses in starved adults and dauer diapause arrested larvae on encountering food. This difference is likely due to the activity of an additional stress-responsive transcription factor, DAF-12/VDR, during dauer remodeling (*30*), which cell autonomously shuts down pacemaker activity in the ENS of the foregut in dauers (*40*). Reconstituting the gut-to-pharynx insulin signaling during the dauer diapause stage activates this silenced circuit likely via the release of 5-HT from NSM neurons (Fig. 7H), which is supported by a previous study that induced foregut contractions in dauer stage animals by exposing them to exogenous 5-HT (*93*). While the inhibitory effect on foregut contractions is unambiguous in the starvation-induced dauer diapause stage, the effect of prolonged starvation on the feeding rate of adults is dependent on the conditions in which the behavior is recorded. Initial studies reported an increase in foregut contractions in starved animals, but this behavior was observed in the absence of food (*27*, *94*). A subsequent study found an increase in the rate of feeding immediately after starved adults were returned to food (*28*). This is consistent with strong calcium activity in the NSM neurons after a starved animal encounters food and this activity lasts for less than 5 min after food exposure (*91*). These findings indicate a heightened sensitivity of the animal to food-derived cues after an extended period of starvation. Instead, if a starved animal is allowed to habituate on food for 5 min, then its rate of feeding is consistently lower than that in the fed state, which we have validated in blinded experiments (fig. S1A). Two recent studies that quantified feeding behavior over longer timescales, one using automated pharyngeal pumping measurements and another that quantified feeding rate independent of foregut contractions, have not observed an increase in the rate of feeding after starved animals are returned to food (*25*, *95*). This emphasizes the importance of separating the immediate response to the introduction of a new stimulus from the persistent effect of a change in the internal state of the animal in studies that measure behavioral output from autonomous circuits.

The NSM neurons in the foregut enteric circuit can modulate behavioral outputs by altering overall brain state, which involves volumetric release of 5-HT to modify neural activity across multiple circuits via extra-synaptic communication (*78*, *96*). Axonal arborization patterns of serotonergic neurons in the mammalian brain suggest that 5-HT release from individual neuron types can potentially have widespread effects on brain activity (*97*). In the context of enteric circuits, the role of neuronally released 5-HT in enhancing gut contractions is evolutionarily conserved in the *Drosophila* and mammalian gut (*98*, *99*), but how these regulatory mechanisms are influenced during different physiological states of the animal need further exploration. Altered 5-HT signaling has been linked to functional gastrointestinal disorders in several clinical studies, but the internal or external factors that lead to 5-HT dysregulation in these patients remain poorly understood (*100*). Understanding how impairment of insulin signaling affects the function of serotonergic neurons in the ENS might shed new light on this unexplored aspect of gastrointestinal physiology.

### Limitations of the study

In this study, we have used two types of starvation paradigms, (i) adult starvation on solid media and (ii) food deprivation and crowding during larval development that induces dauer formation. It is possible that additional pathways are involved in responding to other forms of starvation, such as bacterial dilution or food deprivation in liquid culture. We have elucidated the role of insulin and noninsulin peptidergic signaling between the gut epithelial cells and the enteric circuits in the foregut and hindgut of *C. elegans*, but it is possible that other forms of interorgan signaling involving small molecules (e.g., metabolites, short peptides, etc.) transported in secretory vesicles also contribute to communicating the starvation status of the animal from the intestinal epithelia to enteric neurons. Last, we have identified three components of the intestinal neuropeptide secretion machinery, the *aex-1/4/5* genes, which are down-regulated by DAF-16/FoxO during starvation. It is likely that many other uncharacterized genes identified in our transcriptomic analysis are also essential components of the secretion machinery of the intestine that have not yet been functionally implicated in processing and release of signaling molecules from the gut.

## MATERIALS AND METHODS

### Maintenance of *C. elegans* strains

All *C. elegans* strains used in this study and their genotypes are listed in data S3. All strains were maintained at 20°C on nematode growth medium (NGM) plates seeded with *Escherichia coli* (OP50 strain), unless otherwise specified. Strains with temperature-sensitive *daf-2(e1370)* and *daf-7(e1372)* alleles were maintained at 15°C. All strains were grown in optimum conditions in the abundance of food for at least three generations before using them in any experiment. All experiments in this study were performed using animals that were grown at 25°C for their entire developmental period (from unhatched embryos to adulthood) to be consistent with the temperature used for starvation-induced dauer formation assays.

### DNA constructs and microinjections

All plasmids used in this study were generated via NEBuilder HiFi DNA assembly [New England Biolabs (NEB)] using the manufacturer’s protocol. All plasmid sequences were validated using Sanger (Azenta) and/or Oxford Nanopore (Plasmidsaurus) sequencing. The *pha-4prom2* sequence in pSS35 [*pha-4prom2::TIR1(F79G)::mTur2::tbb-2 3′UTR*] and pSS36 [*pha-4prom2::daf-2(DN)::ebfp2::tbb-2 3′UTR*] is a 2393–base pair (bp) fragment upstream of isoform *b* of the *pha-4* gene (−2387 to +6 position with respect to the start codon of *pha-4* isoform *b*), which drives expression in all 22 enteric neurons (20 pharyngeal neurons and the two hindgut-innervating neurons, AVL and DVB) and also in RIS and PVT neurons (*48*). The *TIR1(F79G)* sequence in pSS35 was generated by introducing the *F79G* [Phe(TTC) to Gly(GGA)] mutation in the *Arabidopsis thaliana TIR1* sequence, as described previously (*45*). The *daf-2(DN)::ebfp2* sequence in pSS36 is from a previous study that replaced the tyrosine kinase and carboxyl-terminal domains of the cDNA of *daf-2* isoform *a* (corresponding to amino acids 1246 to 1846) with the blue fluorescent protein *ebfp2* sequence (*40*). The *tbb-2 3′UTR* sequence is a 156-bp sequence immediately downstream of the stop codon of the *tbb-2* gene. The *ceh-19prom2* sequence of pSS43 [*ceh-19prom2::daf-2(DN)::eBFP2::SL2::tagRFP-T::tbb-2 3′UTR*] is a 1522-bp fragment upstream of isoform *b* of the *ceh-19* gene (−1516 to +6 position with respect to the start codon of *ceh-19* isoform *b*). The *tph-1prom5* sequence of pSS44 [*tph-1prom5::daf-2(DN)::eBFP2::SL2::tagRFP-T::tbb-2 3′UTR*] is a previously described 232-bp fragment upstream of isoform *a* of the *tph-1* gene (−232 to −1 position with respect to the start codon of *tph-1* isoform *a*) (*77*).

The pSS29 [*ges-1p::ins-1::tagRFP-T::SL2::gfp::his-44::tbb-2 3′UTR*] and pSS34 [*ges-1p::ins-1::tagRFP-T::SL2::ebfp2::his-44::tbb-2 3′UTR*] constructs were generated by cloning the entire genomic locus (start codon to stop codon) of the *ins-1* gene downstream of a 1999-bp *ges-1* promoter fragment (−1999 to −1 position with respect to the start codon of *ges-1*). The pSS31 [*ges-1p::nlp-40::tagRFP-T::SL2::gfp::his-44::tbb-2 3′UTR*] construct was generated by cloning the cDNA of isoform *a* of the *nlp-40* gene downstream of the *ges-1* promoter fragment described above. pZW1 [*ges-1p::ins-7::tbb-2 3′UTR*], pZW3 [*ges-1p::ins-33::tbb-2 3′UTR*], and pZW24 [*ges-1p::ins-35::tbb-2 3′UTR*] were generated by cloning the entire genomic locus (start codon to stop codon) of *ins-7* isoform *b*, *ins-33*, and *ins-35*, respectively, downstream of the *ges-1* promoter fragment described above.

Before microinjection, all plasmids were linearized using a single cutter restriction enzyme that cuts in the plasmid backbone. Linearized plasmids were injected at the concentrations listed in data S3 into both gonadal arms of young adult animals. F1 progeny was picked on the basis of the expression of the co-injection marker, and animals that transmitted the array to F2 progeny were used to generate transgenic lines. At least two independent lines (obtained from different injected P0 animals) for each injection type were used in subsequent experiments.

### CRISPR-Cas9 genome editing

CRISPR-Cas9 genome editing was performed using a modified version of a previously described protocol (*101*). All CRISPR injection mixes constituted of *Streptococcus pyogenes* Cas9 nuclease [250 ng/μl; Integrated DNA Technologies (IDT)], trans-activating CRISPR RNA (tracrRNA; 100 ng/μl; IDT), all crRNAs [(combined); 56 ng/μl; IDT], and each single-stranded oligodeoxynucleotide (ssODN; 100 ng/μl) repair template (IDT). First, tracrRNA and all crRNAs were incubated at 95°C for 5 min followed by at 10°C for 5 min. Cas9 was added to this mix, pipetted several times, and incubated at 25°C for 10 min. All ssODN and plasmids were subsequently added to this mix, and the volume was filled to 20 μl using nuclease-free water. The mixture was centrifuged at 17,900*g* for 2 min, and the supernatant was used for microinjections. For all CRISPR edits on chromosome II, the pRF4 [*rol-6p::rol-6(su1006)*] plasmid was co-injected at a concentration of 60 ng/μl. For CRISPR edits on all other chromosomes, *dpy-10* co-CRISPR was performed using crRNA and ssODN listed in data S4. For all CRISPR edits, F1 animals were picked on the basis of roller phenotype and were genotyped by polymerase chain reaction (PCR) amplification of the edited locus, followed by Sanger (Azenta) or Oxford Nanopore (Plasmidsaurus) sequencing. For confirmed heterozygous edits, nonroller progeny was singled from F1 plates and genotyped by PCR to obtain homozygous lines.

The genomic sequences for all genes edited in this study were obtained from WormBase (*102*). The *otSi2[ges-1p::TIR1(F79G)::mRuby::unc-54 3′UTR]* single-copy transgene was generated using a previously described technique by introducing the *F79G* [Phe(TTC) to Gly(GGA)] mutation in the *TIR1* sequence of *ieSi61[ges-1p::TIR1::mRuby::unc-54 3′UTR]* using a crRNA and an ssODN listed in data S4 (*45*). The *ins-18(ot1326)*, *ins-18(ot1328)*, *ins-1(ot1360)*, *ins-1(ot1363)*, *aex-1(ot1357)*, *aex-1(ot1464)*, *daf-16(ot1705)*, *ins-7(ot1427)*, *ins-35(ot1443)*, and *tph-1(ot1545)* alleles were obtained by deleting the entire coding sequence (start codon to stop codon) of the corresponding gene using two crRNAs and an ssODN listed in data S4. The *otDf2* allele was generated using two crRNAs and an ssODN listed in data S4 to delete a 25.5-kb cluster of insulin genes, many of which (*ins-24*, *ins-28*, *ins-29*, and *ins-30*) are up-regulated in dauers (*50*).

The *aex-1(ot1543[aex-1::SL2::gfp::his-44])*, *aex-4(ot1530[aex-4::SL2::gfp::his-44])*, and *aex-5(ot1532[aex-5::SL2::gfp::his-44])* alleles were generated using a crRNA (listed in data S4) and a long single-stranded repair template to insert the *SL2::gfp::his-44* sequence immediately after the stop codon of the corresponding gene. For *aex-1(ot1543[aex-1::SL2::gfp::his-44])*, the *SL2::gfp::his-44* sequence was inserted after the stop codon of isoform *a* of *aex-1*. The long single-stranded repair templates were generated using a previously described method (*101*). The *SL2::gfp::his-44* sequence was PCR amplified with primers containing 35-bp homology sequence corresponding to each end of the genomic locus to be edited. One of the two primers used for PCR amplification had a 5′ phosphate modification. The PCR product (10 μg) was digested with lambda exonuclease (NEB) to digest the DNA strand with 5′ phosphorylation. The unphosphorylated strand of DNA was purified using the Monarch PCR & DNA Cleanup Kit (NEB) and was used as a repair template at a final concentration of 100 ng/μl in the CRISPR injection mix.

Suny Biotech generated the *ins-1(syb5452[ins-1::SL2::gfp::his-44])*, *ins-18(syb5462[ins-18::SL2::gfp::his-44])*, *ins-24(syb5447[ins-24::SL2::gfp::his-44])*, *ins-7(syb5424[ins-7::SL2::gfp::his-44])*, *ins-33(syb5561[ins-33::SL2::gfp::his-44])*, and *ins-35(syb6236[ins-35::SL2::gfp::his-44])* alleles by inserting the *SL2::gfp::his-44* sequence immediately after the stop codon of the corresponding gene.

### FLInt-mediated transgene integration

The *otIs904*, *otIs908*, *otIs911*, *otIs912*, *otIs913*, *otIs927*, *otIs937*, and *otIs942* transgenes were inserted at the intergenic *oxTi553[eft-3p::tdTomato::H2B::unc-54 3′UTR + Cbr-unc-119(+)] V.* locus using the fluorescent landmark interference (FLInt) method (*103*). The FLInt injection mixes were prepared similar to CRISPR mixes, i.e., first, tracrRNA (final concentration of 100 ng/μl) and a crRNA (final concentration: 56 ng/μl) targeting the tdTomato locus (listed in data S4) were incubated at 95°C for 5 min, followed by at 10°C for 5 min. *Streptococcus pyogenes* Cas9 nuclease (final concentration: 250 ng/μl) was added to this mix, pipetted several times, and incubated at 25°C for 10 min. After this, all plasmids along with GeneRuler 1 kb plus DNA ladder (Thermo Fisher Scientific) were added to the mix at the concentrations listed in data S3. The volume was filled to 20 μl using nuclease-free water and centrifuged at 17,900*g* for 2 min, and the supernatant was used for microinjections. All injected animals were maintained at room temperature, and F1 progeny expressing the co-injection marker was singled onto plates. F2 progeny was singled from F1 plates that had at least 75% of the animals expressing the co-injection marker. F2 plates that transmitted the co-injection marker to 100% of the progeny were used to generate lines.

### 5-Ph-IAA treatment for AID2

For all AID2 experiments except the RNA-seq protocol, the animals were treated with the desired concentration of 5-Ph-IAA (BioAcademia) as described previously with some modifications (*104*). A 100 μl of freshly prepared solution of 5-Ph-IAA in 25% ethanol (v/v) was added on top of 60-mm NGM plates seeded with OP50 bacteria. For control plates, an equal volume of 25% ethanol (v/v) was added such that the final ethanol concentration on the plate is 0.25% (v/v). All plates were stored in the dark for the entire duration of the experiment. Age-synchronized embryos obtained via the alkaline bleaching method were transferred to the plates 1 day after addition of 5-Ph-IAA, and the animals were grown at 25°C until they reached the desired developmental stage for the experiment.

### Dauer formation assays

A previously described protocol was used to obtain starvation-induced dauers (*105*). Eight gravid adult worms were transferred to NGM plates seeded with OP50 bacteria at 25°C. After 6 to 8 days when all animals on the plates were starved due to lack of bacterial food, animals were collected in 1% SDS and incubated for 20 min with gentle agitation to kill all non-dauer stages. Animals were centrifuges at 1150*g* for 2 min and washed twice with M9 buffer to remove all SDS. At this point, the tube contained living dauer stage animals and the carcasses of non-dauer stages. Animals were pipetted on a fresh NGM plate seeded with OP50 bacteria and live dauer animals were used for experiments within 40 min of removing the 1% SDS solution.

Dauers for strains with the *daf-2(e1370)* or *daf-7(e1372)* mutation were generated by transferring age-synchronized embryos obtained via the alkaline bleaching method to NGM plates seeded with OP50 bacteria. Animals were maintained at 25°C for 3 days, after which all animals carrying the *daf-2(e1370)* or *daf-7(e1372)* mutation were arrested in the dauer stage. For dauer formation assays in the *daf-2(e1370)* genetic background after tissue-specific depletion of DAF-16 using AID2, age-synchronized embryos obtained via the alkaline bleaching method were maintained at 25°C for 3 days, after which the proportion of animals arrested in the dauer stage was estimated on the basis of dauer morphology and resistance to 1% SDS. The experiments were performed on at least three independent days.

### Adult starvation assays

To starve adult animals, age-synchronized embryos obtained via the alkaline bleaching method were transferred to NGM plates seeded with OP50 bacteria at 25°C. After 48 hours, adult stage animals were washed off the plate using M9 buffer and centrifuged at 300*g* for 1 min. Animals were then washed three times with M9 buffer to get rid of all bacteria. For the first two washes, the supernatant was removed after centrifugation at 300*g* for 1 min. For the final wash, animals were allowed to settle down by gravity for 5 min after which the supernatant was removed, and animals were pipetted on unseeded NGM plates for the desired amount of time. At the end of the starvation period at 25°C, animals were transferred to NGM plates seeded with OP50 bacteria and were used for experiments within 15 min of transferring them on food.

### Pharyngeal pumping assays

All pharyngeal pumping assays were performed on freely moving animals. The required number of animals was transferred to an NGM plate seeded with a uniform thin layer of OP50 bacteria. Animals were allowed to settle down for 5 min, and the movement of the grinder of the pharynx was recorded using a hand-held tally counter by observing the animals under a Nikon Eclipse E400 upright microscope equipped with differential interference contrast (DIC) optics. For age-synchronized adults, the number of grinder movements in a 20-s period was recorded using a 20× air objective lens of the Nikon Eclipse E400 microscope and was multiplied by three to obtain pharyngeal pumps per minute. For dauer stage animals, the number of grinder movements in a 1-min period was recorded using a 50× air objective lens of the Nikon Eclipse E400 microscope. The rate of pharyngeal pumping was recorded from at least eight animals on each day and at least on two independent days.

### Defecation assays

All defecation assays were performed on freely moving animals. The required number of animals was transferred to an NGM plate seeded with a uniform thin layer of OP50 bacteria. Animals were allowed to settle down for 5 min, after which the posterior end of animals is observed using a 20× air objective lens of a Nikon Eclipse E400 upright microscope equipped with DIC optics. Each animal was observed for a 6 min period, during which the timings of pBoc and Exp events (that release food contents from the anal opening) were recorded using the Behavioral Observation Research Interactive Software software version 8.23 (*106*). Defecation behavior was recorded from at least five animals on each day and at least on two independent days.

### RNA isolation and library preparation

OH14654: *daf-16(ot853[daf-16::mNG::AID]); daf-2(e1370)* and OH17582: *daf-16(ot853[daf-16::mNG::AID]); otSi2[ges-1p::TIR1(F79G)::mRuby::unc-54 3’ UTR]; daf-2(e1370)* strains were used for this experiment. Before growing animals, 250 μl of a freshly prepared solution of 5-Ph-IAA in 25% ethanol (v/v) was uniformly spread on top of each unseeded 100-mm NGM plate to obtain a final 5-Ph-IAA concentration of 100 μM on the plates. For control plates, an equal volume of 25% ethanol (v/v) was added such that the final ethanol concentration on the plate is 0.2% (v/v). All plates were stored in the dark for the entire duration of the experiment. After 1 day of adding 5-Ph-IAA to the plates, a uniform thin layer of OP50 bacteria was spread on top of each plate and incubated at 25°C for an additional day. Subsequently, ~8000 age-synchronized embryos obtained via the alkaline bleaching method were transferred to each plate and on three plates per condition. All plates were maintained at 25°C for 3 days after which all animals were arrested in the dauer stage due to presence of the *daf-2(e1370)* mutation. Any animals that were not arrested in the dauer stage (less than 10 animals per plate) were picked and removed using a worm pick. A total of ~24,000 animals from three 100-mm NGM plates for each condition, which constituted a biological replicate, were collected in M9 buffer. Animals were washed three times using M9 buffer with centrifugation at 1300*g* for 2 min after each wash to remove all bacteria. A 200 μl of TRIzol reagent (Thermo Fisher Scientific) was added to the worm pellet, and samples were homogenized using a Kontes Pellet Pestle Motor (Thermo Fisher Scientific) for 30 s. Samples were immediately frozen on dry ice for 5 min, and the homogenization-freezing cycles were repeated for a total of five times. All homogenized samples were stored at −80°C.

After five biological replicates were collected for each condition, total RNA was isolated from all samples using the RNeasy Micro Kit (QIAGEN) using the manufacturer’s protocol. A 100 ng of total RNA per sample was used for library preparation using the Universal RNA-seq with NuQuant kit (Tecan Genomics) using the manufacturer’s protocol with custom AnyDeplete (IC0149S) to deplete ribosomal RNA. All 20 libraries (4 conditions × 5 biological replicates) were pooled at a final concentration of 2 nM and were multiplexed for 75-bp single-end sequencing on a NextSeq 550 system (Illumina).

### RNA-seq data analysis and visualization

All sequencing analyses were performed on the Galaxy web platform (*107*). The quality control of raw RNA-seq reads was performed using FastQC. Adapter sequences were trimmed using Trimmomatic (*108*). The trimmed reads were aligned to the *C. elegans* genome (WS284 release) using STAR (*109*). Read counts were assigned to genes using featureCounts (*110*). The differential expression of genes across the four conditions was determined using DESeq2 (*111*). The principal components analysis (PCA) and sample-to-sample distance matrix plots were generated using DESeq2. The heatmap for differentially expressed genes was generated on the Galaxy web platform using the heatmap.2 function from the ggplot2 package on R.

The overlap between different gene lists was identified using Venny 2.1.0. Proportioned Venn diagrams were generated using Venn Diagram Plotter (Pacific Northwest National Laboratory). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis and enrichment of transcription factor binding motifs in upstream sequences of differentially expressed genes were performed using ShinyGO (*112*–*114*). ChIP-seq peaks for DAF-16 and ELT-2 were visualized using JBrowse2 on Wormbase (*102*).

### Microscopy and image quantification

Animals were mounted on a 5% agarose pad on top of a glass slide and were anesthetized using 50 mM sodium azide. Strains expressing *daf-16(ot971[daf-16::gfp])* or *daf-16(ot853[daf-16::mNG::AID])* were anesthetized using 4 mM levamisole (instead of sodium azide). Animals expressing *daf-16(ot853)*, *daf-16(ot971)*, *otEx8059*, *otIs937*, and *otIs942* were imaged on an inverted Zeiss LSM 980 laser scanning confocal microscope using a 40× water immersion objective lens. All other strains were imaged on a Zeiss Imager Z2 upright microscope equipped with Colibri 7 light-emitting diodes (Zeiss) using a 40× oil immersion objective lens. A full z-stack was acquired for all animals to cover their entire body width.

All images were processed and quantified on the Fiji platform on ImageJ (*115*). The mean background subtracted signal intensity from the two coelomocytes in the anterior region of the body was quantified for INS-1::TagRFP and NLP-40::TagRFP secretion assays. For the same assays, the signal intensity from the intestinal lumen and intestinal cytoplasm were calculated as the mean background subtracted intensity from two different regions of the intestinal lumen or cytoplasm, respectively. For quantification of signal intensity from the intestinal nuclei, the mean background subtracted intensity was calculated from two intestinal nuclei, one each from the first two rows of the intestinal cells.

### Statistical analysis

Data points for all biological replicates and sample sizes (*N*) are displayed in the figures. Statistical tests used in each figure and the corresponding *P* values are listed in the figure legends. *P* < 0.05 was considered to be statistically significant. To calculate the *P* value for overlap between two gene lists, hypergeometric tests were performed on R. All other statistical tests and plotting were performed on GraphPad Prism 10. For each type of quantitative assay described in this study, sample sizes were estimated by performing a pilot experiment using eight animals per condition to determine the mean and SD. Using these values, the required sample size was estimated using G*Power for a type I error rate of 0.05 and a statistical power of 0.95 (*116*). If the estimated sample size per condition was less than 35, the experiment was performed again using the estimated total number of animals. For all subsequent assays of the same type, the same sample size per condition was used.

# Supplementary material for: Gut epithelium modifies enteric behaviors during nutritional adversity via distinct peptidergic signaling axes
**Source:** Sci Adv. 2025 Sep 24;11(39):eadw1270. doi: 10.1126/sciadv.adw1270
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Legends for data S1 to S4

Supplementary Materials for  
**Gut epithelium modifies enteric behaviors during nutritional adversity via  
distinct peptidergic signaling axes**

Surojit Sural *et al.*

*Sci. Adv.* **11**, eadw1270 (2025)  
DOI: 10.1126/sciadv.adw1270

**The PDF file includes:**

Figs. S1 to S8  
Legends for data S1 to S4

**Other Supplementary Material for this manuscript includes the following:**

Data S1 to S4

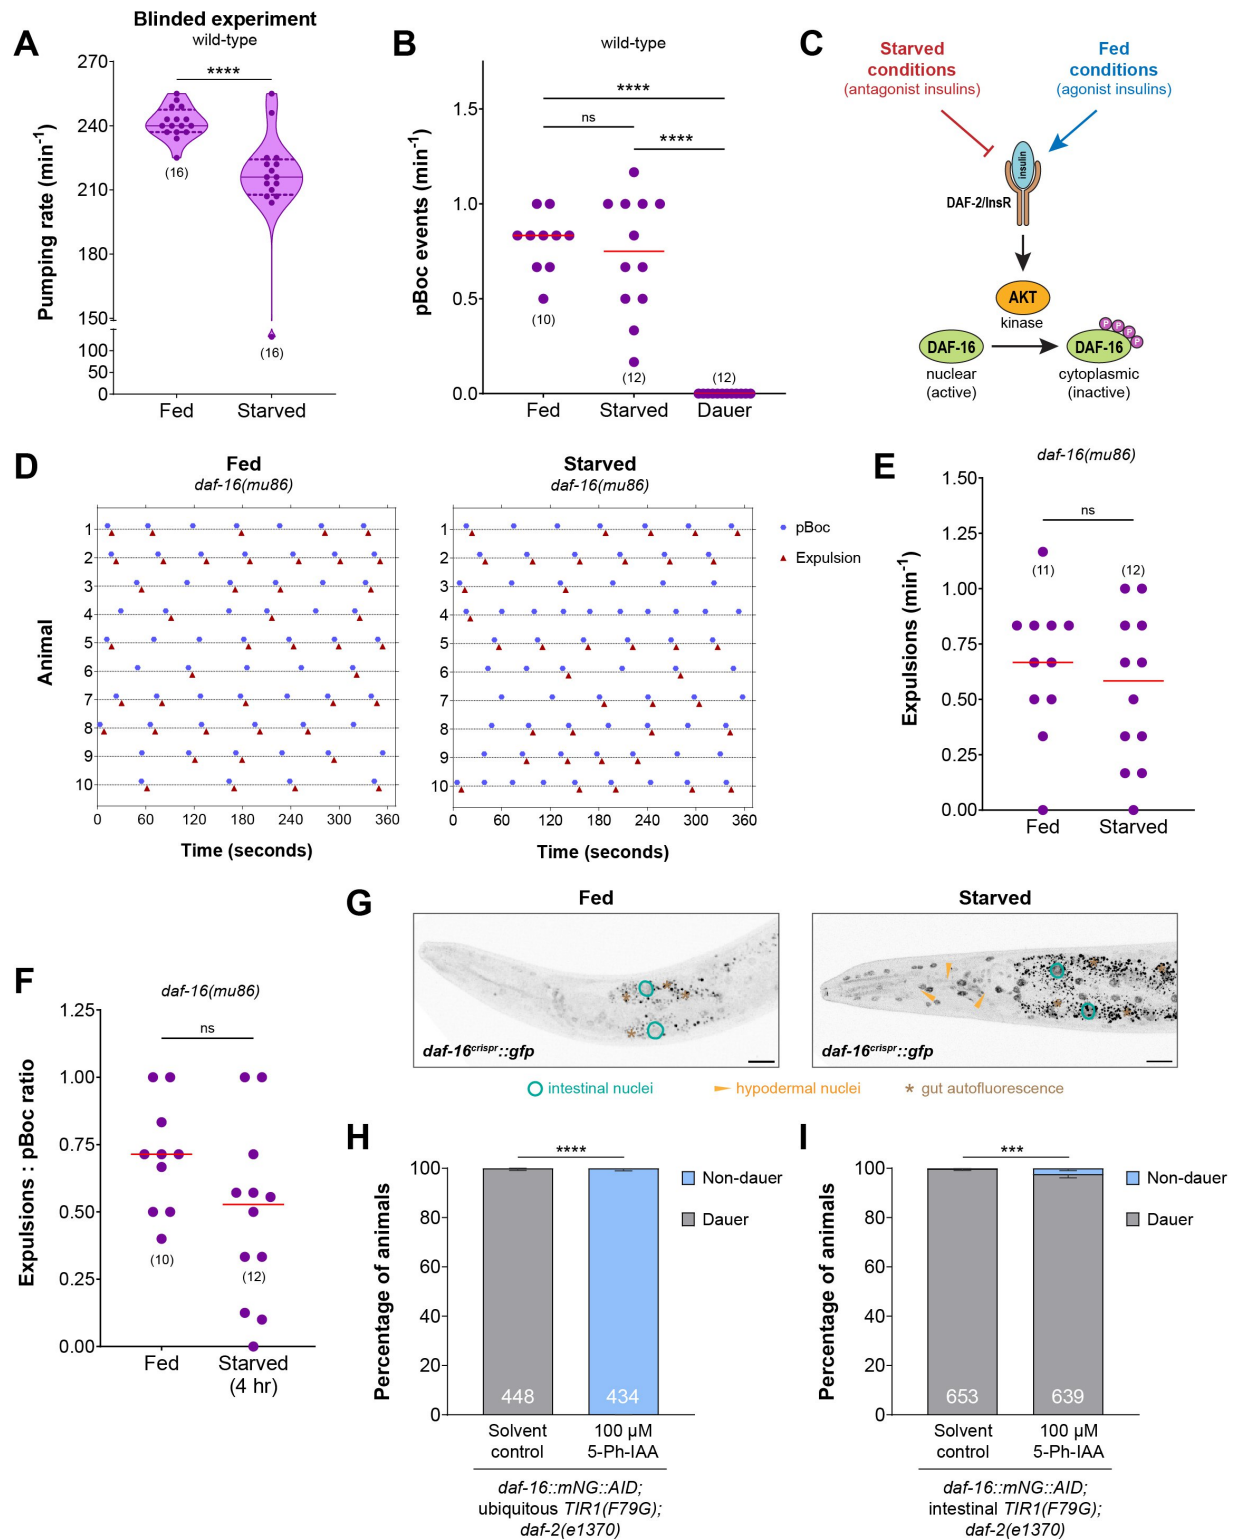

**Fig. S1. DAF-16/FoxO is required for starvation-induced inhibition of defecation behavior.**

**(A)** Pharyngeal pumping rate on food in fed vs starved (4 hr) wild-type adults in a

blinded experiment.

**(B)** Frequency of pBoc events on food in fed vs starved (4 hr) wild-type adults and in starvation-induced dauer stage animals.

**(C)** Schematic of DAF-2/InsR signaling regulating DAF-16 nuclear localization in fed vs starved conditions.

**(D)** Representative traces of pBoc and expulsion events on food in fed vs starved (4 hr) *daf-16(mu86)* adults (10 animals per condition).

**(E)** Frequency of expulsion on food in fed vs starved (4 hr) *daf-16(mu86)* adults.

**(F)** Expulsion : pBoc ratio on food in fed vs starved (4 hr) *daf-16(mu86)* adults.

**(G)** Endogenous DAF-16 protein localization in fed vs starved (4 hr) *daf-16(ot971[daf-16::gfp])* adults. Representative images of 15 animals per condition. Scale bars, 20  $\mu$ m.

**(H)** Proportion of SDS-resistant dauers at 25°C in *daf-16(ot853); cshIs140[rps-28p::TIR1(F79G)]; daf-2(e1370)* animals treated with either solvent (ethanol) or 100  $\mu$ M 5-Ph-IAA.

**(I)** Proportion of SDS-resistant dauers at 25°C in *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]; daf-2(e1370)* animals treated with either solvent (ethanol) or 100  $\mu$ M 5-Ph-IAA.

Horizontal line in the middle of data points represents median value of biological replicates in **(A, B, E, F)**. Additional horizontal lines represent 25<sup>th</sup> and 75<sup>th</sup> percentiles in **(A)**. Error bars represent 95% confidence intervals in **(H, I)**. \*\*\*, \*\*\*\* and ns represent  $P < 0.001$ ,  $P < 0.0001$  and not significant, respectively, in Mann-Whitney test in **(A, E, F)**, in Dunn's multiple comparison test after Kruskal-Wallis test in **(B)** and in Chi-squared test in **(H, I)**.

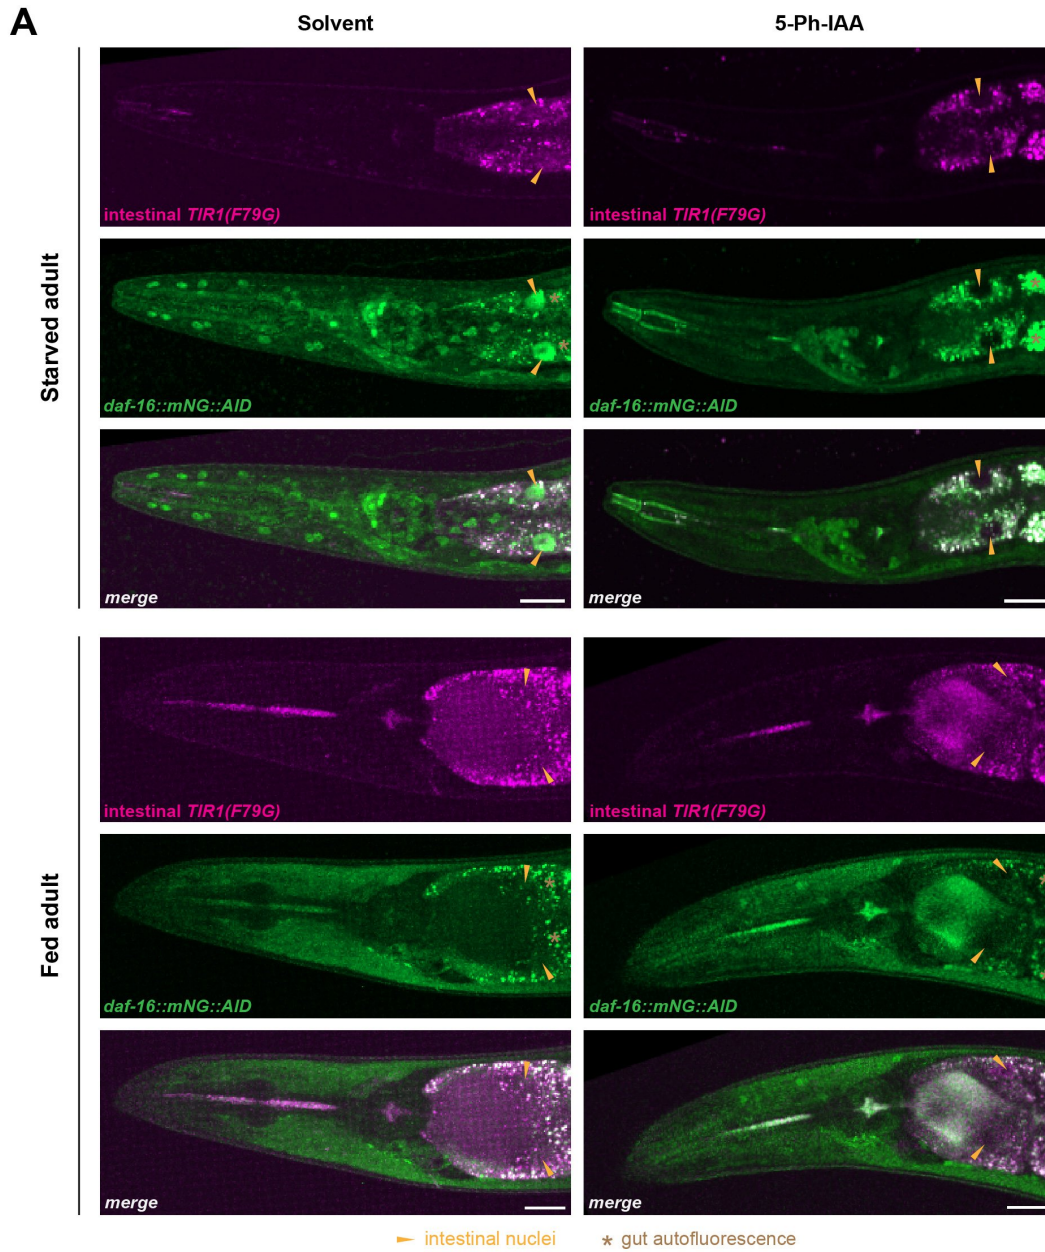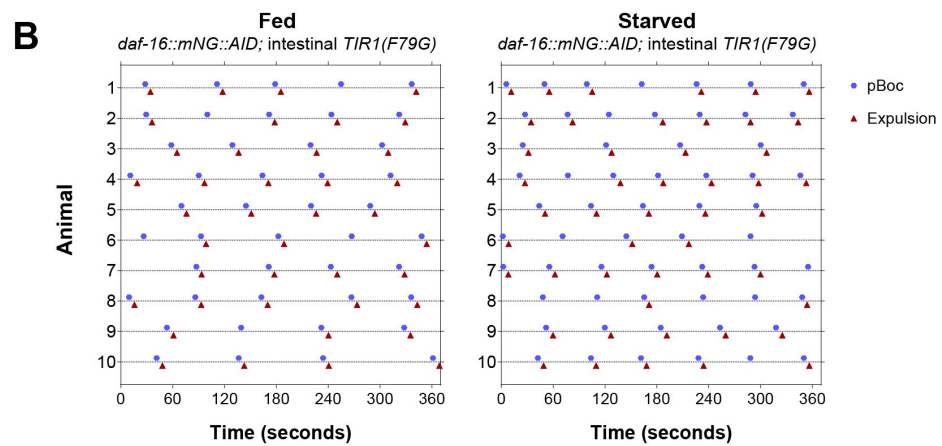

**Fig. S2. DAF-16/FoxO activity in the midgut non-cell autonomously regulates defecation behavior.**

**(A)** Intestine-specific DAF-16 depletion in *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]* starved (4 hr) or fed adults. Animals were treated with either solvent (ethanol) or 100  $\mu$ M 5-Ph-IAA. DAF-16 was not detected in the midgut epithelial cells after 5-Ph-IAA treatment in 15/15 animals. Scale bars, 20  $\mu$ m.

**(B)** Representative traces of pBoc and expulsion events on food after intestine-specific DAF-16 depletion in fed vs starved (4 hr) *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]* adults treated with 100  $\mu$ M 5-Ph-IAA (10 animals per condition).

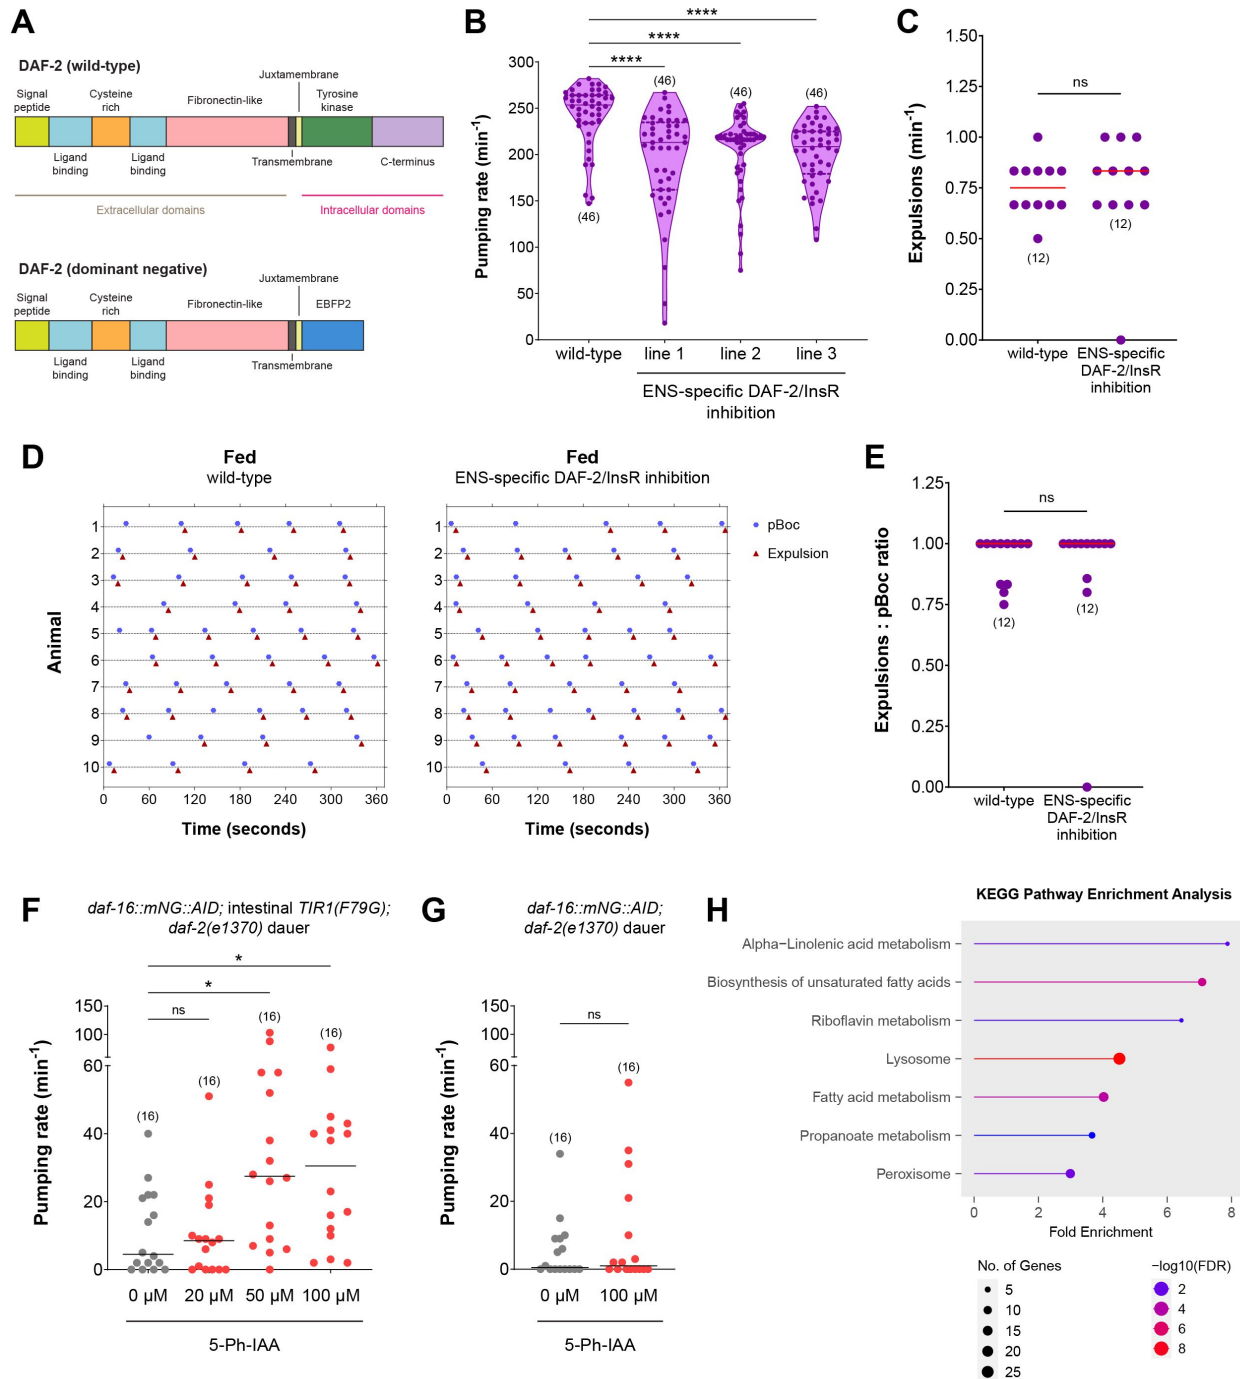

**Fig. S3. DAF-16/FoxO activity in the midgut regulates ENS output via modulating gut-to-ENS insulin signaling.**

**(A)** Schematic showing the design of DAF-2(DN) construct in which the intracellular kinase domain of DAF-2/InsR is replaced by EBFP2 fluorescent protein.

**(B)** Pharyngeal pumping rate on food in fed wild-type and *pha-4prom2::daf-2(DN)*-

expressing (*otIs911*, *otIs912* and *otIs913* lines) adults.

**(C)** Frequency of expulsion on food in fed wild-type and *otIs913[pha-4prom2::daf-2(DN)]* adults.

**(D)** Representative traces of pBoc and expulsion (Exp) events on food in fed wild-type and *otIs913[pha-4prom2::daf-2(DN)]* adults (10 animals per condition).

**(E)** Expulsion : pBoc ratio on food in fed wild-type and *otIs913[pha-4prom2::daf-2(DN)]* adults.

**(F)** Pharyngeal pumping rate on food in *daf-16(ot853); otSi2[ges-1p::TIR1(F79G)]; daf-2(e1370)* dauer stage animals treated with either solvent (ethanol) or different concentrations of 5-Ph-IAA.

**(G)** Pharyngeal pumping rate on food in *daf-16(ot853); daf-2(e1370)* dauer stage animals treated with either solvent (ethanol) or 100  $\mu$ M 5-Ph-IAA.

**(H)** KEGG pathway enrichment analysis of genes that are upregulated after intestine-specific DAF-16 depletion in dauer stage animals.

Horizontal line in the middle of data points represents median value of biological replicates in **(B, C, E-G)**. Additional horizontal lines represent 25<sup>th</sup> and 75<sup>th</sup> percentiles in **(B)**. \*, \*\*\*\* and ns represent  $P < 0.05$ ,  $P < 0.0001$  and not significant, respectively, in Dunn's multiple comparison test after Kruskal-Wallis test in **(B, F)** and in Mann-Whitney test in **(C, E, G)**.

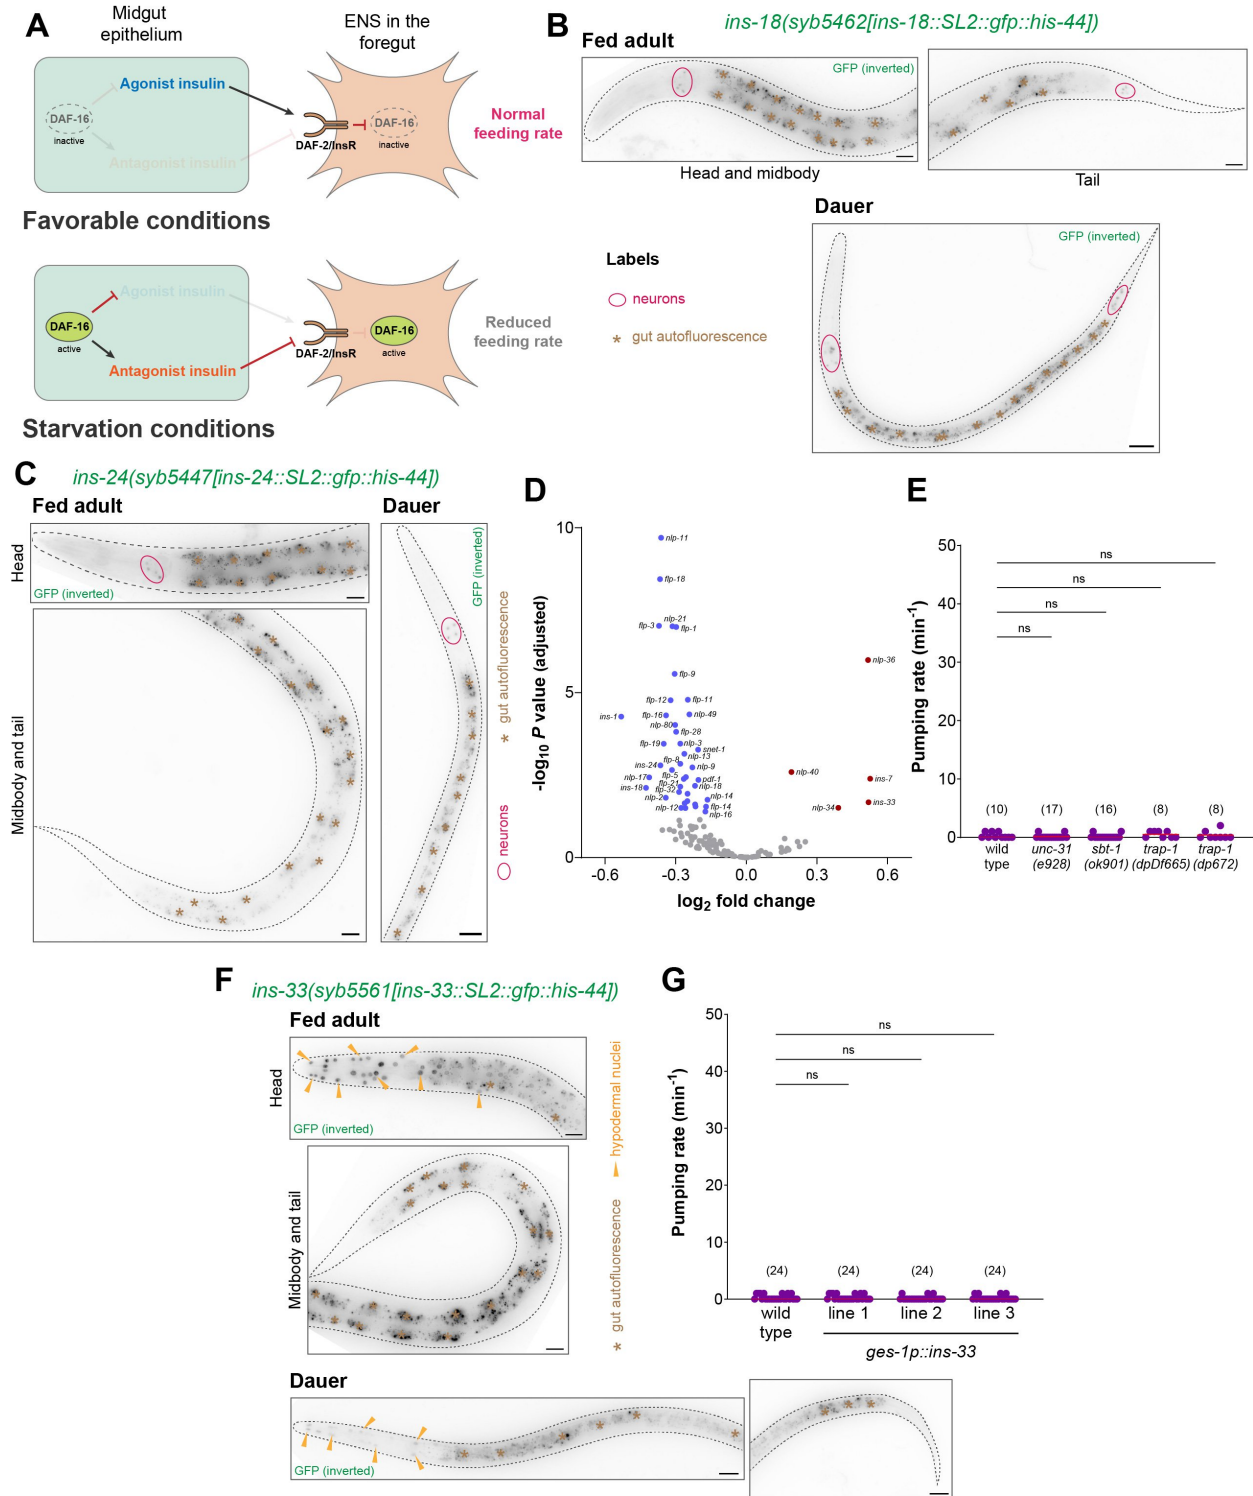

**Fig. S4. DAF-16/FoxO activity in the dauer intestine changes the expression of insulin genes both autonomously and non-cell autonomously.**

**(A)** Two alternative models for insulin peptides released from the intestine regulating

output from the ENS in the foregut – (1) absence of agonist insulin or (2) release of antagonist insulin reduces the rate of foregut contractions in starvation conditions.

**(B)** Expression of the endogenously tagged *ins-18* reporter allele

*syb5462[ins-18::SL2::gfp::his-44]* in fed adult and starvation-induced dauer stage animals. Representative images of 15 animals per condition. Scale bars, 20  $\mu$ m.

**(C)** Expression of the endogenously tagged *ins-24* reporter allele

*syb5447[ins-24::SL2::gfp::his-44]* in fed adult and starvation-induced dauer stage animals. Representative images of 15 animals per condition. Scale bars, 20  $\mu$ m.

**(D)** Volcano plot for all neuropeptide family genes that are differentially expressed after intestine-specific DAF-16 depletion in dauers.

**(E)** Pharyngeal pumping rate on food in wild type, *unc-31(e928)*, *sbt-1(ok901)*, *trap-1(dpDf665)* and *trap-1(dp672)* starvation-induced dauer stage animals.

**(F)** Expression of the endogenously tagged *ins-33* reporter allele

*syb5561[ins-33::SL2::gfp::his-44]* in fed adult and starvation-induced dauer stage animals. Representative images of 15 animals per condition. Scale bars, 20  $\mu$ m.

**(G)** Pharyngeal pumping rate on food in starvation-induced dauer stage animals that constitutively express *ins-33* in the intestine (*otEx8326*, *otEx8327* and *otEx8328*).

Horizontal line in the middle of data points represents median value of biological replicates in **(E, G)**. ns represents not significant in Dunn's multiple comparison test after Kruskal-Wallis test in **(E, G)**.

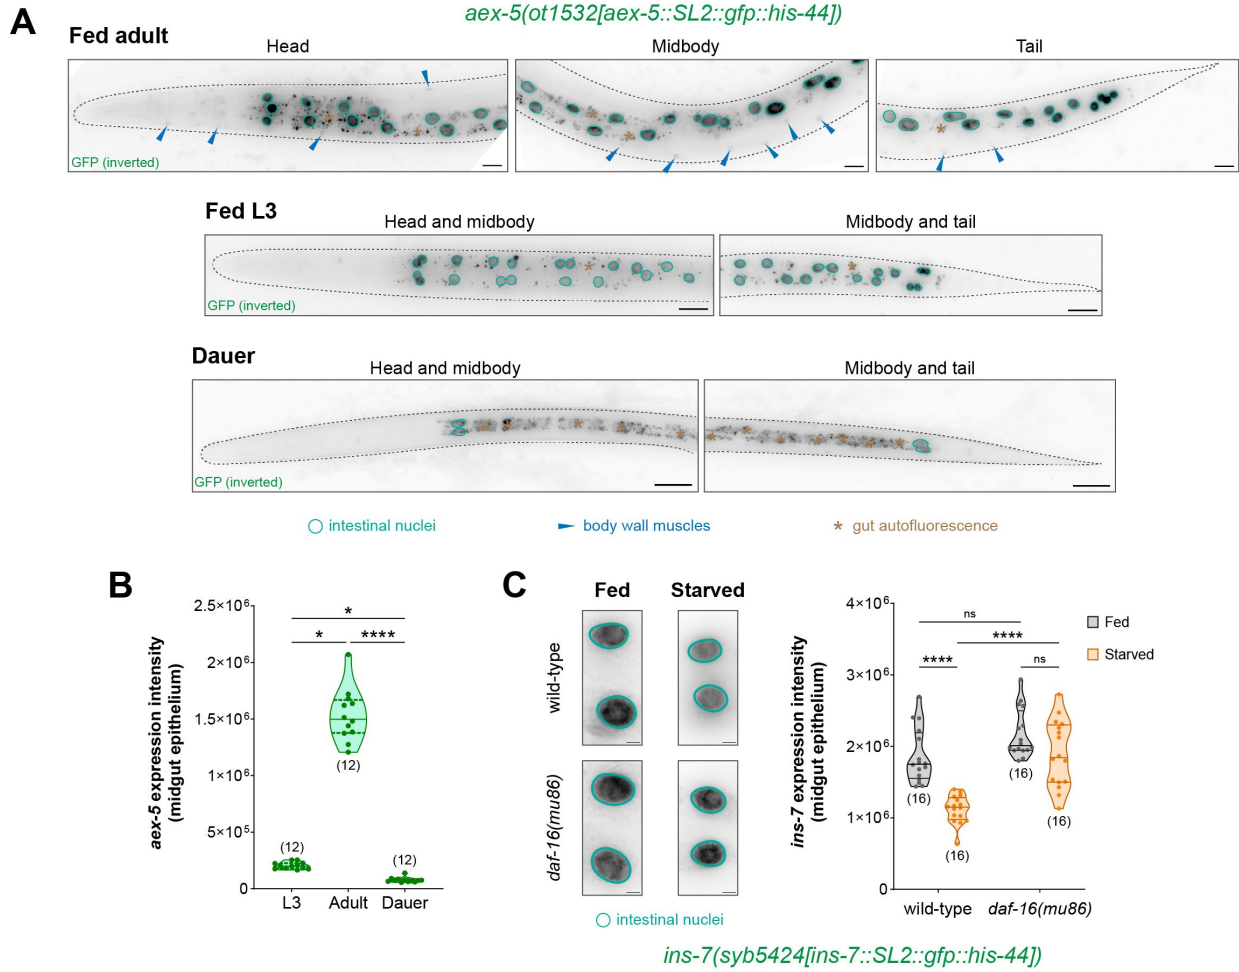

**Fig. S5. Prolonged starvation inhibits neuropeptide secretion from the epithelial cells of the midgut.**

**(A)** Expression of the endogenously tagged *aex-5* reporter allele

*aex-5(ot1532[aex-5::SL2::gfp::his-44])* in fed adult and L3 larva, and in starvation-induced dauer stage animals.

**(B)** Quantification of *aex-5* expression in midgut epithelial cells of fed adult and L3 larva, and starvation-induced dauer stage animals.

**(C)** Expression of the endogenously tagged *ins-7* reporter allele

*syb5424[ins-7::SL2::gfp::his-44]* in the midgut epithelial cells of fed vs starved (24 hr) adults.

Horizontal line in the middle of data points and additional horizontal lines represent median of biological replicates, and 25<sup>th</sup> and 75<sup>th</sup> percentiles, respectively in **(B, C)**. \*, \*\*\*\* and ns represent  $P < 0.05$ ,  $P < 0.0001$  and not significant, respectively, in Dunn's

multiple comparison test after Kruskal-Wallis test in **(B)** and in Sidak's multiple comparisons test after two-way ANOVA in **(C)**. Scale bars, 20  $\mu\text{m}$  in **(B)** and 5  $\mu\text{m}$  in **(C)**.

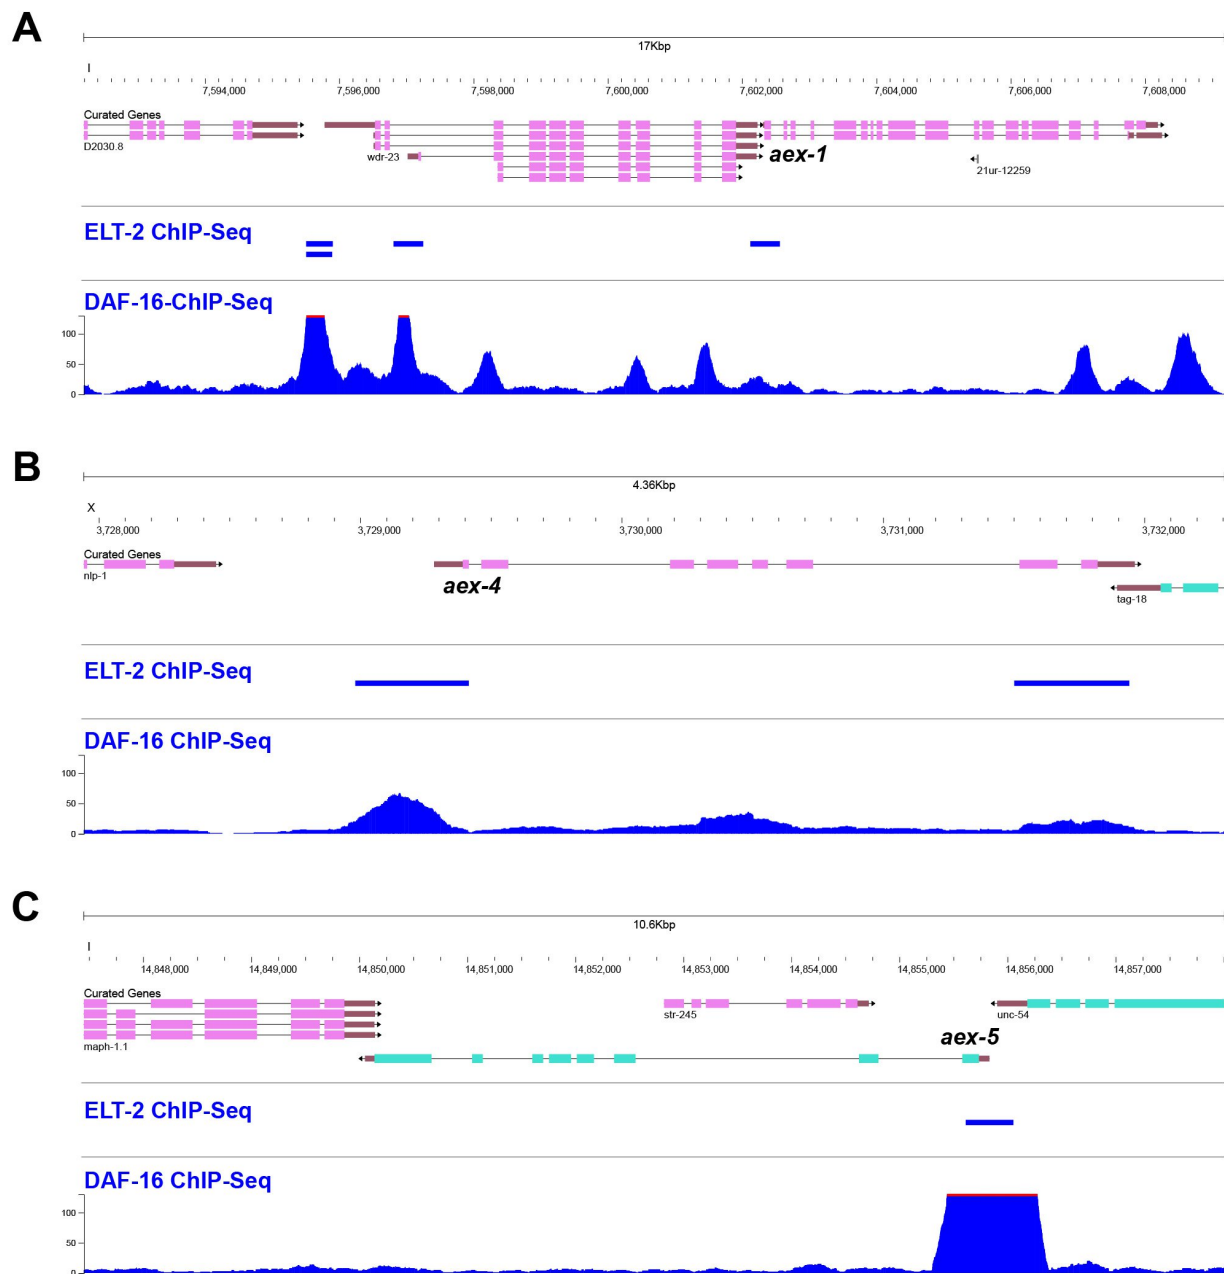

**Fig. S6. DAF-16/FoxO and the GATA transcription factor ELT-2 have overlapping binding peaks in the upstream genomic region of *aex* genes.**

- (A) Location of ChIP-seq peaks for ELT-2 and DAF-16 in the genomic locus of *aex-1*.  
 (B) Location of ChIP-seq peaks for ELT-2 and DAF-16 in the genomic locus of *aex-4*.  
 (C) Location of ChIP-seq peaks for ELT-2 and DAF-16 in the genomic locus of *aex-5*.

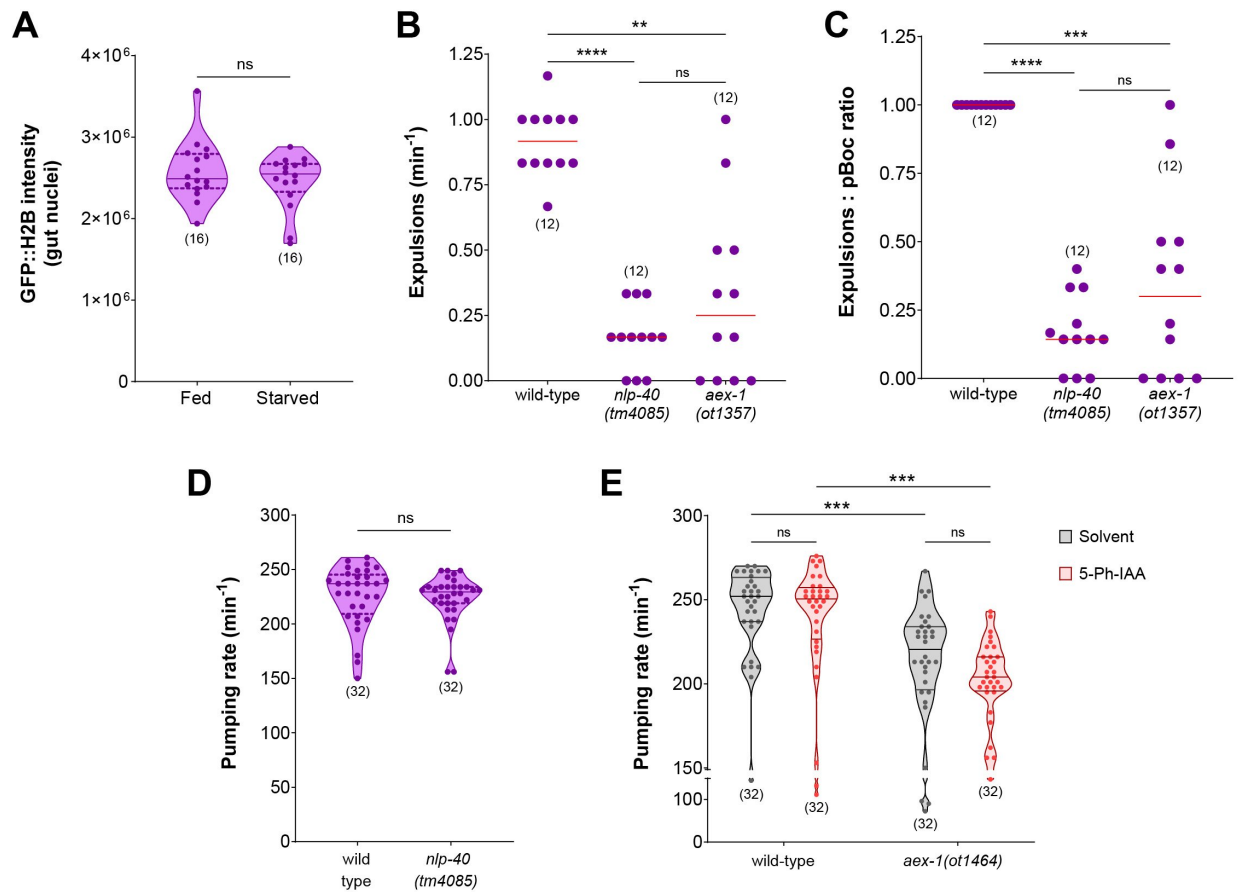

**Fig. S7. The rate of defecation, but not feeding, is inhibited in animals lacking the gut-derived neuropeptide NLP-40.**

**(A)** Quantification of GFP::H2B intensity in midgut nuclei of fed vs starved (24 hr) adults expressing *otIs904[ges-1p::ins-1::tagRFP::SL2::gfp::his-44]*.

**(B, C)** Frequency of expulsion and expulsion : pBoc ratio on food in fed wild-type, *nlp-40(tm4085)* and *aex-1(ot1357)* adults.

**(D)** Pharyngeal pumping rate on food in fed wild-type and *nlp-40(tm4085)* adults.

**(E)** Pharyngeal pumping rate on food in fed *daf-16(ot853)* adults without *TIR1(F79G)* in wild-type or *aex-1(ot1464)* genetic background. Animals were treated with either solvent (ethanol) or 100  $\mu\text{M}$  5-Ph-IAA.

Horizontal line in the middle of data points represents median value of biological replicates in **(A-E)**. Additional horizontal lines represent 25<sup>th</sup> and 75<sup>th</sup> percentiles in **(A, D, E)**. \*\*, \*\*\*, \*\*\*\* and ns represent  $P < 0.01$ ,  $P < 0.001$ ,  $P < 0.0001$  and not significant, respectively, in Mann-Whitney test in **(A, D)**, in Dunn's multiple comparison test after

Kruskal-Wallis test in **(B, C)**, and in Sidak's multiple comparisons test after two-way ANOVA in **(E)**.

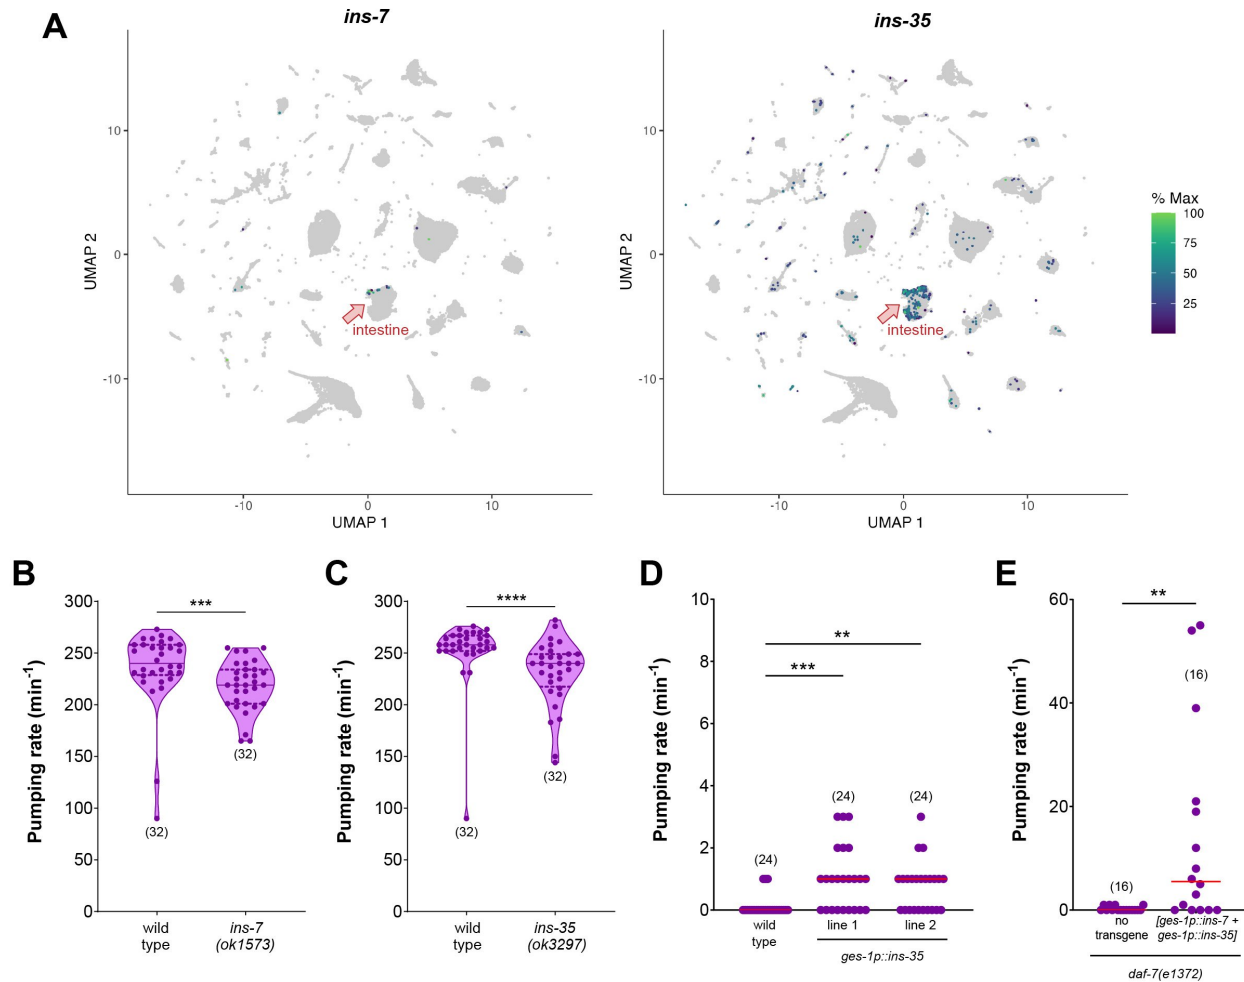

**Fig. S8. Secretion of gut-derived insulins is both necessary and sufficient for foregut contractility.**

**(A)** Intestine-specific expression of *ins-7* and *ins-35* retrieved from single-cell RNA-seq data.

**(B)** Pharyngeal pumping rate on food in fed wild-type and *ins-7(ok1573)* adults.

**(C)** Pharyngeal pumping rate on food in fed wild-type and *ins-35(ok3297)* adults.

**(D)** Pharyngeal pumping rate on food in starvation-induced dauer stage animals that constitutively express *ins-35* in the intestine (*otEx8242* and *otEx8243*).

**(E)** Pharyngeal pumping rate on food in *daf-7(e1372)* dauer stage animals that constitutively co-express *ins-7* and *ins-35* in the intestine (*otEx8223*).

Horizontal line in the middle of data points represents median value of biological replicates in **(B-E)**. Additional horizontal lines represent 25<sup>th</sup> and 75<sup>th</sup> percentiles in **(B,**

**C).** \*\*, \*\*\* and \*\*\*\* represent  $P < 0.01$ ,  $P < 0.001$  and  $P < 0.0001$ , respectively, in Mann-Whitney test in **(B, C, E)** and in Dunn's multiple comparison test after Kruskal-Wallis test in **(D)**.

**Data S1: Differentially expressed genes after intestinal DAF-16 depletion in dauers. (separate file)**

List of all genes that are differentially expressed after intestine-specific DAF-16 removal in dauers using AID2, in comparison to either no TIR1 or no 5-Ph-IAA control.

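The sheets of data S1 give the genes called by the authors in the experimental condition, with 808 up-regulated and 213 down-regulated genes against the no TIR1 control and 745 and 205 against the no auxin control. Each sheet holds a mean count, a log2 fold change, its standard error and p-values from DESeq2. Of these listed genes, limma on the deposited normalized counts called 803, 213, 742 and 205 in the same direction. DESeq2's Wald test with the normal prior, run on the recovered reads over the 4 conditions, called exactly the listed genes, and its log2 fold changes differed from the listed values by at most 7.85e-06. The normal prior draws log2 fold changes toward 0, most for genes with few reads or a large spread between replicates. According to the lists, 620 genes were up-regulated and 146 down-regulated against both controls.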

**Data S2: Enrichment of transcription factor binding sites in promoter regions of genes differentially expressed after intestinal DAF-16 depletion in dauers. (separate file)**

**Data S3: List of *C. elegans* strains used in this study. (separate file)**

**Data S4: crRNA and single-stranded oligodeoxynucleotide sequences used for CRISPR/Cas9-mediated genome editing. (separate file)**

How the deposited data were processed for this re-analysis (not part of the article)

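RNA-seq of whole dauer larvae was analysed in 20 libraries from 4 conditions with 5 biological replicates each: neither TIR1(F79G) nor 5-Ph-IAA, 5-Ph-IAA without TIR1(F79G), TIR1(F79G) without 5-Ph-IAA, and both together. The authors worked on the Galaxy platform. They checked reads with FastQC, trimmed adapters with Trimmomatic, aligned reads with STAR, counted them on genes with featureCounts and normalized them with DESeq2. The paper's text does not name the tool versions or the strand setting. The signal values deposited by the authors are normalized counts, made by dividing the reads on each gene by the DESeq2 size factor of the library, with 1 column per library and no pooled replicates.
Each column was divided by the normalized value of 1 read in that library, which lay between 0.6116 and 2.9105. The values became whole reads for 100% of entries, with a largest deviation of 0.000377 from a whole number. Size factors computed by DESeq2 from the recovered reads equalled those in the deposited values to the 3 digits printed. Of 46925 gene identifiers, 46921 were found in the WBcel235 annotation and 44113 had a symbol. Replicates had Pearson correlations of 0.978 to 0.9913 across genes on the log2 scale, and genes are not independent replicates. The lowest chi-square per degree of freedom between replicates was 2.89, so replicates differed by more than counting error. Floors based on 3 reads cover counting error only.
The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a moderated variance that follows a trend with the mean. It covered the 17090 genes with a mean normalized count of at least 2, with one mean per condition and Benjamini-Hochberg adjustment within each comparison. A count test was not the main test because the authors had already normalized the deposited values. A call needed an adjusted p-value under 0.05 and a 1.5-fold change (0.58 on the log2 scale). For insulin, secretion, stress response and neuropeptide genes the fold change cutoff was not applied. The comparisons were the experimental condition against the no TIR1 control and against the no auxin control, 5-Ph-IAA alone and TIR1(F79G) alone against neither, and the interaction of both components.
Gene sets were tested with limma's camera at a preset correlation of 0.01 between genes, with fry and an estimated correlation beside it. The lists were neuropeptide families and 16 gene families taken by symbol, and markers of oocytes, sperm, yolk proteins, adult hypodermis, synaptic machinery, neuronal peptide processing and body wall muscle. The oocyte and sperm lists together form the germline list. The oocyte marker score is the summed normalized count of the 10 oocyte markers in a library, and the covariate was its log2. Among these markers, *glp-1* had a mean count of 1340 and hardly changed. Its log2 fold changes were 0.06 against the no TIR1 control and 0.02 against the no auxin control, so it adds little to differences in the score. Distances and principal components used the 500 most variable genes. Permutation tests with 5 libraries in a group were exact, and others used 100000 permutations.
The genes named in the text were chosen by a rule set before the data were examined. The rule takes each gene the paper names or labels for this experiment. It adds, in each direction, the 5 genes with the largest change against the no TIR1 control among those called against both controls without overlap between experimental and control values. Genes named outside this rule are said to be so. A fold change against a group whose libraries all held at most 3 reads is given as a lower bound against that floor.
Alternatives set before the data were examined were pseudocounts of 0.5 and 5, a minimum mean of 10 and no filter, quantile normalization, rescaling to equal totals, a replicate block, a fit of only the compared conditions, sample weights, edgeR 4.0.16 with TMM, DESeq2 1.42.0 with and without the normal prior, limma voom, an adjusted p-value of 0.01, a fold change of 2 or none, other numbers of variable genes, and each library left out in turn. The tests that need counts were run on the recovered reads. The oocyte marker score as a covariate was added after the data were seen. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.
The tests were run on simulated data with 17090 genes, of which 200 were changed 3-fold. Limma recovered 148 of them (74%) and called 4 others, and it recovered 97.2% of the 144 changed genes with a mean of at least 10. DESeq2 with the normal prior recovered 121. In a simulated mixture of 2 profiles, the slope on the marker score over control libraries predicted a median share of 0.91 of the rise of the profile's genes and −0.05 for genes changed otherwise.
Promoter motifs were not analysed here, since no genome sequence was at hand. Comparisons with gene lists of other studies, pathway enrichment, reporter expression and behaviour were not analysed here.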

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

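The tests of a general shift by the normalization, of the yolk protein rise, of the predicted rise of the adult hypodermis, of the size of the rise of up-regulated genes and of replicate 5 of the no auxin conditions were chosen after the result was seen, as were the correlation of yolk and oocyte transcripts over the controls and the oocyte marker score as a covariate.
Markers of adult animals, genes that the paper's text does not name, were higher in the experimental libraries. Against the no TIR1 control the median log2 fold change was 1.34 for 10 oocyte markers (1.24 against the no auxin control), 2.13 for 9 sperm genes (1.69), 6.96 for 6 yolk protein genes (6.14) and 3.33 for 4 tested genes of the adult hypodermis (3.35). With genes at the floor set to their bound, the sperm median was 1.39 against the no TIR1 control. The intestine expresses the yolk protein genes, and 6 of the oocyte markers and none of the other genes are in data S1. The adjusted p of limma's camera test was 3.76e-08, 3.51e-05, 0.00108 and 0.00608 against the no TIR1 control, and 4.72e-07, 0.00173, 0.0019 and 0.0135 against the no auxin control. The oocyte and sperm lists together, 19 genes, had medians of 2.02 and 1.46 (adjusted p = 6.37e-11 and 3.09e-08), and the first was 1.39 with 7 genes at their bound. All of these calls held under fry, and none held with an estimated correlation between genes. The summed yolk protein counts were 33000 ± 19500 (SD, n = 5) in the experimental condition and 955 ± 893 in the no TIR1 control (SD, n = 5), and the summed oocyte markers 6160 ± 1750 and 2960 ± 132 (SD, n = 5). The most abundant of these genes, *vit-6*, had an experimental mean of 11200, and *cbd-1* of 1880. A general shift by the normalization is argued against by the other scalings. After quantile normalization or rescaling to equal totals, the oocyte median was 1.32 under both against the no TIR1 control and 1.22 and 1.19 against the no auxin control. Adults that escaped dauer arrest are a candidate explanation: the adult hypodermis genes, which belong to neither the germ line nor the intestine, rose by 3.33, and the slope of the yolk sum on the oocyte marker score over the 15 control libraries predicts 91.9% of the yolk rise against the no TIR1 control. The same slope predicts more of other adult transcripts than was found. It predicts 175.5% of the rise of the summed adult hypodermis counts against the no TIR1 control, 801 where 456 was observed (difference 345, standard error 130), and 164.4% to 180.9% with 1 control library left out. The sperm sum had 221.8% (difference 74.3, standard error 40.9). This argues against adults of the same makeup as in the control libraries as the only source, and adults of another age or makeup stay open. Over these 15 libraries, the log2 sums of yolk and oocyte transcripts, each as the deviation from the mean of its condition, had Pearson's r of 0.69 (permutation p = 0.00133) and Spearman's rho of 0.78 (permutation p = 1.50e-04). Both tests were two-sided, with 100000 permutations within conditions. Without the 2 libraries farthest from the median of the oocyte deviations, replicate 5 of neither component and of the no auxin control, the values were 0.7 and 0.78. This correlation was first planned over all 20 libraries and was restricted to the controls after the data were seen. A depletion of DAF-16 that lets more animals leave dauer arrest, or that raises these genes in arrested animals, stays open and was not tested here. The paper reports that nearly all animals of this strain still arrested as SDS-resistant dauers after intestinal depletion (fig. S1I). The methods state that animals not arrested in dauer, fewer than 10 per plate, were removed.
Adults were also tested as the source of the up-regulated genes as a whole. The median share of the rise predicted from the slope on the oocyte marker score over the controls was 23% for the 1159 genes against the no TIR1 control, 13.9% without replicate 5 of neither component and 30.2% without replicate 4 of the no auxin control, the lowest and highest with 1 control library left out. Scores shuffled within conditions gave a median of −1.5% and up to 31.3%, with 6 of 100 as large. The 23% argues against adults of the same makeup as in the control libraries as the only source, and the shuffles leave open whether such adults account for any of the median rise. Adults of another age or makeup stay open here too. At least 50% of the rise was predicted for 452 genes (39%), among them 47 of 53 *col* genes, all 6 *vit* and all 8 *msp* genes, and for 10 of 47 *clec*, 0 of 9 *oac* and 0 of 7 *cpr* genes. With the score as a covariate, 428 of 1389 up-regulated genes kept their call, and 192 of 537 down-regulated genes. The conditions take 74.9% of the variance of the score and its standard errors grow 1.81-fold. This fit therefore cannot tell adults and depletion apart for these calls. Of the 1159 genes, 795 kept a fitted 1.5-fold rise.
Replicate 5 of the libraries with neither component and of the no auxin control lay apart from the other controls. The highest values of the summed counts of yolk genes, 14134.7 (others 87.5 to 2655.5) and 8286.7 (1 to 1358.2), and of the adult hypodermis, 386.8 (24.2 to 129.1) and 280.4 (5.9 to 32.8), were far from the other 4 libraries. So were the sperm sum of the no auxin control, 80.1 (4 to 20.3), its position on the second component, −21.1 (1.5 to 9.6), and its *ins-7* count, 4.6 (0 to 1.3). The adult hypodermis sums were 6.49 and 11.8 times the mean of the other 4, the yolk sums 15.4 and 13.6 times, the sperm sums 2.73 and 6.84 times and the oocyte sums 1.43 and 1.29 times, while synaptic (0.992 and 0.989) and body wall muscle sums (1.02 and 1.03) did not rise. Adults among the collected animals are a candidate explanation. A first test found that the distance of these libraries, 1.45 times that among the other controls, was 1.07 without the 1368 genes following the score and 1.45 without as many others; it is circular, since those genes were chosen on the same libraries, and the marker lists replaced it. No technical batch is given in the labels.
Experimental replicate 5 had 21.43% of its reads on ribosomal RNA genes (others 1.78% to 5.52%), *ins-1* at 37.8 (66.7 to 75.8) and *ins-7* at 2.9 from 1 read (10.1 to 12.2). Less ribosomal RNA removed in this library may explain its share, but the test leaves it open: the spread of its other genes around the mean of the other 4 libraries was 0.185 (0.104 to 0.124 in those), as a shallower library also gives, and 1493 genes were called against the no TIR1 control without it. The sperm sum of experimental replicate 4, 96.3 (56.5 to 67.5), and *nlp-40* in replicate 2 of the no TIR1 control, 685.6 (762.4 to 789), were also far from the others, and no explanation was tested for them. In all, 12 of 108 groups of 5 libraries had such a value over 27 measures, where chance gives 5.4 (1 in 20).
The effect of 5-Ph-IAA differed with and without intestinal TIR1(F79G) for 1151 genes, tested directly as an interaction. Depletion of DAF-16 needs both components. Of 100 splits of the libraries, 1, the real one, gave as many, and the largest other gave 258. Markers of adults also rose in the experimental condition, and with the score as a covariate the count was 476, so adults could contribute to it.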

How the results depend on the processing

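Alternatives were set before the data were examined, except the oocyte marker score as a covariate, which was added after the data were seen.
The experimental condition lay apart from the controls under each alternative run, with an excess distance of 21.5 to 26 over the alternatives and 22.2 to 27.8 with 1 library left out, against 24.8. Over 104 gene results and the alternatives set before, 3428 values were compared: 3341 kept their direction and side of the threshold, 64 weakened, 20 strengthened and 3 reversed. For the covariate, 61 of the 104 gene results kept theirs, 38 weakened and 5 reversed.
The number of called genes moved with the thresholds and with the prior. With a fold change of 2 in place of 1.5, the count was 992 in place of 1568 against the no TIR1 control, 944 in place of 1517 against the no auxin control, 18 in place of 42 for TIR1 alone, 3 in place of 5 for 5-Ph-IAA alone, and 256 in place of 537 lower genes. With no fold cutoff, the counts were 3369, 3237, 103, 2429 higher genes in place of 1389, 1822 lower genes and 1840 interactions in place of 1151; such a cutoff sets the count by its construction. With DESeq2's normal prior, which draws fold changes toward 0, the counts were 1021, 950 and 272 lower genes. With quantile normalization 808 genes were lower. With an adjusted p-value of 0.01 TIR1 alone gave 20 genes, and neuropeptide genes fell from 43 to 25 against the no TIR1 control and from 31 to 18 against the no auxin control. For 5-Ph-IAA alone, a fit of only the compared conditions gave 11 genes, sample weights 8 and DESeq2's Wald test 8. Apart from those of the thresholds and of the prior, the cause was not tested.
A replicate block gave 18 genes for 5-Ph-IAA alone and 107 for TIR1 alone, with all 5 and 42 of the calls without it among them. Replicate numbers need not pair the libraries: the residual correlation of same-numbered libraries of different conditions had a mean of 0.05 (−0.098 to 0.25, 30 pairs, 3 of them over 0.1), and that of others a mean of −0.012 (−0.183 to 0.133, 120 pairs, 5 over 0.1). The cause of the larger counts was not tested.
With the oocyte marker score as a covariate, the counts were 611 against the no TIR1 control (469 of them shared with the 1568), 643 against the no auxin control (528 shared), 508 higher and 273 lower genes, 476 interactions, and 6 and 3 neuropeptide genes. The *nlp* set against the no auxin control had a median of −0.08 (adjusted p = 0.166; 0.0379 without the covariate). The log2 fold change of *ins-18* against the no auxin control was 0.03 in place of −0.40, that of *daf-16* 0.04 against the no TIR1 control and 0.01 against the no auxin control in place of −0.06 and −0.07, that of *flp-14* against the no TIR1 control 0.01, and that of *unc-18* against the no auxin control −0.03 in place of 0.05. The score overlaps with the conditions, so these values do not separate them. Quantile normalization gave 0.03 for *daf-16* against the no TIR1 control, and rescaling to equal totals gave 0 for *unc-18* against the no auxin control. Of these reversed results, *flp-14* had passed the adjusted p-value without the covariate (log2 fold change −0.18, adjusted p = 0.0365) and the others had not. The cause was not tested.
The share of variance on the first principal component was 52.4% with a pseudocount of 0.5, 72.5% with one of 5, 37.4% with the 2000 most variable genes and 27.7% with all tested genes, against 61.2%; the number of genes changes it by construction.
With each library left out in turn, the counts were 1434 to 1596 against the no TIR1 control, 1368 to 1544 against the no auxin control, 1257 to 1409 higher and 478 to 578 lower genes, 1002 to 1194 interactions, 4 to 7 for 5-Ph-IAA alone, and 24 to 55 for TIR1 alone. The 24 came without replicate 4 of neither component and without replicate 2 of the no auxin control, and the 55 without replicate 4 and without replicate 5 of the no auxin control. Neuropeptide genes past the adjusted p-value were 33 to 46 and 25 to 33, and the first component took 55.4% to 63.5%. The *nlp* set against the no auxin control had medians of −0.15 to −0.08 and lost its call in 5 of these fits: without replicates 2, 3 and 5 of the no auxin control (−0.11, −0.11 and −0.08; adjusted p = 0.0711, 0.0537 and 0.0999) and without experimental replicates 1 and 4 (−0.12 and −0.08; adjusted p = 0.0577 and 0.104). The log2 fold change of *ins-24* against the no auxin control lay between −0.15 and 0.03, the latter without replicate 5 of that control.
The depth limits genes with few reads. Experimental replicate 5 had 1 read of *ins-7* and 4 of *aex-4*, and 3 reads there correspond to 8.73 normalized counts. The promoter motif test and its alternatives were not run, for lack of a genome sequence.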

Differences from the paper's values

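No test in this part was chosen after the values were seen, and the settings compared with the paper's values were set before the data were examined. The paper's log2 fold changes are those of data S1, with standard errors.
Among genes differentially expressed with either control, 1926 were found here against the paper's 1205. Of the 16 alternatives set before the data were examined, 4 did not differ from the paper's count by more than 1.5 times: a minimum mean normalized count of 10, DESeq2's Wald test with the normal prior, an adjusted p-value of 0.01 and a fold change of 2. The other 12 differed. Down-regulated genes numbered 537 against the paper's 272. The normal prior, the adjusted p-value of 0.01 and the fold change of 2 closed this gap, and the other 13 alternatives did not. Against the no TIR1 control, 1568 genes were called against the paper's 1021. A minimum mean of 10, rescaling to equal totals, the normal prior, an adjusted p-value of 0.01 and a fold change of 2 came within 1.5 times, and the other 11 alternatives did not. Against the no auxin control, 1517 genes were called against the paper's 950. A minimum mean of 10, a fit of only the compared conditions, DESeq2's Wald test with or without the normal prior, an adjusted p-value of 0.01 and a fold change of 2 came within 1.5 times, and the other 10 did not. With the normal prior the counts were 1021 and 950, and 272 genes were down-regulated, as the paper's.
For *aex-1*, the log2 fold change against the no TIR1 control was 1.97 against the paper's 1.65 (paper's standard error 0.14), and 1.71 against the no auxin control where the paper has 1.39 (paper's standard error 0.14). With the normal prior both equalled the paper's, and the other 12 of 13 alternatives did not close either gap. For *aex-4*, the log2 fold changes were 1.22 against the paper's 0.75 (paper's standard error 0.18) and 1.88 against the paper's 1.01 (paper's standard error 0.18). A pseudocount of 5, quantile normalization and the normal prior closed the gap for the no TIR1 control, and the other 10 did not. Only the normal prior closed it for the no auxin control. For *ins-7* against the no auxin control, the log2 fold change was 2.52 against the paper's 0.67 (paper's standard error 0.15). A pseudocount of 5 and the normal prior closed this gap, and the other 10 of 12 alternatives did not. For *ins-33* against the no auxin control, it was 1.07 against the paper's 0.69 (paper's standard error 0.18), and a pseudocount of 5, quantile normalization and the normal prior closed the gap while the other 10 of 13 did not.
The paper states that *ins-33* rises with depletion, and against the no TIR1 control it did not pass an adjusted p-value of 0.05 here (log2 fold change 0.77, adjusted p = 0.0887). The replicate block, sample weights, edgeR's quasi-likelihood test, DESeq2's Wald test with and without the normal prior and limma voom called it, with adjusted p-values from 0.0191 to 0.165 over all its alternatives. The paper states that *ins-18* and *ins-24* fall, and against the no auxin control neither passed here (adjusted p = 0.119 and 0.71), nor in any of the 13 alternatives of each (0.0663 to 0.261 and 0.46 to 0.773). The paper states a modest rise of *aex-5*, and against the no auxin control its log2 fold change of 0.10 did not pass (adjusted p = 0.538, range over its alternatives 0.371 to 0.834). The paper selects genes that differ from either control, and each of these genes passed limma's test here against the other control, without the fold cutoff. For *ins-33* this was the no auxin control (adjusted p = 0.0162). For *ins-18*, *ins-24* and *aex-5* it was the no TIR1 control (adjusted p = 0.00907, 0.00928 and 0.0328). The paper places *aex-1* above the other secretion genes, and against the no auxin control *aex-4* had the larger fitted log2 fold change here, 1.88 against 1.71, a difference that was not tested. Of the 20 genes labelled in the right panel of Fig. 2E, *unc-18*, *ZK938.3* and *B0511.11* were called against the no TIR1 control and not against the no auxin control, and the other 17 were called against both.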

Other observations

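The tests of a majority of up-regulated genes were chosen after the result was seen, and the other tests in this part were set before.
Splits of the same libraries into groups of the same sizes were drawn 100 times, the real one included, out of 126 possible for 5 against 5. As many genes were called in 1 split against the no TIR1 control (largest other 162) and 1 against the no auxin control (largest other 399), in 2 for 5-Ph-IAA alone (largest other 8) and in 1 for TIR1 alone (largest other 14). For either control, 1 split gave as many higher genes (largest other 242) and 4 gave as many lower genes (largest other 767). As many neuropeptide genes passed in 1 split for each control. As many of the 16 gene families passed in 7 splits against the no TIR1 control and in 6 against the no auxin control (largest other 11 of both), so their number is not distinguished from another split of the libraries.
Of these families, 10 passed an adjusted p-value of 0.05 against each control by camera, and they were not the same 10. The *ttr* genes were lower against both controls (medians −0.14 and −0.19, adjusted p = 0.0122 and 0.0106). The *rpl* and *rps* genes were lower against the no TIR1 control only (median −0.06, adjusted p = 3.55e-04). The *ugt* genes were higher against the no auxin control only (median 0.27, adjusted p = 0.0052). The median log2 fold changes were 0.65 and 0.57 for 107 *clec* genes, 0.72 and 0.52 for 137 *col* genes, 2.03 and 1.47 for 8 *cpr* genes and 1.08 and 0.59 for 6 *lys* genes, with no change of direction under quantile normalization or rescaling to equal totals. With genes at the floor at their bound, those of the *col* genes were 0.68 and 0.49. The camera call held with an estimated correlation for *clec* (adjusted p = 0.00327 for both) and *cpr* (0.00327 and 0.0034). For *ugt* it held against the no auxin control (adjusted p = 0.0454). Data S1 holds 45 of these *clec*, 29 of the *col*, 8 of the *cpr* and 5 of the *lys* genes.
More genes were higher than lower, 73.9% of those called against the no TIR1 control and 74.5% against the no auxin control. Whether the authors' size factors contribute to the size of this excess was not settled by the scalings. Quantile normalization moved the share by 10.5 points for the no TIR1 control, over the 10 points set before as the mark of such an effect. For the no auxin control it moved the share by 8.6 points. Rescaling to equal totals moved the shares by 0.3 and 5 points, both under that mark. A majority remained under both scalings, the lowest share being 63.4%, which argues against the size factors as the source of the majority itself. No scaling moved the median of all genes by more than 0.1. Gene length as the only source of the majority is argued against, since up-regulated genes were the majority in each quartile of exonic length. Their share rose from the shortest to the longest quartile (56%, 78.1%, 79.1% and 83.2%), so a contribution of length to the size of the excess stays open.
The yolk protein genes, which had log2 fold changes of 6.01 to 7.12 by limma against the no TIR1 control, had 0.17 to 0.28 under DESeq2's normal prior and 4.95 to 5.45 without it, and none is in data S1.
The fall of neuropeptide genes was set against other lists. Against the no TIR1 control, 98 *flp* and *nlp* genes had a median of −0.21 and 12 synaptic genes −0.12, a difference of −0.1 (permutation p = 0.0667), and against the no auxin control −0.16 and −0.11, a difference of −0.05 (permutation p = 0.369, 100000 permutations, two-sided). By camera, the synaptic list was lower (adjusted p = 0.0113 and 0.00331), as were the neuronal peptide processing genes (medians −0.22 and −0.15, adjusted p = 4.69e-04 and 0.00374), calls that held under fry and not with an estimated correlation. The body wall muscle genes had medians of −0.05 and −0.09 and did not pass (adjusted p = 0.258 and 0.0996). A smaller share of nervous system RNA in the experimental libraries may contribute and cannot be told apart from regulation of the neuropeptide genes, since the synaptic genes fell by −0.12 and the difference did not pass. Length is argued against: 10000 lists of genes matched in length to these short genes (median 590.5 against 1253 for all tested genes) had a mean median of −0.04 and none as low as −0.21 (lowest −0.19).
TIR1 alone changed 42 genes, of which 8 (19%) lie on chromosome II, where the transgene was inserted, compared with 16.1% of tested genes. Counted over the whole chromosome, this argues against linkage to the transgene as the main source of the 42 genes. Of the 42, 18 (42.9%) lie on chromosome V, compared with 22.3% of tested genes (Fisher's exact test, two-sided, p = 0.0026, adjusted p = 0.0156 over the chromosomes). Other differences between the strains stay open. The largest rises, of *ZK938.3* (log2 fold change 4.89) and the neighbouring genes *fdgt-2* (3.32) and *F14E5.8* (2.32), were all on chromosome II. Linkage stays open for these genes, and *fdgt-2* and *F14E5.8* were named after their values were seen.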
